# Smad4-dependent morphogenic signals control the maturation and axonal targeting of basal vomeronasal sensory neurons to the accessory olfactory bulb

**DOI:** 10.1242/dev.184036

**Published:** 2020-04-27

**Authors:** Ankana S. Naik, Jennifer M. Lin, Ed Zandro M. Taroc, Raghu R. Katreddi, Jesus A. Frias, Alex A. Lemus, Morgan A. Sammons, Paolo E. Forni

**Keywords:** Axonal targeting, BMP, Glomeruli, Smad4, Olfactory, Vomeronasal sensory neurons

## Abstract

The vomeronasal organ (VNO) contains two main types of vomeronasal sensory neurons (VSNs) that express distinct vomeronasal receptor (VR) genes and localize to specific regions of the neuroepithelium. Morphogenic signals are crucial in defining neuronal identity and network formation; however, if and what signals control maturation and homeostasis of VSNs is largely unexplored. Here, we found transforming growth factor β (TGFβ) and bone morphogenetic protein (BMP) signal transduction in postnatal mice, with BMP signaling being restricted to basal VSNs and at the marginal zones of the VNO: the site of neurogenesis. Using different Smad4 conditional knockout mouse models, we disrupted canonical TGFβ/BMP signaling in either maturing basal VSNs (bVSNs) or all mature VSNs. Smad4 loss of function in immature bVSNs compromises dendritic knob formation, pheromone induced activation, correct glomeruli formation in the accessory olfactory bulb (AOB) and survival. However, Smad4 loss of function in all mature VSNs only compromises correct glomeruli formation in the posterior AOB. Our results indicate that Smad4-mediated signaling drives the functional maturation and connectivity of basal VSNs.

## Abstract (precis)

**Summary:** Genetic disruption of TGFβ/BMP signaling in maturing basal vomeronasal sensory neurons (VSNs) or in all mature VSNs indicates that Smad4 signaling drives maturation and connectivity of basal VSNs.

## INTRODUCTION

Neurons form complex and conserved neuronal circuits by innervating the dendritic compartments of specific target neurons. A current goal in neuroscience seeks to delineate the underlying mechanisms that establish and maintain neuronal identity, function and connectivity. The vomeronasal organ (VNO) is a specialized vertebrate olfactory subsystem used to detect pheromones (Cloutier et al., 2002; Dulac, 2000; Isogai et al., 2011; Mombaerts et al., 1996). Neurons of the vomeronasal epithelium (VNE) continue to form postnatally (de la Rosa-Prieto et al., 2010). As newly formed neurons mature, they innervate dendrites of specific second-order neurons in the accessory olfactory bulb (AOB) (Mombaerts et al., 1996). The sensory epithelium of the mouse VNO is composed of vomeronasal sensory neurons (VSNs) that selectively express receptors encoded by one of the two vomeronasal receptor (VR) gene families: V1r and V2r (Chamero et al., 2012). V2r-expressing neurons localize to the basal region of the VNE and target posterior regions of the AOB (pAOB), while V1r-expressing neurons reside in the apical region and project to anterior regions of the AOB (aAOB). These non-overlapping V1r- and V2r-expressing populations of VSNs bind different ligands, project to different areas of the AOB and trigger distinct innate behaviors.

Olfactory sensory neurons (OSNs) of the main olfactory epithelium (MOE) expressing a specific receptor converge upon two out of ∼1800 spatially invariant glomeruli within the olfactory bulb (Ressler et al., 1994; Vassar et al., 1994; Wang et al., 1998). This anatomical specificity differs in the vomeronasal system. In this olfactory subsystem, VSNs expressing the same receptor coalesce onto multiple glomeruli within spatially conserved regions of the AOB (Belluscio et al., 1999; Del Punta et al., 2002). To date, findings suggest that unidentified spatial cues in the nasal area influence OSN gene expression and target specificity (Coleman et al., 2019). However, our current knowledge of the underlying signals that establish the spatial (apical-basal) identity of VSNs and delineate specific synaptic partners remains limited.

Molecules belonging to the transforming growth factor (TGF) super-family, such as TGFβ, activin and bone morphogenic proteins (BMPs), control nervous system growth, differentiation, axonal growth patterning and neuronal network formation (Banerjee and Riordan, 2018; Le Dreau et al., 2012; Lee et al., 2000; Liem et al., 2000, 1995; Schmidt et al., 1995). In *Drosophila*, retrograde BMP signaling mediates neuromuscular junction synaptic growth and cytoarchitecture (Ball et al., 2010; Piccioli and Littleton, 2014). In rodents, BMP signaling also helps establish neuronal identity and define somatosensory map formation in the trigeminal nerve (Ball et al., 2010; Banerjee and Riordan, 2018; Berke et al., 2013; Fuentes-Medel and Budnik, 2010; Hegarty et al., 2013; Hodge et al., 2007; Liao et al., 2018; Piccioli and Littleton, 2014). Studies investigating specific roles for members of the TGFβ family in the formation of functional circuits of the VSNs with the brain have been quite limited.

Smad4 is a central signaling molecule in canonical TGFβ/BMP intracellular signaling. Upon ligand-receptor binding, Smad4 forms a complex with phosphorylated receptor regulated Smads (R-Smad), which then translocate to the nucleus to activate gene transcription. The R-Smads for the BMP pathway are Smad1, Smad5 and Smad8, whereas Smad2 and Smad3 are for the TGFβ pathway (Shi and Massagué, 2003). Activated Smads bind with other transcription factors to integrate signals from the TGFβ family with other signaling pathways (Hill, 2016). The binding affinity of BMP ligands for extracellular matrix components, such as collagen IV (Col-IV), define spatial BMP signaling gradients (Bunt et al., 2010; Garamszegi et al., 2010; Paralkar et al., 1991, 1992; Wang et al., 2008). In this study, we have analyzed TGFβ/BMP signaling in the VNO and found that BMP signal transduction is limited to the basal territories of the VNO and in the marginal zones, where VSNs are generated. To test the role of TGFβ/BMP signaling at different cellular contexts, we exploited AP-2εCre and OMPCre mouse lines as genetic entry points to disrupt Smad4 function in immature basal VSNs and in mature apical and basal VSNs, respectively. Our results suggest that Smad4-dependent morphogenic signals in immature basal VSNs are required to complete the cellular maturation of basal VSNs and that Smad4 dependent signaling in both immature and mature basal VSNs is crucial for proper circuit formation between the basal VSNs and the pAOB.

## RESULTS

### Localization of active BMP signaling in basal VSNs

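The mRNA-seq data came from whole vomeronasal organs of mice at postnatal day 21, from 2 mouse lines in which Cre recombinase removes Smad4, the mediator shared by canonical TGFβ and BMP signaling. AP-2εCre is active in immature basal vomeronasal sensory neurons (VSNs), and OMPCre in mature VSNs of both the apical and the basal kind. In each line, 3 libraries came from conditional knockouts (cKO; Cre+/-/Smad4 flox/flox), 3 from heterozygous Cre+/- controls and 3 from Smad4 flox/flox controls, each library a biological replicate. The sample labels, and parts of the paper's Results, call the last group wild type. The genotype that the paper's methods give for the transcriptome analysis is used here. One further library of the AP-2εCre line carried labels of both a heterozygote and a cKO, and was left out of the comparisons. PolyA+ RNA was sequenced as single reads. The authors quantified the reads with salmon, which gives an estimated count and a TPM value for each transcript, and deposited these for 116248 transcripts per library. The estimated counts of AP-2εCre-line libraries summed to between 43385516 and 47341642 (median 45084153) in Smad4 flox/flox controls, between 56775057 and 71511460 (median 64672632) in heterozygotes, and between 57345198 and 134042284 (median 64369794) in cKO libraries. Those of OMPCre-line libraries summed to between 48720051 and 75583450 (median 70904745) in Smad4 flox/flox controls, between 60303649 and 64481429 (median 63361172) in heterozygotes, and between 54370851 and 65377864 (median 62832257) in cKO libraries. For the values reported here, the estimated counts of the transcripts of a gene were added and rounded to whole numbers, with gene names and coordinates from the GENCODE vM21 annotation of GRCm38 (mm10), which gave 35596 genes. Values are CPM, counts normalized for library size by edgeR's TMM method and scaled to 1000000 counts per library. In each line the 3 cKO libraries were compared with the 6 controls of both kinds together, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes that passed edgeR's filter on low counts. Single genes were also compared by a two-sided exact permutation test, for which 3 libraries against 6 allow no p under 0.012. The choice of tool, the sum over transcripts, the filter, the pooling of the controls and the library left out could each change these numbers. The libraries hold RNA of the whole organ, so a change confined to 1 population of VSNs is diluted by all other cells.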

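Expression of the BMP/TGFβ family was taken from the 6 Smad4 flox/flox control libraries of both lines, normalized together. Bmp6 (ENSMUSG00000039004.6, chromosome 13, 38345107 to 38500302) had 115 ± 13.6 CPM (SD, n = 6). Gdf10 (ENSMUSG00000021943.7, chromosome 14, 33923587 to 33937983) had 113 ± 20.5 CPM, and Bmp7 (chromosome 2, 172868012 to 172940321) 78.9 ± 10.9 CPM. Tgfb1 had 50.4 ± 11.8 CPM, Tgfb2 50.0 ± 6.25 CPM and Bmp3 47.0 ± 7.17 CPM. The lowest of the 8 expressed members were Bmp4 (ENSMUSG00000021835.15, chromosome 14, 46383520 to 46390669) at 10.0 ± 1.19 CPM and Bmp2 (ENSMUSG00000027358.6, chromosome 2, 133552159 to 133562885) at 9.99 ± 1.11 CPM. All 8 had at least 1 CPM in each of the 6 libraries. Bmp10 had 0 to 6 counts per library, or 0.0542 ± 0.0595 CPM. With the deposited TPM summed per gene in place of CPM, all 8 again had at least 1 in each library, but the order changed: Bmp6 had 35.4, Tgfb1 28.8, Bmp4 21.9, Bmp7 19.3, Gdf10 18.9, Tgfb2 9.93, Bmp3 6.06 and Bmp2 2.5 TPM.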

We analyzed mRNA-seq data from postnatal VNO (GSE134492) and found that the VNE expresses multiple molecules of the BMP/TGFβ family. RT-PCR using primers for select BMP/TGFβ family members produced amplicon products of the predicted size (Table S1), confirming the expression of the identified genes (Fig. 1A,B). We arbitrarily decided to document BMP4 and BMP6 RNA expression in tissue, as they possibly showed differential expression. *In situ* hybridization against BMP4 and BMP6 showed their expression levels in apical and basal territories of the VNE (Fig. 1C,D). Extracellular matrix components, such as collagen IV (Col IV), also participate in triggering active BMP signaling by sequestering or immobilizing morphogens and facilitating receptor binding (Bunt et al., 2010; Garamszegi et al., 2010; Paralkar et al., 1991, 1992; Wang et al., 2008). Col IV and PECAM immunostaining indicated collagen IV expression in the basement membrane of the VNO and around PECAM^+^ vasculature that invades the basal regions of the VNO (Fig. 1F-F″).

**Fig. 1.**
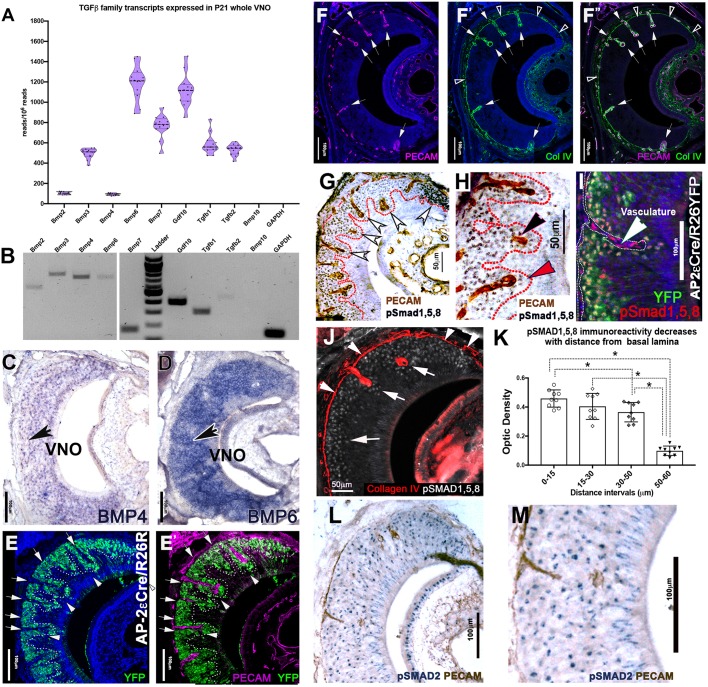
**TGF-β/BMP signaling in the VNO.** (A) Transcript abundance of BMP and TGFβ molecules according to RNASeq analysis. (B) RT-PCR confirmation of BMP and TGFβ molecules, the white gap distinguishes between two different parts of the same gel. (C,D) *In situ* hybridization for BMP4 (C) and BMP6 (D) on P15 VNO. Arrows indicate VSNs positive for BMP4 (C) and BMP6 (D) transcript. (E,E′) Immunofluorescence against AP-2εR26YFP (P15) lineage tracing, the vasculature marker PECAM (magenta) and DAPI (blue) shows a close spatial association of YFP^+^ (green) basal VSNs to vasculature (white arrowheads). Arrows indicate the vasculature. (F-F″) Immunofluorescence in wild type (P21) for PECAM (magenta) and collagen IV (ColIV, green) with DAPI (blue) shows the basal lamina positive for Col IV (black arrowheads) encapsulating the invading vasculature (white arrows). (G) Immunohistochemistry in wild type (P15) for p-Smad1,5,8 immunoreactivity (gray cells, white arrowheads) in VSNs proximal to the PECAM-positive (brown) vasculature-transducing BMP. (H) Magnification of G. Black arrowhead indicates PECAM^+^ vasculature; red arrowhead indicates p-Smad1,5,8-positive VSNs transducing BMP. (I) p-Smad1,5,8 (red) and AP-2εCre/R26RYFP lineage tracing (green). Basal VSNs, which are positive for AP-2εCre recombination (YFP), have strong BMP signal transduction. White arrowhead indicates vasculature positive for p-Smad1,5,8. (J) Collagen IV immunostaining (red) highlights the basement membrane (white arrows) and p-Smad1,5,8 cells (gray) have stronger immunoreactivity proximal to the sources of collagen IV (white arrowheads). (K) p-Smad1,5,8 optical density (OD) after DAB staining at four distance intervals from the basement membrane in the VNO; unpaired *t*-test, *P<0.05; data are mean±s.e.m., *n*=3 animals; individual points represent the average of 30 cells counted per interval/sections; three sections/animal. (L) Immunostaining using anti-p-Smad2 (blue) shows TGFβ signaling in the VNO with uniform immunoreactivity in all VSNs. (M) higher magnification of L showing uniform expression of p-Smad2 in the VNE.

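Differences between members next to each other in the order of the paper's Fig. 1A were set against the spread between the 6 Smad4 flox/flox control libraries by two-sided exact sign-flip permutation tests, in which 6 pairs allow no p under 0.031. Expression of Gdf10 was above that of Bmp7 in 6 of 6 libraries, Bmp7 above Tgfb1 in 6 of 6, and Bmp3 above Bmp2 in 6 of 6 (exact p = 0.031 for each, the smallest allowed, Benjamini-Hochberg adjusted p = 0.073 over the 7 pairs compared). Bmp6 was above Gdf10 in 3 of 6 libraries (exact p = 0.81). Tgfb1 and Tgfb2 (p = 0.91), Tgfb2 and Bmp3 (p = 0.22) and Bmp2 and Bmp4 (p = 1) differed by no more than the spread between libraries in the same permutation test. With the deposited TPM in place of CPM the means of Gdf10 and Bmp7 (18.9 and 19.3 TPM) and of Bmp7 and Tgfb1 (19.3 and 28.8 TPM) were in the opposite order. Pairs that did not differ in CPM had TPM means of 35.4 and 18.9 (Bmp6 and Gdf10) and 28.8 and 9.93 (Tgfb1 and Tgfb2). Those of Tgfb2 and Bmp3 were 9.93 and 6.06, and those of Bmp2 and Bmp4 2.5 and 21.9. The tests of these pairs therefore hold for CPM only. For scale, Gapdh had 283 ± 71.1 CPM in these libraries.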

If BMP signaling differentially regulates survival, maturation or function of the two main types of VSNs, we predict the existence of differential signaling in these two population. We therefore examined BMP and TGFβ intracellular signaling using immunostaining against p-Smad1,5,8 and p-Smad2, respectively. Our immunostaining results showed immunoreactivity for p-Smad1,5,8 in PECAM-positive endothelial cells (Fig. 1I) and in VSNs in the basal territories proximal to PECAM^+^/Col IV^+^ vessels and basal lamina (Fig. 1G,H). We then confirmed that BMP signaling localized to only the basal VSNs using sections from AP-2εCre^+/−^/R26YFP lineage-traced animals (Lin et al., 2018), in which only basal cells undergo Cre recombination (Fig. 1I). Double immunofluorescent staining against p-Smad1,5,8 and YFP showed that nearly all basal VSNs were positive for active BMP signaling that began at the marginal zone (Fig. 1I, Fig. S1B,D). We detected only background levels of p-Smad1,5,8 immunoreactivity in the apical territories. In contrast, p-Smad2 immunostaining indicated active TGF-β signaling in both apical and basal territories (Fig. 1L,M). As the pattern of BMP signaling appeared stronger in the basal VSNs more proximal to the Col IV-rich basement membrane and vasculature (Fig. 1G,H), we performed a densitometric analysis of p-Smad1,5,8 cell immunoreactivity in relation to the distance from the basement membrane. We found a negative correlation between the expression of p-Smad1/5/8 and the distance from the basement membrane (Fig. 1J,K). These data suggest that only basal VSNs transduce BMP, with higher levels of pSmad 1,5,8 activation in the basal VSNs proximal to the basement membrane.

Retrograde BMP signaling in neurons can control synaptic growth at neuromuscular junctions and somatosensory map formation of the trigeminal nerve in rodents (Ball et al., 2010; Banerjee and Riordan, 2018; Berke et al., 2013; Fuentes-Medel and Budnik, 2010; Hegarty et al., 2013; Hodge et al., 2007; Liao et al., 2018; Piccioli and Littleton, 2014). Arx-1 null mice lack an olfactory bulb and virtually have no connection between VSNs and the brain (Taroc et al., 2017). We analyzed the pattern of p-Smad1,5,8 immunoreactivity in the VNO of these mice and we found a similar pattern of p-Smad1,5,8 immunoreactivity as in control animals (data not shown). These data suggest that the identified p-Smad 1,5,8 immunoreactivity in the VNO reflects locally produced morphogenic signals rather than retrograde signaling, as shown for other systems (Ji and Jaffrey, 2012).

### Maturing VSNs show active BMP signaling in marginal regions of the VNO

In addition to basal VSN-specific BMP signal transduction, our densitometric analysis also revealed significantly stronger p-Smad1,5,8 immunoreactivity in marginal regions of the VNO compared with medial regions (Fig. S1B). The marginal regions contain the immature basal VSNs positive for growth-associated protein 43 (GAP43) and AP-2ε but negative for olfactory marker protein (OMP) (Lin et al., 2018); immature apical VSNs positive for GAP43; and apical VSN specific transcription factor Meis2 positive and negative for OMP (Fig. S1A,C,D,F,G) (Brann and Firestein, 2010; Enomoto et al., 2011; Giacobini et al., 2000). We then quantified p-Smad1,5,8, AP-2ε and GAP43 immunoreactivity in marginal versus medial regions of the olfactory epithelium (Fig. S1B-D). We observed a higher level of expression for all three markers in marginal regions of the VNO compared with medial regions where VSNs reach maturity (OMP^+^) (Fig. S1B,C,F). In contrast, immunostaining and quantification for the active TGFβ signaling effector molecule p-Smad2 and the apical marker Meis2 did not show differences in marginal and medial regions of the VNE (Fig. S1E,G). The presence of TGFβ/BMP signal transduction in the VNE and the different levels of pSmad1,5,8 immunoreactivity in immature VSNs (marginal zones) and in mature basal VSNs (medial basal zone) prompted us to investigate whether BMP controls maturation or homeostasis of basal VSNs.

### Conditional ablation of Smad4 disrupts TGF-β/BMP signaling in basal VSNs

To elucidate the role of canonical TGF-β/BMP signaling in differentiating basal VSNs, we exploited AP-2εCre mice as a genetic entry point to conditionally ablate Smad4^flox/flox^ (Yang et al., 2002) in immature basal VSNs (Lin et al., 2018). We validated AP-2εCre mediated Smad4 ablation at postnatal age P15. The VNO at this stage is functional and close to its final size, but still retains a considerable amount of immature neurons generated during the postnatal proliferation peak (Wakabayashi and Ichikawa, 2007). To validate the ablation of functional Smad4, we performed *in situ* hybridization using an RNA probe against exon 8 of the Smad4 gene, which is flanked by LoxP sites (Yang et al., 2002), and immunohistochemistry against Smad4 (Benazet et al., 2012; Yang et al., 2002). Smad4 mRNA and protein expression analysis on Smad4^flox/flox^ controls, triple heterozygous mutants AP-2εCre^+/−^/Smad4^WT/flox^/R26^YFP+/−^ and traced conditional KOs AP-2εCre^+/−^/Smad4^flox/flox^/R26^YFP+/−^ verified Smad4 ablation in the cells that underwent Cre-mediated recombination (Fig. 2D-F″).

**Fig. 2.**
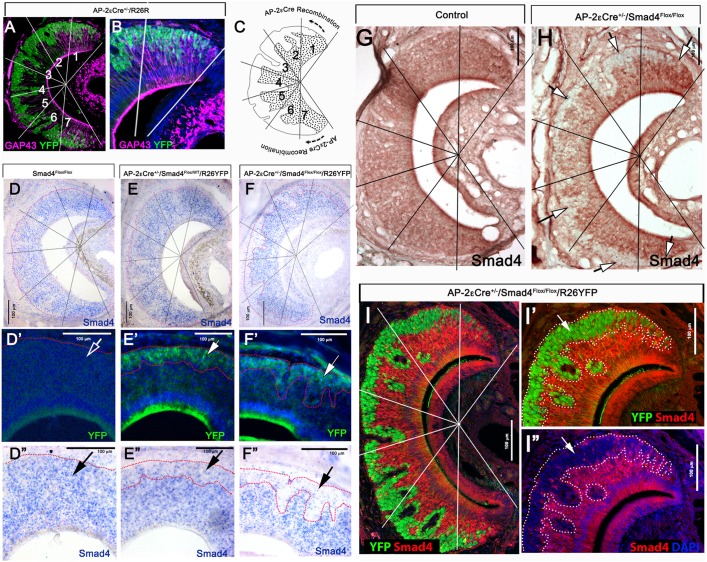
**Smad4 ablation in differentiated immature basal VSNs.** (A,B) Immunostaining of AP-2εCre^+/−^/R26YFP (P15) for the immature VSN marker GAP43 (magenta), YFP (green) and DAPI (blue), highlighting AP-2εCre recombination in basal VSNs. (B) Magnification of A. (C) Cartoon illustrating AP-2εCre recombination in basal VSNs. Lines and numbers indicate the seven different sectors of the VNO, where sectors 1 and 7 are the marginal regions, which is where neurogenesis occurs, and 2-6 are medial. (D-F) *In situ* hybridization for exon 8 of Smad4 in P15 control (D), P15 Smad4 heterozygous tracing control (E) and in P15 Smad4 homozygous traced cKO (F). (D′,E′,F′) AP-2εCre recombination marked by YFP immunostaining in P15 control (D′), P15 Smad4 heterozygous tracing control (E′) and in P15 Smad4 homozygous traced cKO (F′). (D″,E″,F″) YFP immunostaining highlighting AP-2εCre recombination and Smad4 exon 8 *in situ* hybridization showing uniform expression of a Smad4 exon 8 transcript in the VNE in P15 control (D″), lower expression of Smad4 transcript in lineage-traced basal VSNs in comparison with apical VSNs in P15 Smad4 heterozygous tracing control (E″), and almost no expression of Smad4 transcript in traced basal VSNs in P15 Smad4 traced cKO (F″). White arrows indicate Cre recombination (YFP). Black arrows indicate detectable or non detectable Smad4. (G,H) Immunostaining for Smad4 in control (G) and cKO (H). White arrows indicate complete lack of Smad4 in basal VSN. (I-I″) YFP (green) and Smad4 (red) immunostaining shows AP-2εCre recombination in P15 Smad4 homozygous traced cKO.

In Smad4^flox/flox^ control animals, visual inspection indicated comparable Smad4 mRNA levels in both basal and apical territories of the VNO (Fig. 2D-D″). In triple heterozygous AP-2εCre^+/−^/Smad4^flox/WT^/R26^YFP+/−^ mice, we detected weaker Smad4 expression in basal domains compared with apical regions, likely reflecting the loss of one allele (Fig. 2E-E″). In the conditional KO, most cells positive for AP-2εCre recombination in the basal domain marked by YFP were negative for Smad4 transcript expression (Fig. 2F-F″). Using immunolabeling against Smad4, we confirmed the loss of functional Smad4 protein expression in basal territories starting at the marginal regions (Fig. 2G,H). Using Smad4 and YFP double-immunolabeling on sections from AP-2εCre^+/−^/Smad4^flox/flox^/R26^YFP+/−^ mice, we quantified the recombination efficiency at ∼98%±0.716% (Fig. 2I-I″) starting at the marginal zones of the VNO, which contains immature neurons (use Fig. S1A,B as a reference). Our data confirmed the high specificity and penetrance of Cre-mediated Smad4 ablation in maturing basal VSNs.

### AP-2εCre driven Smad4 ablation does not alter the cellular composition of the VNO 2 weeks after birth

The first 2 postnatal weeks are a crucial period for development and growth of the VNO and the accessory olfactory bulb (Hovis et al., 2012). We analyzed the cell composition and molecular expression of VSNs at P15. At this stage, we found a small but significant increase in the number of proliferative (Ki67^+^) cells in the VNE of AP-2εCre^+/−^/Smad4^flox/flox^ (AP-2εCre/Smad4cKO). Even though these results could suggest a compensatory response to epithelial cell loss (Lin et al., 2018) (Fig. 3A-C), we did not detect significant changes in the number of cells positive for the apoptotic marker cleaved caspase 3 (Fig. 3D-F). Quantification of immunostaining against Gαo indicated that the localization and number of basal VSNs remained unchanged in AP-2εCre^+/−^/Smad4^flox/flox^ mice. We also found no changes in the expression of the basal receptor V2R2 (Fig. 3G-L). However, we did observe slightly more cells immunoreactive for GAP43 in the basal territories of the VNE of the AP-2εCre^+/−^/Smad4^flox/flox^ mice (Fig. 3M-P). These data indicate that Smad4 ablation in maturing basal VSNs, as assayed at P15, does not directly compromise the expression of basal-specific proteins, the neuronal position of VSNs in the epithelium or the neuronal cell number.

**Fig. 3.**
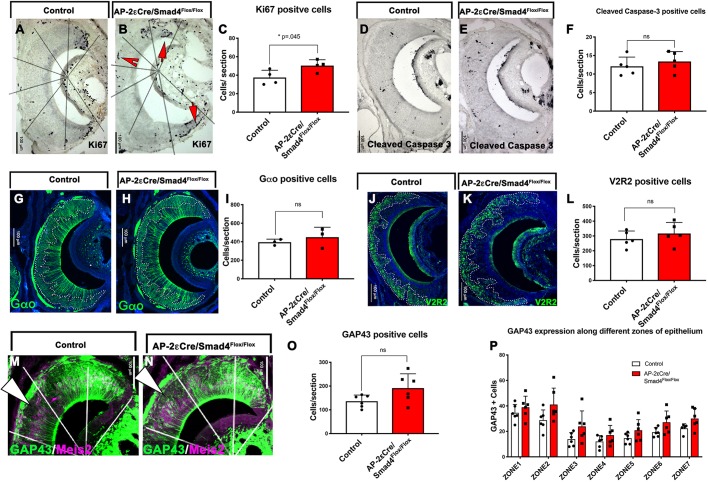
**Characterization of AP-2εCreSmad4 at P15 shows minute changes in the development of VSNs.** (A,B) Ki67 immunostaining in control (Smad4^flox/flox^) (A) and cKO (B). Red arrows and red arrowhead indicate proliferative cells in marginal and medial regions, respectively. (C) A significant increase in the number of proliferative cells was observed in the cKO (*n*=4). (D,E) Immunostaining for cleaved caspase 3 in control (D) and cKO (E). (F) No difference was observed in apoptosis between control and cKO (*n*=5). (G,H) Immunostaining for the basal marker Gαo in control (G) and cKO (H). (I) No significant difference was observed in the number of Gαo^+^ cells between genotypes (*n*=3). (J,K) Immunostaining for V2R2 in control (J) and cKO (K). (L) No difference in the number of V2R2^+^ cells was observed between genotypes (*n*=5). (M,N) Immunostaining using anti-GAP43 (green) and for the apical marker Meis2 (magenta) in control (M) and cKO (N). (O) A trend towards an overall increase was observed in the number of GAP43-positive immature neurons in cKO (*n*=6). (P) The number of GAP43-positive cells in marginal, intermediate and central zones among genotypes. Statistical analysis was carried out using a two-tailed unpaired *t*-test. Data are mean±s.e.m.

### Conditional Smad4 ablation in maturing basal VSNs produces a severe loss of basal neurons in adult mice

Using our validated AP-2εCre/Smad4cKO, we examined whether Smad4 ablation in immature basal VSNs affects the homeostasis and/or connectivity of basal VSNs over time. This time dependency is crucial, as postnatal growth of the VNO and response to stimuli refines synaptic connections to the AOB (Hovis et al., 2012; Roos et al., 1988; Weiler et al., 1999). We therefore analyzed AP-2εCre^+/−^/Smad4^flox/flox^ and relative controls (Smad4^flox/flox^) at P60, which is the stage when most VSNs have formed functional connections (Hovis et al., 2012). At P60 we detected a 30-50% reduction in the number of VSNs expressing the basal VSN markers Gαo, V2R2 and AP-2ε; however, we did not detect changes in the number of Gαi2-positive apical VSNs (Fig. 4A-J).

**Fig. 4.**
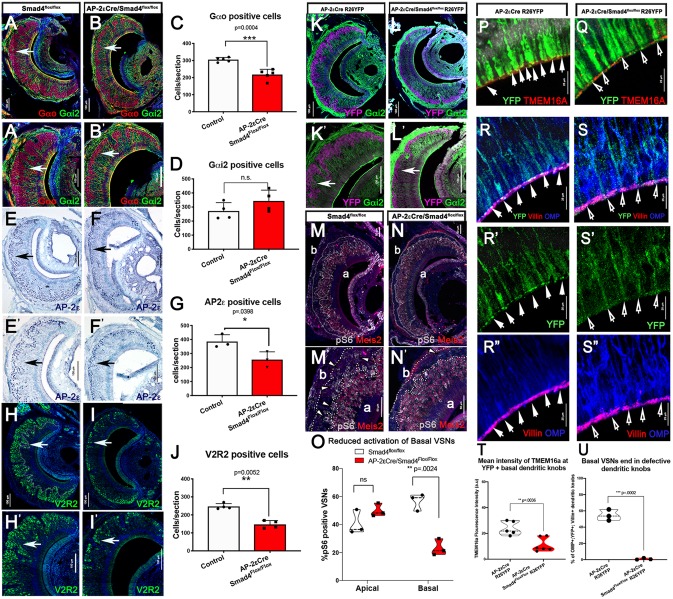
**The AP-2εCreSmad4cKO at P60 reveals a progressive loss of basal VSNs, reduced odor response and aberrant dendritic knob formation.** (A,B) Immunostaining for the basal marker Gαo (labeled in red, white arrow) and the apical marker Gαi2 (green) in control (Smad4^flox/flox^) (A) and cKO (B). (A′,B′) Magnification of A and B, respectively. (C) Graph representing a significant reduction in the number of Gαo-positive cells in the cKO (*n*=5). (D) Graph representing a non-significant increase in the number of Gαi2-positive cells (*n*=4). (E,F) Immunostaining for AP-2ε (black arrows) in control (E) and cKO (F). (E′,F′) Magnification of E and F, respectively. (G) Graph representing a significant reduction in the number of AP-2ε^+^ cells in the cKO (*n*=3). (H,I) Immunostaining for V2R2 (white arrows) in control (H) and cKO (I). (H′,I′) Magnification of H and I, respectively. (J) Reduction in the number of V2R2-positive cells in the cKO (*n*=4). (K,L) Immunostaining for AP-2εCre recombination (YFP, magenta) (white arrow) and the apical marker Gαi2 (green) in control (K) and cKO (L). (K′,L′) Magnification of K and L. (M-N′) Immunostaining for pS6 (gray) and the apical VSN marker Meis2 (red) in control (M; higher magnification in M′) and cKO (N; higher magnification in N′); a and b, apical and basal, respectively. Arrowheads indicate pS6^+^ basal VSNs. (O) Quantification of the percentage of pS6-positive apical and basal VSNs in control and cKO shows a significant reduction in the percentage of pS6-positive basal VSNs in the cKO (*n*=3). Violin plots indicating the mean percentage of pS6^+^ VSNs/biological replicate. (P,Q) Immunostaining for YFP and TMEM16A highlights the dendritic knobs in the apical regions of the VNE of controls (AP-2εCre^+/−^;R26YFP) (P, arrows). No or low TMEM16A expression was found on the few recognizable knobs of AP-2εCreSmad4CKO basal cells (Q, arrows). (R-S″) YFP, OMP and villin immunoreactivity in the dendritic knobs in controls (see arrows in R-R″). No colocalization (S) or well-defined knobs (compare R′ and S′) was identified in traced basal cells in AP-2εCreSmad4CKO (S′ and S″, arrows; R-S″). (T) Quantification of mean intensity of TMEM16a immunofluorescence in the knobs of controls and AP-2εCreSmad4CKO. Violin plots indicating mean TMEM16a fluorescence intensity/biological replicate. (U) Average fluorescence levels of basal knobs of controls were used as a parameter to identify ‘normal’ dendritic knobs (see Materials and Methods). Quantification of OMP; YFP^+^ basal knobs over the total number of villin^+^/OMP^+^ knobs/section showed that around 50% of the knobs in controls were basal. In AP-2εCre/Smad4 cKOs, few basal knobs were comparable with controls. Violin plots indicating the mean percentage of basal dendritic knobs/biological replicate. Statistical analysis was carried out using a two-tailed unpaired *t*-test.

We then sought to determine whether basal cells in AP-2εCre/Smad4cKO mice transdifferentiated into apical VSNs (Lin et al., 2018). AP-2εCre^+/−^/R26R lineage tracing on Smad4 conditional mutants (AP-2εCre^+/−^/Smad4^flox/flox^/R26^YFP+/−^) did not show the presence of traced VSNs that have transdifferentiated from basal to apical VSNs (Fig. 4K-L′). By analyzing GAP43 expression at P60 we observed increased immunoreactivity in the medial basal region of the VNO of the AP-2εCre^+/−^/Smad4^flox/flox^ (Fig. S2A,B,E,F,I,J). By performing Smad4 and GAP43 immunostaining on AP-2εCre^+/−^/R26RYFP control and AP-2εCre^+/−^/R26R^YFP+/−^/Smad4^flox/flox^ mice, we verified that elevated GAP43 immunoreactivity was limited to basal neurons that underwent AP-2εCre mediated recombination (Fig. S2C,D,G,H). Double OMP/GAP43 immunostaining showed GAP43 immunoreactivity in mature basal VSNs in AP-2εCre^+/−^/Smad4^flox/flox^ mice, while controls only showed sparse double-positive cells (Fig. S2K-N). Taken together, these data show that Smad4 ablation in maturing basal VSNs compromises maturation and long-term survival of basal VSNs.

### Smad4 ablation in maturing basal VSNs compromises neuronal response to odor stimuli

Impaired vomeronasal signal transduction leads to a slow and progressive cell loss during postnatal life. Consistent with observations in other mutants with reduced chemosensory detection (Chamero et al., 2011; Montani et al., 2013; Stowers et al., 2002), in AP-2εCre^+/−^/Smad4^flox/flox^ mice, we observed that basal VSNs form (Fig. 3) but decrease in number over time (Fig. 4C-G). As reported by others (Montani et al., 2013), we could not relate the slow reduction in cell number with an acute increase in apoptosis. To determine if the observed cell loss was related to impaired functionality of VSNs, we tested whether VSNs in mutant mice were able to detect pheromones. Pheromones carried by whole-male urine activate both basal and apical VSNs (Silvotti et al., 2018). Stimulation of VSNs by pheromones induces sustained phosphorylation of S6 ribosomal protein (pS6), which can serve as an indirect marker of neuronal activity (Silvotti et al., 2018). We assayed the functionality of VSNs by exposing male AP-2εCre^+/−^/Smad4^flox/flox^ and Smad4^flox/flox^ controls to whole-male urine and assayed pS6 levels 90 min after exposure. Quantification of pS6^+^ cells showed that, in the mutants, where we observed a 30-50% reduction in the number of basal VSNs (Fig. 4M-O), only ∼23% of remaining cells were able to respond to whole-male urine stimuli. These data indicate that the lack of Smad4 starting from immature stages compromised the ability of basal VSNs to detect and respond to pheromones (Fig. 4M-O).

### Basal neurons of AP-2εCre^+/−^/Smad4^flox/flox^ mutants have aberrant dendritic knobs

We then examined the mechanism underlying the impaired function of basal VSNs in AP-2εCre^+/−^/Smad4^flox/flox^ mice. Pheromone detection requires the interaction of molecules with the VRs along the apical microvilli. The VNO receptor potential in response to odorants is generated in the microvilli and dendritic knobs. The dendritic knobs of all VSNs are located at the apical surface of the VNE. By comparing transcriptome data for AP-2εCre^+/−^/Smad4^flox/flox^ with wild type and AP-2εCre^+/−^ controls, we found that AP-2εCre^+/−^/Smad4^flox/flox^ have a significant reduction in mRNA levels for the calcium-activated chloride channel (CaCC) TMEM16A/anoctamin 1, which is encoded by the gene *Ano1* (Francia et al., 2014; Münch et al., 2018). 

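Ano1 (ENSMUSG00000031075.18) lies on chromosome 7 of GRCm38 from 144588549 to 144751974. Its expression was 113 ± 16.6 CPM (SD, n = 3) in AP-2εCre cKO libraries, against 148 ± 3.11 CPM (n = 3) in Smad4 flox/flox controls and 153 ± 26.9 CPM (n = 3) in AP-2εCre heterozygotes. The log2 fold change against all 6 controls was −0.41 (standard error 0.12, adjusted p = 0.317 over 18495 genes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each of the 3 cKO libraries, at 94.6 to 127 CPM, was below each of the 6 controls, at 132 to 183 CPM (two-sided exact permutation test, p = 0.012, the smallest that 3 libraries against 6 allow). With each library left out in turn, the log2 fold change stayed between −0.51 and −0.30. DESeq2 in place of edgeR moved the call most, with a log2 fold change of −0.42 and an adjusted p of 0.0451. The adjusted p ranged from 0.0451 to 0.487 over the alternative settings, and from 0.295 to 0.734 with each library left out in turn.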

TMEM16A is expressed on the vomeronasal dendritic microvilli (Höfer et al., 2000; Münch et al., 2018). We performed immunostaining for TMEM16A on R26^YFP^ traced Smad4cKO (AP-2εCre^+/−^/R26R^YFP+/−^/Smad4^flox/flox^) and AP-2εCre controls (AP-2εCre^+/−^/R26R^YFP+/−^). This analysis confirmed a significant reduction in levels of TMEM16A immunoreactivity in the dendritic knobs of basal VSNs of AP-2εCre^+/−^/R26R^YFP+/−^/Smad4^flox/flox^ compared with controls (Fig. 4P,Q,T).

When performing this analysis, we realized that the dendritic knobs were harder to identify in the conditional KOs, whereas they appeared clear and distinct in controls (Fig. 4P-S′, arrows). To determine whether AP-2εCre^+/−^/Smad4^flox/flox^ had overall defective dendritic knobs, we performed immunostaining against OMP, the microvilli marker villin and YFP (Fig. 4R-S″). All knobs were identified via OMP;villin colocalization, while the knobs of the basal neurons were identified using OMP, villin and YFP colocalization. As expected, in control animals, the basal dendritic knobs constituted around 50% of the total knobs (Fig. 4U). Using the intensity of YFP immunoreactivity of controls as an arbitrary cutoff for normal knobs, we found that only a small percentage of the basal dendritic knobs of the cKO were comparable with the ones of controls (Fig. 4U).

Based on quantification for TMEM16A and villin at P60, our results suggest that loss of Smad4 activity in maturing VSNs compromises normal dendritic knob formation, which then impairs the functionality of basal VSNs. Notably similar defects in the basal dendritic knobs were observed at P15 (not shown), when no differences in cell numbers were found (Fig. 3). Overall, these data suggest that aberrant gene expression and defective neuronal development precedes and likely causes the reduction of basal VSNs over time.

### Smad4 ablation in basal VSNs compromises the formation of glomeruli in the pAOB

GAP43 expression occurs in immature neurons that form an axon, undergo synaptic targeting or retain some plasticity (Enomoto et al., 2011; Strittmatter et al., 1990, 1992). Data from AP-2εCre^+/−^/Smad4^flox/flox^ mice indicated increased GAP43 immunoreactivity in basal VSNs (Fig. S2). To determine whether the lack of Smad4 signaling alters axonal formation or targeting, we analyzed VSN projections to the AOB. Immunostaining against the basal axonal marker Robo2 (Prince et al., 2009) and apical axonal marker Nrp2 indicated a ∼50% reduction in the area occupied by basal neuronal projections in the pAOB, consistent with reduced numbers of basal VSNs (Fig. 5E). No changes were observed in the aAOB (Fig. 5E). VSNs form synapses with dendrites of second-order neurons within organized glomeruli of the AOB. Basal VSNs form synapses in the posterior region of the AOB (pAOB), while apical neurons project to the aAOB (Brignall and Cloutier, 2015; Prince et al., 2013, 2009). We then determined whether Smad4 signaling is important for axonal organization by immunostaining against OMP, Robo2 and the presynaptic marker vesicular glutamate transporter 2 (VGlut2). Even though these results showed well-defined glomeruli in the anterior and pAOB of control animals, we detected fewer and larger glomeruli in the pAOB of AP-2εCre^+/−^/Smad4^flox/flox^ (Fig. 5C,D,F,G).

**Fig. 5.**
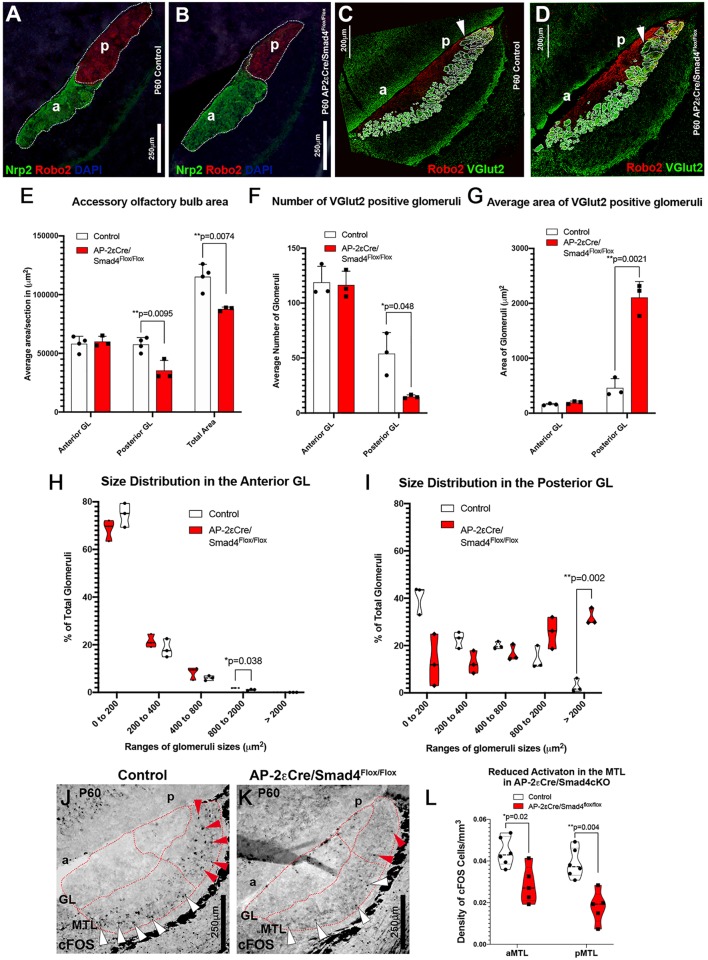
**pAOBs of AP-2εCre/Smad4cKO are smaller and have aberrant glomeruli.** (A,B) Immunofluorescence against Nrp2 and Robo2 on (A) P60 control (Smad4^flox/flox^) and (B) P60 AP-2εCre Smad4 cKO. a, anterior; p, posterior. (E) Quantification shows a reduced pAOB area and a reduction in the total area occupied by VSN fibers in the AOB of cKOs (control *n*=4, cKO *n*=3). Data are mean±s.e.m. (C,D) Immunostaining against Robo2 and VGlut2 highlights the glomeruli in the pAOB of controls (C, arrow) and cKOs (D, arrow). In the Smad4 cKOs, few and larger glomeruli were detected in the pAOB, whereas aAOB appeared to be unaffected. (F,G) Quantification of the average number and areas of the glomeruli in aAOB and pAOB of controls and AP-2εCre^+/−^/Smad4cKO (*n*=3). Data are mean±s.e.m. (H,I) The percentage of the number of glomeruli were binned in area ranges and quantified. The graphs (*n*=3) show an increase in the number of glomeruli with increased area in the pAOB (I) with a minor change in aAOB (H). Violin plot indicating the mean percentage of total glomeruli in size ranges/biological replicate. (J-L) Immunostaining (J,K) and quantification (L) for Fos on P60 control (Smad4^flox/flox^) and P60 AP-2εCre^+/−^/Smad4^flox/flox^, shows reduced activation in anterior (white arrowheads) and posterior (red arrowheads) MTL in AP-2εCre/Smad4cKO (control *n*=6, cKO *n*=5). Violin plot indicating the mean density of Fos cells/biological replicate. Statistical analysis was carried out using a two-tailed unpaired *t*-test.

Neuronal loss in the basal VNO in adult mice and the abnormal number and size of the glomeruli suggest that Smad4 ablation in maturing VSNs compromises the long-term homeostasis of VSNs and their axonal convergence to specific glomeruli (Prince et al., 2013). To test whether basal VSNs and mitral cells in the AOB can form any functional connection, we analyzed the anterior and posterior mitral/tufted cell layer (MTL) of male animals after whole-male urine exposure. *Fos* is an immediate early gene broadly used as a marker for neuronal activation in AOB (Kumar et al., 1999). By performing Fos immunostaining after urine exposure, we found a dramatic reduction in its levels in activated mitral cells of the pAOB of the AP-2εCre^+/−^/Smad4^flox/flox^ mice; however, we also detected a reduction in activated mitral cells in the aAOB (Fig. 5J-L). These data suggest that Smad4 ablation in basal VSNs compromises VSNs homeostasis and pheromone-induced neuronal activation. However, Smad4 ablation does not completely prevent the formation of functional synapses, as some signs of synaptic activity were still found in the AOB. The reduction in Fos expression in activated mitral cells in the aAOB could indicate a postsynaptic defect secondary to Smad4 ablation in the mitral cells of the aAOB. In fact, we have previously reported that some mitral cells of the AOB are positive for AP-2ε lineage (Lin et al., 2018).

### Smad4 ablation in mature VSNs

Smad4 ablation in immature basal VSNs indicates that a lack of intact *Smad4* gene impairs the formation of functional basal VSNs, proper glomeruli formation and cell homeostasis. However, neuronal activity can partially influence VSN connectivity to mitral cells (Hovis et al., 2012), which complicates determining the level at which Smad4 plays a role in these potentially interconnected phenotypes. We therefore sought to determine whether Smad4-dependent signaling is differentially required at distinct developmental timepoints. We exploited the OMPCre mouse line to conditionally ablate Smad4 in both apical and basal VSNs after they reached maturity. In controls, Smad4 immunolabeling at P60 confirmed expression throughout the epithelium, while we found almost complete Smad4 ablation in both apical and basal territories after OMPCre-mediated recombination (Fig. 6A-C). In the epithelium, the only cells positive for Smad4 were immature neurons, which showed immunoreactivity for GAP43 and not for OMP (data not shown).

**Fig. 6.**
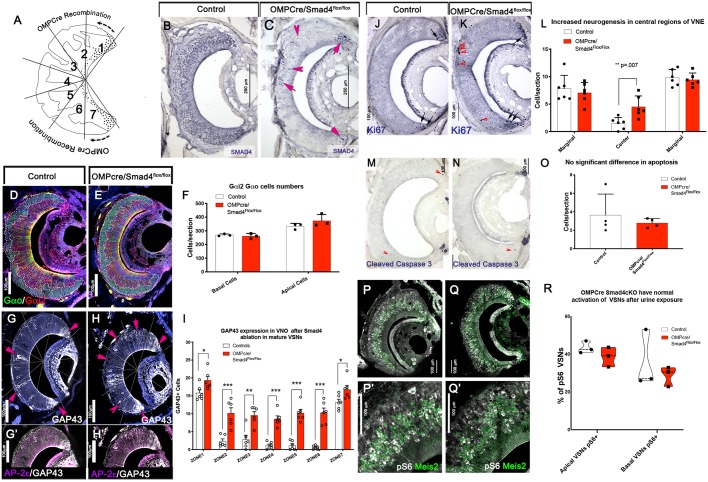
**Increased GAP43 immunoreactivity after Smad4 ablation in mature VSNs.** (A) Cartoon illustrating OMPCre recombination. (B,C) Immunohistochemistry against Smad4 in control (B) and cKO (C). Few Smad4-positive cells remain in the cKO (arrows), as they were OMP negative. (D-F) Immunostaining (D,E) and quantification (F) for the basal marker Gαo (green) and the apical marker Gαi2 (red). Quantification (F) shows no change in the number of Gαo and Gαi2 VSNs in cKO compared with controls (Smad4^flox/flox^) (*n*=3). Data are mean±s.e.m. (G,H) GAP43 immunostaining in control (G) and in cKO (H). Arrows indicate GAP43 immunoreactivity in VSNs from the medial zones (zones 2-6) of the VNE. (G′,H′) Immunostaining for AP-2ε and GAP43 indicate that GAP43-positive VSNs are predominantly AP-2ε positive. (I) Quantification of GAP43-positive VSNs indicates a significant increase in cKOs compared with controls (*n*=6). Data are mean±s.e.m. (J,K) Ki67 immunostaining and quantification in control (J) and cKO (K). Arrows and arrowheads indicate proliferative cells in marginal and medial regions of VNE, respectively. (L) Increased neurogenesis in the medial zones of the VNE (*n*=6). Data are mean±s.e.m. (M-O) Immunostaining (M,N, arrowheads) and quantification (O) of cleaved caspase 3 in control (M) and cKO (N) shows no change in apoptosis (*n*=4). Data are mean±s.e.m. (P-Q′) Immunostaining for pS6 (gray) and apical VSN marker Meis2 (green) in control (P; higher magnification in P′) and cKO (Q; higher magnification in Q′). (R) Quantification of percentage of pS6-positive apical and basal VSNs (*n*=3). Violin plots indicating the mean percentage of pS6^+^ VSNs/biological replicate. Statistical analysis was carried out using a two-tailed unpaired *t*-test.

Morphological observation of the VNE of OMPCre^+/−^/Smad4^flox/flox^ mice at P60 indicated that the localization of apical and basal VSNs within the VNO was not altered after Smad4 ablation. Furthermore, quantification of cells positive for apical and basal markers (Gαi2 and Gαo) did not show differences in VNO cell composition between control (Smad4^flox/flox^) and OMPCre^+/−^/Smad4^flox/flox^ (Fig. 6D-F). However, we detected increased GAP43 immunoreactivity (Fig. 6G-I) in the central and basal regions of the VNE of the OMPCre^+/−^/Smad4^flox/flox^ mice. This result is consistent with what we observed in AP-2εCre^+/−^/Smad4^flox/flox^ mice. OMPCre^+/−^/Smad4^flox/flox^ mice showed an increase in the number of proliferative (Ki67+) progenitors in central regions of the VNE (Fig. 6J-L), with no changes in apoptosis among the genotypes (Fig. 6M-O). These data indicate no dramatic changes in the VNE after Smad4 ablation in mature VSNs.

### Smad4 ablation in mature VSNs does not compromise neuronal activation after odor exposure

We then determined whether Smad4 is required for VSNs activity in response to olfactory stimuli. We examined VSN activation after whole-male urine exposure by exploiting pS6 as a readout for VSN activation (Silvotti et al., 2018). OMPCre^+/−^/Smad4^flox/flox^ mice showed no difference in the percentage of basal or apical VSN activation compared with controls (Fig. 6P-R). This result suggests that Smad4 ablation, after VSNs have reached maturity, does not compromise the ability of VSNs to respond to stimuli. Next, we performed immunostaining against Fos on AOB sections of controls and OMPCre^+/−^/Smad4^flox/flox^ mice previously exposed to whole-male urine. This analysis did not reveal differences in the functional connectivity of VSNs to the brain among genotypes (Fig. 7G-I). Based on these results, we conclude that mature neurons do not require Smad4 activity for odor detection, synaptic formation and cell homeostasis.

**Fig. 7.**
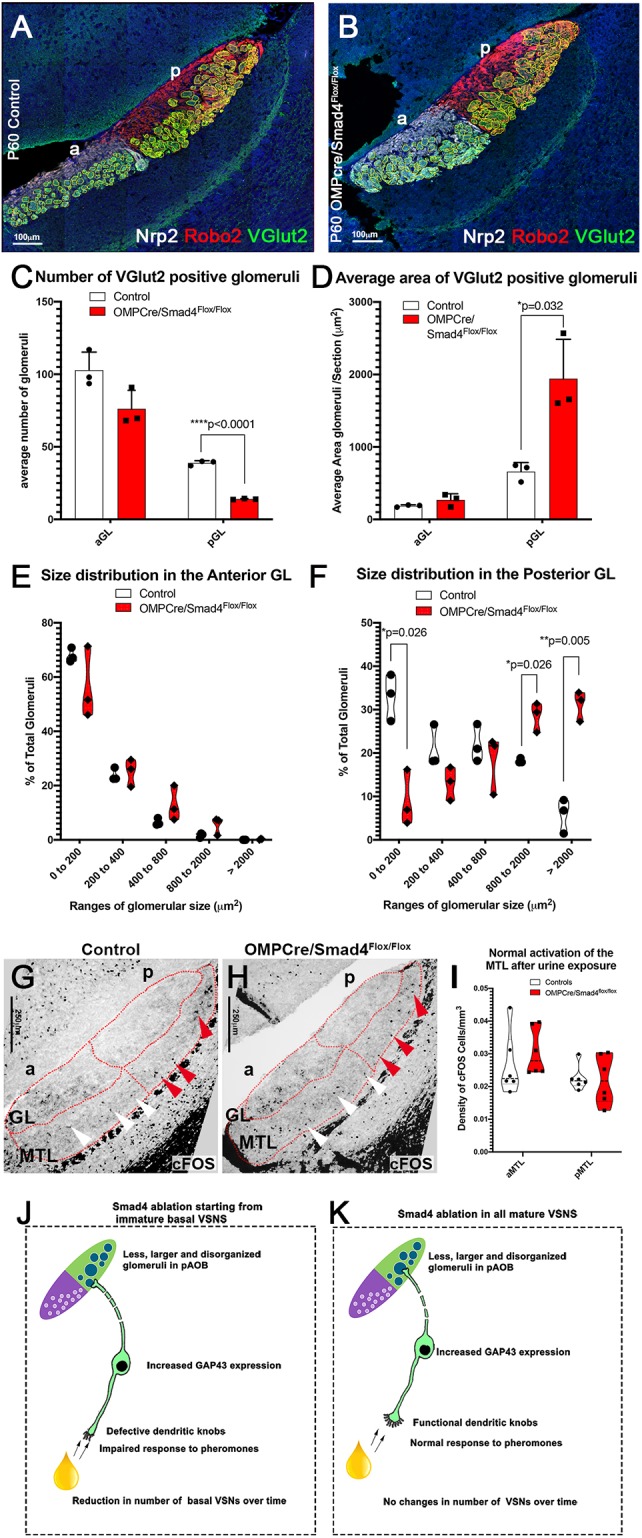
**Basal VSNs form aberrant glomeruli in the pAOB in OMPCre/Smad4^flox/flox^.** (A,B) Immunofluorescence against Nrp2, Robo2 and VGlut2, highlighting fibers projecting to the glomeruli in the aAOB and pAOB. a, anterior; p, posterior. (C) Number of VGlut2^+^ glomeruli in posterior and anterior glomerular regions. Graph shows a decrease in the number of glomeruli in pAOB (*n*=3). Data are mean±s.e.m. (D) The area of VGlut2^+^ glomeruli were quantified. Graph shows an increase in the size of glomeruli in the pAOB (*n*=3). Data are mean±s.e.m. (E,F) Percentage of glomeruli in area ranges was quantified between genotypes for aAOB and pAOB, showing no change in aAOB (E), and a significant reduction in the number of smaller glomeruli and an increase in larger glomeruli in pAOB (F). Violin plot indicating the mean percentage of total glomeruli in size ranges/biological replicate (G-I) Immunostaining (G,H) and quantification (I) of Fos in P60 controls (Smad4^flox/flox^) and P60 OMPCre^+/−^/Smad4^flox/flox^, shows normal activation in MTL in OMPCre/Smad4cKOs (*n*=4). Violin plot indicating the mean of density of Fos cells/biological replicate. (J,K) Cartoon summarizing phenotypes observed in basal VSNs and AOBs of (J) AP-2εCre^+/−^/Smad4^flox/flox^ and (K) OMPCre^+/−^/Smad4^flox/flox^. Statistical analysis was carried out using a two-tailed unpaired *t*-test.

### Ablation of Smad4 in mature VSNs produces a disorganized glomerular layer in only the pAOB

By analyzing VSN projections to the glomeruli in the AOB of OMPCre^+/−^/Smad4^flox/flox^ mice compared with controls, we found a reduced number of glomeruli in the pAOB. Within the pAOB of OMPCre^+/−^/Smad4^flox/flox^ mutants, we found a significant decrease in the percentage of glomeruli with an area less than 200 µm^2^ and an increase in the percentage of glomeruli with an area more than 800 µm^2^ (Fig. 7A-F). However, we did not observe changes in the average glomeruli size in the aAOB in OMPCre^+/−^/Smad4^flox/flox^. These observations indicate that, even as the neurons start to mature (Prince et al., 2009), Smad4 is necessary to form the correct connections of the basal VSNs to the pAOB but not for apical neurons. Moreover, the aberrant glomeruli formation in OMPCre mutants, in which we detected no defects in odor detection and homeostasis, suggest a specific role for Smad4 in defining postsynaptic targeting.

### Loss of Smad4 alters the expression of several surface molecules and presynaptic components

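Smad4 (ENSMUSG00000024515.13, chromosome 18, 73639009 to 73703780), the gene removed by Cre, was counted over its whole length and over all cells of the organ. AP-2εCre-line libraries had 66.2, 66.6 and 33.8 CPM in the 3 cKO libraries, 81.0, 70.6 and 39.6 CPM in the Smad4 flox/flox controls, and 43.9, 79.8 and 41.5 CPM in the heterozygotes. Its log2 fold change was −0.09 (standard error 0.30, adjusted p = 0.955 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; two-sided exact permutation test, p = 0.82), so Smad4 expression did not separate the genotypes of this line. OMPCre-line libraries had 62.0, 62.5 and 54.5 CPM in the 3 cKO libraries, 79.0, 73.5 and 64.9 CPM in the Smad4 flox/flox controls, and 83.9, 76.4 and 77.6 CPM in the heterozygotes. All 3 OMPCre cKO libraries were below all 6 controls (permutation p = 0.012), with a log2 fold change of −0.35 (standard error 0.09, adjusted p = 0.909 from the edgeR test). Tfap2e, the gene that carries AP-2εCre, had 15.3 ± 1.34 CPM (SD, n = 3) in Smad4 flox/flox controls, 7.49 ± 1.83 CPM in heterozygotes and 11.2 ± 1.18 CPM in cKO libraries. Omp, the gene that carries OMPCre, had 399 ± 87.4 CPM in Smad4 flox/flox controls, 236 ± 11.7 CPM in heterozygotes and 260 ± 24.0 CPM in cKO libraries. No 2 libraries were near copies of each other: over the 171 pairs, the lowest chi-square per gene between their counts was 47.1. Deviations from the group means correlated at 0.131 across genes between OMPCre-line libraries with the same replicate number, and at −0.0655 between the others, although the numbers belong to different animals. In this line replicate 3 of each genotype had animal names of another form, or series, than the other replicates. The replicate number thus carried the series of library names. Libraries of the same series correlated at 0.0854 and those of different series at −0.107.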

To further elucidate the underlying molecular mechanisms that induce aberrant glomeruli formation in Smad4cKOs, we performed mRNA-seq transcriptome analysis of whole VNOs from AP-2εCre^+/−^/Smad4^flox/flox^, OMPCre^+/−^/Smad4^flox/flox^, relative Cre heterozygous control and Smad4^flox/flox^ control (GSE134492) mice. 

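Unc13c, Syt13, Dlg2, Adcy3 and Plcb2, genes with synaptic or signaling functions, were among the genes tested in the AP-2εCre line by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Unc13c (ENSMUSG00000062151.13, chromosome 9, 73479422 to 73968966), which encodes a presynaptic protein of the Munc13 family, had 10.9 ± 1.63 CPM (SD, n = 3) in cKO libraries, 2.60 ± 0.162 CPM (n = 3) in Smad4 flox/flox controls and 3.91 ± 0.770 CPM (n = 3) in heterozygotes. Its log2 fold change was 1.74 (standard error 0.22, adjusted p = 0.0353). The call was kept in 2 of the 9 fits that each left out 1 library, with a log2 fold change between 1.66 and 1.86. It was also kept in 10 of 16 alternative settings, with adjusted p from 1.1e-09 to 0.184 over those that tested gene totals. Syt13 (ENSMUSG00000027220.2, chromosome 2, 92915098 to 92956058) had 1.84 ± 0.281 CPM in cKO libraries and 0.398 ± 0.245 CPM in the 6 controls, a log2 fold change of 2.20 (standard error 0.48, adjusted p = 0.257). For Unc13c and Syt13, all 3 cKO libraries were above all 6 controls (two-sided exact permutation test, p = 0.012, the smallest allowed). Dlg2 (ENSMUSG00000052572.17, chromosome 7, 90476672 to 92449247) had 23.3 ± 1.01 CPM in cKO libraries and 19.8 ± 2.41 CPM in controls, a log2 fold change of 0.23 (standard error 0.11, adjusted p = 0.496; permutation p = 0.095). Adcy3 (ENSMUSG00000020654.15, chromosome 12, 4133103 to 4213525) had 76.9 ± 1.55 and 64.8 ± 8.17 CPM, a log2 fold change of 0.25 (standard error 0.11, adjusted p = 0.469; permutation p = 0.06). Plcb2 (ENSMUSG00000040061.17, chromosome 2, 118707517 to 118728438) had 10.6 ± 1.10 and 9.03 ± 1.92 CPM, a log2 fold change of 0.24 (standard error 0.18, adjusted p = 0.732; permutation p = 0.23). The differences in Dlg2, Adcy3 and Plcb2 were within the spread between libraries by the permutation test, and that of Adcy3 changed sign, to −0.03, with counts from length-scaled TPM.
DESeq2 in place of edgeR called Syt13 (adjusted p = 0.00451, within a range of 0.00451 to 0.462 over the alternative settings). With each library left out in turn, the adjusted p of Syt13 from edgeR's test was 0.184 to 0.734. Dlg2 and Plcb2 were called under none of the 16 alternatives, the lowest adjusted p over those that tested gene totals being 0.412 and 0.667.

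**Figure D1:**
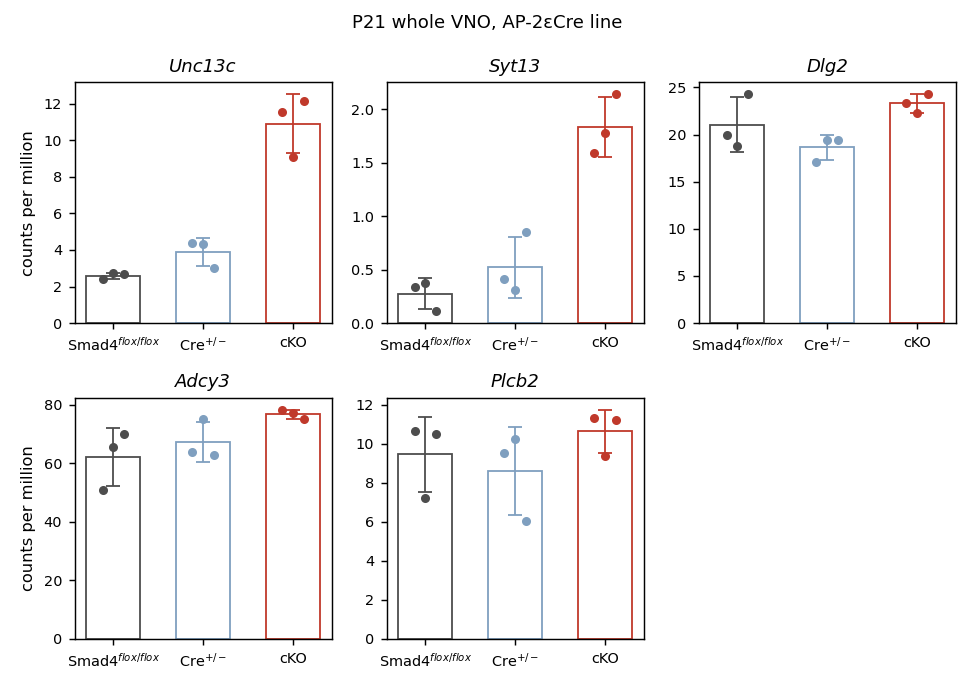
Expression of Unc13c, Syt13, Dlg2, Adcy3 and Plcb2 in the AP-2εCre line, with normalized counts (CPM) on the vertical axis, for Smad4 flox/flox controls, heterozygous controls and cKO. Bars are means, error bars the SD of 3 libraries and points single libraries; Unc13c lies between 9.08 and 12.2 in cKO and between 2.41 and 4.37 in controls.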

Our data indicated that a lack of functional Smad4 in immature (AP-2εCre^+/−^/Smad4^flox/flox^) basal VSNs induced a significant increase in the expression of genes involved in synapse formation and glutamate release, including Unc13c, synatoptagmin XIII, Dlg2, Adcy3, Plcb2 and Nrxn1. We confirmed the changes in Unc13c and Nrxn1 expression by qRT-PCR (Fig. 8E,F). Notably, a previous study found that the levels of none of these genes was altered in AP-2εCre null mice compared with controls (Lin et al., 2018) (deposited in GEO under accession number GSE110083).

**Fig. 8.**
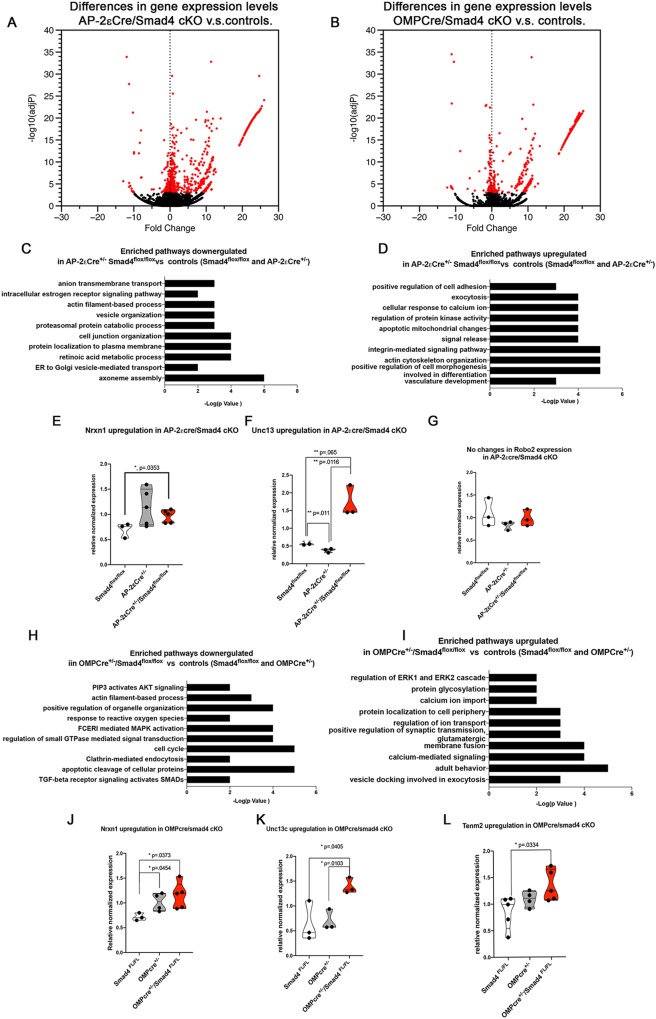
**Transcriptome analysis of Smad4 cKO.** (A,B) Volcano plot highlighting the changes in gene expression in the two cKOs with their respective controls. (C,D) Enriched pathways up- and downregulated in AP-2eSmad4 cKOs. (E-G) qPCR validation indicated upregulation of Nrxn1 and Unc13c, and no changes in Robo2. Violin plot indicating mean of relative normalized expression of transcript/biological replicate. (H,I) Enriched pathway up- and downregulated in OMPCre/Smad4cKO. (J-L) qPCR validation confirmed upregulation of Nrxn1, Unc13c and Tenm2. Violin plot indicating mean of relative normalized expression of transcript/biological replicate. Statistical analysis was carried out using a two-tailed unpaired *t*-test.

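In the comparison of AP-2εCre cKO with its controls, 7 of 18495 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 higher and 4 lower in cKO, and 1892 had an unadjusted p under 0.05 where 925 would be expected by chance. The genes that rose were Unc13c, Sez6l (ENSMUSG00000058153.15, chromosome 5, 112419151 to 112577185) and Vmn1r1 (ENSMUSG00000091013.3, chromosome 1, 182154704 to 182164486). Sez6l had a log2 fold change of 2.01 (standard error 0.25, adjusted p = 0.0353), from 1.26 ± 0.340 CPM (SD, n = 6) in controls to 5.07 ± 0.577 CPM (n = 3) in cKO. Vmn1r1, a vomeronasal receptor gene that may share reads with its paralogs, had a log2 fold change of 1.56 (standard error 0.20, adjusted p = 0.0353). The genes that fell were Gm9765, Gm16589, Itln1 and Pisd-ps2. Gm9765 had 339 to 1365 counts per control library and 0 to 1 per cKO library, and Gm16589 146 to 253 and 0 to 2. Itln1, which lies beside Gm9765 on chromosome 1, had 1740 to 5654 counts per control library and 40 to 476 per cKO library. In the OMPCre line, controls included, Gm9765 had 0 counts per library, Gm16589 0 to 6 and Itln1 22 to 1207. Low counts of these genes thus also occurred where Smad4 was not removed. Pisd-ps2, a pseudogene whose reads may be shared with its parent gene, had a log2 fold change of −0.92 (adjusted p = 0.0489). In the comparison of OMPCre cKO with its controls, 0 of 18623 genes had an adjusted p under 0.05, and 735 had an unadjusted p under 0.05 where 931 would be expected by chance. With the replicate number as a block, for the correlation of 0.131 between same-numbered libraries of the OMPCre line, the count was again 0, with 1018 genes at an unadjusted p under 0.05. Among the alternatives set before the data were examined, the count moved most when each transcript was tested by DESeq2 with no sum per gene: 637 transcripts in the AP-2εCre line, 84 of them higher, and 288 in the OMPCre line, 37 of them higher. With a filter of at least 1 count in total, chosen after seeing the values, the same test called 1047 and 825 transcripts. Groups did not overlap for 943 genes in the AP-2εCre line (5.1%) and for 432 in the OMPCre line (2.32%), and chance gives 2.38%. With the library whose labels conflict added to the heterozygotes, 0 genes were called in the AP-2εCre line, with 1942 at an unadjusted p under 0.05.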

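The gene symbols that could be read from the enriched terms of Table S3 were looked up in the AP-2εCre comparison. Of 42 genes listed as upregulated that were matched and tested, 34 had a higher mean in cKO (median log2 fold change 0.17) and 15 of these had an unadjusted p under 0.05, and Unc13c was the only one with an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 103 genes listed as downregulated, 63 had a lower mean in cKO and 40 a higher one (median log2 fold change −0.05), and 24 of those lower had an unadjusted p under 0.05, with 0 past the adjusted threshold. DESeq2 in place of edgeR called 9 of these 103 genes, all lower in cKO, and 5 of the 42 upregulated genes, 4 of them higher. Most rows of the table list more symbols than the number given for the term that heads them. The row whose term was read as axosome assembly, a name that may be misread, lists 84 against 13. Counts are therefore given per row and not per term. Among the upregulated rows, 9 of 10 genes in that of signal release, 9 of 12 in that of exocytosis and 11 of 12 in that of actin cytoskeleton organization were higher in cKO. In the downregulated row read as axosome assembly, 17 of 33 genes were lower, which says little about the term itself. The lists are the authors' calls on these same libraries, so their shared direction is no independent test of them. Many symbols in the text of the table could not be read: 105 symbols were read for the upregulated and 266 for the downregulated terms, and 42 and 107 matched a gene.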

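For the OMPCre comparison, 17 genes of the upregulated terms in Table S3 could be read, matched and tested. Of these, 16 had a higher mean in cKO (median log2 fold change 0.34), and 13 of them had an unadjusted p under 0.05, with 0 past an adjusted p of 0.05 by edgeR's quasi-likelihood test. All 5 genes in the row of calcium-mediated signaling and both in that of vesicle docking involved in exocytosis, Ncam1 and Unc13c, were higher in cKO. Of 57 genes of the downregulated terms, 37 had a lower mean in cKO and 20 a higher one, 12 of those lower had an unadjusted p under 0.05, and 0 passed the adjusted threshold. DESeq2 in place of edgeR called 2 of these 57 genes, all lower in cKO, and 5 of the 17 upregulated genes, all higher. In the row of cell cycle, which lists 16 symbols against the 11 given for the term, 13 of 14 genes were lower, 9 of them with an unadjusted p under 0.05.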

Transcriptome data from OMPCre^+/−^/Smad4^flox/flox^ mice compared with relative controls (GSE134492) also showed significant upregulation of presynaptic molecules, such as those involved in synaptic signaling (Unc13c) and synaptic assembly (Nrxn1) (Fig. 8J-L). These mutants also showed changes in tenurin-m2 (Tenm2), which participates in defining neuronal diversity and glomeruli formation (Berns et al., 2018; Mosca et al., 2012). 

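Unc13c in the OMPCre line had 12.8 ± 2.38 CPM (SD, n = 3) in cKO libraries, 3.69 ± 0.884 CPM (n = 3) in Smad4 flox/flox controls and 4.25 ± 0.723 CPM (n = 3) in heterozygotes. Its log2 fold change against the 6 controls was 1.69 (standard error 0.19, adjusted p = 0.0503 over 18623 genes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn the log2 fold change stayed between 1.54 and 1.82, and Unc13c had an adjusted p under 0.05 in 1 of these 9 fits. It also had one in 8 of 15 alternative settings, among them DESeq2 and the fit of all 18 libraries together. Over the settings that tested gene totals, the adjusted p ranged from 3.25e-11 to 0.263. With the replicate number as a block the log2 fold change was again 1.69 and the adjusted p 0.0545. With the series of library names as a covariate, which separated the OMPCre-line libraries more than the genotype did, the log2 fold change was 1.69 and the adjusted p 0.0234. All 3 cKO libraries were above all 6 controls (two-sided exact permutation test, p = 0.012, the smallest allowed).

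**Figure D2:**
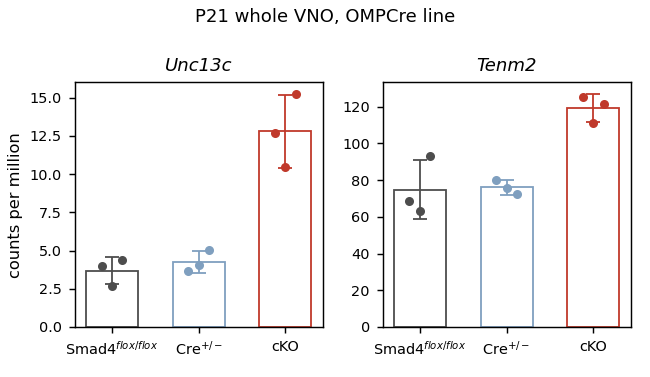
Expression of Unc13c and Tenm2 in the OMPCre line, with normalized counts (CPM) on the vertical axis, for Smad4 flox/flox controls, heterozygous controls and cKO. Bars are means, error bars the SD of 3 libraries and points single libraries; Tenm2 lies between 111 and 125.5 in cKO and between 62.9 and 92.9 in controls.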

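Tenm2 (ENSMUSG00000049336.16, chromosome 11, 36006656 to 37235964) had 119 ± 7.54 CPM (SD, n = 3) in OMPCre cKO libraries, 74.8 ± 15.9 CPM (n = 3) in Smad4 flox/flox controls and 76.0 ± 3.84 CPM (n = 3) in heterozygotes. The log2 fold change against the 6 controls was 0.66 (standard error 0.11, adjusted p = 0.306 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Expression was 111 to 126 CPM in the 3 cKO libraries, above all 6 controls at 62.9 to 92.9 CPM (two-sided exact permutation test, p = 0.012, the smallest allowed). It stayed between 0.62 and 0.72 on the log2 scale with each library left out, and was 0.67 with an adjusted p of 0.208 with the replicate number as a block. DESeq2 in place of edgeR gave an adjusted p of 0.000114, within a range of 0.000114 to 0.999 over the alternative settings.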

OMP levels can also alter normal olfactory glomerular mapping (Albeanu et al., 2018). Our qRT-PCR analysis revealed similar changes in Nrxn1 levels between OMPCre^+/−^ and OMPCre^+/−^/Smad4^flox/flox^. These data suggest that at least part of the aberrant Nrxn1 expression observed in the OMPCre conditional KOs stems from only decreased OMP expression (Albeanu et al., 2018). We also observed that OMPCre^+/−^ mice had intermediate, but not significantly different, Tenm2 expression levels between wild-type and OMPCre^+/−^/Smad4^flox/flox^ mice, suggesting that OMP acts as a modifier to modulate Tenm2 levels. However, there was a significant increase in Tenm2 expression levels in OMPCre^+/−^/Smad4^flox/flox^ compared with Smad4^flox/flox^ controls.

The glomerular phenotype of Smad4 mutants resembles the phenotype described after the loss of specific adhesion molecules of the Kirrel family (Brignall et al., 2018; Prince et al., 2013). Our data did not indicate significant changes in mRNA levels for Kirrel family members (deposited in GEO under accession number GSE134492). 

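Kirrel (ENSMUSG00000041734.15, chromosome 3, 87078593 to 87174747), which encodes Kirrel1, had 107 ± 11.9 CPM (SD, n = 3) in AP-2εCre cKO libraries and 83.0 ± 10.4 CPM (n = 6) in their controls. Its log2 fold change was 0.37 (standard error 0.12, adjusted p = 0.349 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p was 0.145 to 0.555 over the alternative settings and 0.301 to 0.734 with each library left out in turn. All 3 cKO libraries, at 98.2 to 121 CPM, were above all 6 controls (two-sided exact permutation test, p = 0.012, the smallest allowed). The lowest control, at 62.5 CPM, lay apart from the other controls, at 83.5 to 91.6 CPM. Kirrel in the OMPCre line had 91.8 ± 13.3 CPM in cKO libraries and 85.1 ± 14.0 CPM in controls, a log2 fold change of 0.11 (standard error 0.14, adjusted p = 1; permutation p = 0.56). Kirrel2 (ENSMUSG00000036915.17, chromosome 7, 30447534 to 30457690) had 97.4 ± 7.63 and 96.6 ± 36.0 CPM in AP-2εCre cKO and control libraries, and 102 ± 38.1 and 95.1 ± 23.2 CPM in the OMPCre line. Kirrel3 (ENSMUSG00000032036.15, chromosome 9, 34485894 to 35036716) had 63.9 ± 11.5 and 63.0 ± 16.4 CPM in the AP-2εCre line, and 67.5 ± 7.18 and 67.4 ± 10.2 CPM in the OMPCre line. The log2 fold changes of Kirrel2 and Kirrel3 lay between 0.00 and 0.10 in both lines, with adjusted p of 0.986 or more, and their sign changed under several alternatives, such as the Smad4 flox/flox controls alone in the AP-2εCre line (−0.15 for Kirrel2 and −0.24 for Kirrel3). For Kirrel2 the standard errors were 0.30 and 0.25, so that a change of that size on the log2 scale could not be told from none in these libraries.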

Gross observation after immunostaining against kirrel 2 and kirrel 3 on both AP-2ε- and OMP-mediated Smad4 conditional KOs did not highlight obvious abnormalities in differential Kirrel expression (Prince et al., 2013). These data suggest that changes in BMP/TGFβ signaling may alter normal expression of genes involved in axonal organization and the glomeruli formation of basal VSN subtypes.

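Of 18137 genes tested in both lines, 0 had an adjusted p under 0.05 in both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with and without the replicate number as a block. At an unadjusted p under 0.05 in both lines there were 131 genes, where 73.4 would be expected if the lines were unrelated. Of these, 120 changed in the same direction, 85 up and 35 down, and 11 in opposite directions. The log2 fold changes of the 2 lines had a Spearman correlation of 0.16 across genes, which are not independent replicates. The mean of both cKO effects, in 1 fit of all 18 libraries, was a test added after the separate comparisons had been seen. It had an adjusted p under 0.05 for 18 genes, 17 of them higher in cKO, with 1824 at an unadjusted p under 0.05. Unc13c (log2 fold change 1.72, adjusted p = 3.05e-05) and Sez6l (1.86, adjusted p = 4.88e-05) were called in all 18 fits that each left out 1 library. Syt13 (1.85, adjusted p = 0.0288) was called in 6 of these fits. The paper proposes that altered BMP/TGFβ signaling may change the expression of genes of axonal organization and glomeruli formation in basal VSNs.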

## DISCUSSION

BMPs control proliferation, differentiation, patterning and survival of multiple tissues during embryonic development (Beites et al., 2009; Kuschel et al., 2003; Le Dreau et al., 2012; Liem et al., 2000, 1995; Lim et al., 2000; Schmidt et al., 1995; Tadokoro et al., 2016; Timmer et al., 2002). Our study shows that canonical BMP signaling is necessary for maturation of functional basal VSNs and for their circuit formation with the AOB.

By analyzing the VNO transcriptome, we found and verified that the VNE of mice expresses multiple molecules of the TGFβ family (Fig. 1). BMPs bind with various degrees of affinity to collagens that sustain BMP signaling by binding and activating the ligand molecules (Wang et al., 2008). Immunolabeling against activated/phosphorylated Smad1,5,8 as a readout for active BMP signaling revealed that BMP signal transduction is confined to basal VSNs (Fig. 1G-I) with stronger Smad1,5,8 activation in basal VSNs more proximal to the collagen IV-rich basal lamina (Fig. 1J,K). Moreover, we found high levels of BMP signaling in the marginal zones of the VNO, where VSNs form and begin to mature (Fig. S1). Active BMP signaling in maturing and mature basal VSNs prompted us to elucidate its roles during various contexts/maturation stages.

Using AP-2εCre-mediated Smad4 ablation in maturing basal VSNs, we observed no obvious morphological defects 2 weeks after birth (Fig. 3). However, our 2 months after birth analysis revealed a dramatic reduction in the number of basal VSNs. A slow and progressive reduction of VSNs is a common phenotype in animals with impaired chemosensory detection/signal transduction (Chamero et al., 2011; Montani et al., 2013; Stowers et al., 2002). Histological and functional analysis revealed that AP-2εCre^+/−^/Smad4^flox/flox^ displayed abnormal glomeruli formation in the pAOB and compromised ability of basal VSNs to respond pheromonal stimuli (Figs 4 and 5). In order to understand the mechanism underlying the reduced response to stimuli, we analyzed our transcriptome data and identified changes in the calcium-activated chloride channel (CaCC) TMEM16A, which is a known player in controlling the generation of receptor potential in response to odorants (Fig. 4). Histological analysis of vomeronasal sections from AP-2εCre/Smad4cKO VSNs revealed defects in microvilli and dendritic knob formation, which are not compatible with normal odor detection (Fig. 4P-U). These defects were found in both adult and young animals (Fig. S3C and Fig. 4P-U), where no differences in basal VSNs were found. This suggests that the observed progressive cell reduction is likely secondary to functional loss (Chamero et al., 2011). Notably, in OMPCreSmad4^flox/flox^, where Smad4 was ablated in both mature apical and basal VSNs (Fig. 6), we did not find defects in odor detection (Fig. 6R).

Our results indicating differential effects on neuronal functioning after Smad4 ablation at distinct VSN maturation stages suggest that Smad4 drives genetic programs underlying the functionality of basal VSNs within a critical developmental window. The idea that temporally/context-specific roles for Smad4 signaling are involved in triggering specific aspects of basal VSN maturation is further supported by our finding of no changes in odor detection or expression of knob-specific genes after OMPCre-mediated Smad4 ablation in VSNs at advanced maturation (Fig. 7J,K). Although Smad complexes have weak affinity for DNA (Shi et al., 1998), Smads interact with other site-specific transcription factors to stabilize their DNA binding (Massagué, 2012). Smad-mediated intracellular signaling can regulate transcription by remodeling the chromatin landscape via recruitment of co-activators and/or co-repressors (Ross et al., 2006). Moreover, Smad interaction with other transcription factors integrates signals from the TGFβ family ligands with other signaling cues (Budi et al., 2019). These features add spatial and temporal specificity to active Smad4-mediated signaling with respect to surrounding cellular signals and the maturation stage of VSNs. Future studies will elucidate the role that BMP signaling plays in defining the chromatin landscape of maturing VSNs and how much of our observed phenotype is under direct Smad4-mediated regulation of specific gene targets.

We identified two overlapping phenotypes between AP-2εCre and OMPCre-Smad4cKOs: increased GAP43 expression and the formation of larger disorganized glomeruli in the pAOB. These phenotypes in OMPCre-Smad4cKOs suggest that Smad4 intracellular signaling, irrespective of the VSN maturation stage and sensory ability, plays a role in controlling gene expression that regulates axonal identity and connectivity of basal VSNs to the brain. Notably, our conclusion does seem true only for basal neurons. Based on our results, we posit that distinct molecular mechanisms control the development and function of the apical and basal VSNs.

Pheromones present in whole-male urine activate both apical and basal VSNs and therefore anterior and pAOBs. In order to understand whether the VSN are still able to respond to pheromonal stimulus in the mutants, we analyzed the neuronal activation in response to whole-male urine in AP-2εCre^+/−/^Smad4^flox/flox^ mutants and found an unexpected reduction in the number of Fos-expressing mitral cells in the aAOB (Fig. 5L). Although the reduction of Fos activation in the pAOB likely reflects odor detection defects secondary to Smad4 ablation in the basal VSNs (Fig. 4), we posit the reduction in Fos activation in the aAOB reflects a postsynaptic/mitral cell defect. This speculation is consistent with our previous report that mitral cells of the aAOB, but not the pAOB, are positive for the AP-2ε lineage (Lin et al., 2018). The reduced number of Fos-expressing mitral cells in the aAOB of AP-2εCre/Smad4 mutants suggests Smad4 contributes to controlling maturation or functioning of anterior mitral cells.

Even though the aberrant glomerular morphology we observed in Smad4 mutants resembles that described in Kirrel 2,3 knockout mice (Prince et al., 2013; Brignall et al., 2018), our transcriptome analyses of Smad4cKOS and relative Cre controls did not reveal expression changes for Kirrel gene mRNA. Rather, we found upregulation of several presynaptic genes, including *Nrxn1* and *Unc13c* (see Table S3). Nrxn1 is a transmembrane synaptic adhesion molecule that regulates synaptic architecture and function in the brain. The interaction between trans-synaptic molecules, such as Nrxn1 and Ncam1, is crucial for defining pre- and postsynaptic target recognition alignment during synaptogenesis and synaptic transmission (Gerrow and El-Husseini, 2006; Scheiffele, 2003; Yamagata et al., 2003). Future studies can elucidate whether changes in Nrxn1 expression (Ko et al., 2009; Südhof, 2017) can define synaptic identity, and pre- and postsynaptic compatibility in the glomerulus.

The spatial position of stem cells in the olfactory epithelium determines the identity of olfactory neurons (Coleman et al., 2019). Our data suggest that basal VSNs receive different levels of BMP signaling based on their distance from the basal lamina (Fig. 1). Based on our results, we speculate that the relative position of VSNs with respect to morphogenic signals in the VNE play a determining factor in tuning the expression levels of specific genes, such as glycoproteins, adhesion molecules and presynaptic components, that define axonal identity, targeting specificity and synaptic compatibility. Moreover cell bodies of VSNs expressing different V2Rs have been reported to reside in different sublayers of the basal territory of the VNO (Ishii and Mombaerts, 2008). Whether specific relationships exist between VR expression, the type and level of adhesion molecules expressed, cell body position and Smad4 signaling is worth further investigation. 

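With DESeq2 in place of edgeR, 11 genes had an adjusted p under 0.05 in both lines. The 8 that rose included Gcnt2, Slc14a2, Tmem104, Nhlh2, Sez6l, Unc13c and Trp53i11, and the 3 that were lower than in the pooled controls were Vmn2r5, Gm14448 and AC129179.3. For 2 of these the difference came from the heterozygotes. Gm14448 had 0 to 5 counts in Smad4 flox/flox controls and cKO libraries of both lines and at least 328 in each heterozygote, and AC129179.3 had 0 and at least 202, so these 2 differences are no effect of the cKO against Smad4 flox/flox controls. Apart from Unc13c and Sez6l, these genes are named after their values were seen. The difference between the cKO effects of the 2 lines was tested over all 18 libraries by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was 0.05 on the log2 scale for Unc13c (standard error 0.31, adjusted p = 1). Of 19465 genes, 0 passed an adjusted p of 0.05 and 956 had an unadjusted p under 0.05, where 973 would be expected by chance.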

For both Smad4cKO models, we found gene expression changes in various synaptic and surface molecules, including Nrxn1. In addition, OMPCre/Smad4cKOs showed significant upregulation of the glycoprotein Tenm2, a molecule crucial for defining synaptic matching and glomeruli formation in *Drosophila* olfactory neurons (Hong et al., 2012). 

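The log2 fold change of Tenm2 in the AP-2εCre line was 0.32 (adjusted p = 0.488 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The AP-2εCre effect minus the OMPCre effect was −0.35 (standard error 0.19, adjusted p = 1 over all genes from the same test), so an effect confined to the OMPCre line was not detected. One AP-2εCre-line control, at 53.4 CPM, lay apart from the other controls, at 73.6 to 83.0 CPM.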

Additional studies using more-sensitive methods such as single cell RNAseq can delineate how altering morphogenic signal gradients specifically modulates axonal identity and targeting of specific neuronal types.

Retrograde BMP signaling in neurons can control synaptic growth at neuromuscular junctions, and define neuronal identity and somatosensory map formation of the trigeminal nerve in rodents (Ball et al., 2010; Banerjee and Riordan, 2018; Berke et al., 2013; Fuentes-Medel and Budnik, 2010; Hegarty et al., 2013; Hodge et al., 2007; Liao et al., 2018; Piccioli and Littleton, 2014). The experimental approach used here does not permit the dissociation of aberrant local vomeronasal BMP signaling and putative retrograde BMP signaling from the AOB. However, we feel these alternative findings are unlikely, as we found similar patterns in p-Smad1/5/8 in VNE of Arx-1 null mice, which is a mouse line that lacks olfactory bulbs and has little or no connections between the VNO and the brain (Taroc et al., 2017).

Overall, this study reveals that compromising Smad4-mediated signaling in maturing basal VSNs is not compatible with the formation of functional basal VSNs, normal glomeruli formation and survival. Smad4 loss of function in mature VSNs does not affect odor detection in the VNE or VSN survival but still disrupts normal glomeruli formation.

TGFβ and BMP inhibitors might be a novel class of candidate pharmacological targets for treatment of several human pathologies, including fibrosis and cancers (Huynh et al., 2019; Ramzy et al., 2018; Soji et al., 2018). However, our data on VSNs suggest caution until we have a detailed analysis of the broad effects of TGF-β/Smad inhibitors on homeostasis and connectivity of all nervous system neurons at different maturation stages.

## MATERIALS AND METHODS

### Animals

AP-2εCre line [TfAP-2e^tm1(cre)Will^] was donated by Dr Trevor Williams (University of Colorado, USA). The OMPCre line was donated by Dr Paul Feinstein (Hunter College, City University of New York, USA). Smad4^flox/flox^ (*Smad4^tm2.1Cxd^*/J, stock 017462) and R26RYFP [B6.129X1-Gt(*ROSA*)26Sor*^tm1(EYFP)Cos^*/J, stock 00614] were purchased from Jackson Laboratories. Experimental analyses were carried out in offspring homozygous for floxed Smad4 and AP-2εCre^+/−^ (AP-2εCre^+/−^/Smad4^flox/flox^ or AP-2εCre^+/−^/Smad4cKO) or Smad4^flox/flox^ and OMPCre^+/−^ (OMPCre^+/−^/Smad4^flox/flox^ or OMPCre^+/−^/Smad4cKO), referred to as conditional Smad4 mutants. The controls used were Smad4^flox/flox^, unless otherwise indicated. These mice appeared healthy and survived to adulthood. Mice of either sex were used for *in situ* hybridization and immunohistochemistry experiments. All experiments involving mice were approved by the University at Albany Institutional Animal Care and Use Committee (IACUC).

### Tissue preparation

Tissue was collected after transcardial perfusion with PBS then 3.7% formaldehyde in PBS. Mouse brains were then immersion fixed in 1% formaldehyde at 4°C overnight. Noses were immersion fixed in 3.7% formaldehyde in PBS at 4°C overnight and decalcified in 500 mM EDTA for 3-7 days. After fixation and decalcification, samples were cryoprotected in 30% sucrose overnight at 4°C, then embedded in OCT (Tissue-TeK) and stored at −80°C. Samples were cryosectioned using CM3050S Leica cryostat at 16 μm (nose) and 20 μm (brain) collected on Superfrost Plus Micro Slides (VWR). All sections were stored at −80°C until ready for staining or *in situ* hybridization.

### Immunohistochemistry

Primary antibodies and concentrations were *Gt α-AP-2ε (2 µg/ml, sc-131393 X, Santa Cruz), *Rb α-cleaved caspase-3 (1:1000, AB3623, Millipore), *Ms α-Gαi2 (1:200, 05-1403, Millipore), Rb α-Gαo (1:1000, 551, Millipore), Rb α-GAP43 (1:500, 16053, Abcam), *Rb α-Ki67 (1:1000, AB9260, Millipore), *Gt α-Kirrel2 (1:500, AF52930, R&D Systems), *Ms α-Kirrel3 (1:100, 75-333, NeuroMab), Gt α-NPN2 (1:4000, AF567, R&D Systems), Gt α-OMP (1:4000, 5441001, WAKO), *Ms α-Robo2 (1:100, 376177, Santa Cruz), Rb α-V2R2 (1:4000, a gift from Dr Roberto Tirindelli, Universitá di Parma, Italy), *Rb α-pSmad 2 (1:800, AB 3849, Millipore), *Rb α-pSmad1,5,8 (1:50, AB3848-I, Millipore), Rb α-Smad4 (1:200, AB40759, Abcam), Chk α-VGlut2(1:500, 135416, Synaptic Systems), *Rbα-pS6 (ser 240/244) (1:500, D68F8, Cell Signaling Technology), *Rbα-Fos (1:250, Cell Signaling Technology), *Rbα-Villin (1:2000, Abcam, ab130751) and Rbα-Tmem16a (1:50, Abcam, ab53212). Microwave antigen retrieval in citrate buffer pH 6 was performed for the indicated antibodies (*) (Forni et al., 2006). All primary antibodies were incubated at 4°C overnight.

For immunoperoxidase staining procedures, slides were processed using standard protocols (Forni et al., 2013) and staining was visualized (Vectastain ABC Kit) using diaminobenzidine (DAB) in a glucose solution containing glucose oxidase to generate hydrogen peroxide. After immunostaining, sections were counterstained with Methyl Green. For immunofluorescence, species-appropriate secondary antibodies were conjugated with Alexa-488, Alexa-594 or Alexa-568 (Molecular Probes). Immunofluorescent sections were counterstained with 4′,6′-diamidino-2-phenylindole (DAPI, 1:3000; Sigma-Aldrich) and mounted with FluoroGel (Electron Microscopy Services). Confocal microscopy pictures were taken on a Zeiss LSM 710 microscope. Bright-field and epifluorescence pictures were taken on a Leica DM4000 B LED fluorescence microscope attached to Leica DFC310 FX camera. Images were analyzed and quantified using FIJI/ImageJ software.

### *In situ* hybridization

Digoxigenin-labeled cRNA probes against Smad4 Exon 8, BMP4 and BMP6 were prepared by *in vitro* transcription (DIG RNA labeling kit; Roche Diagnostics). Plasmids to generate cRNA probes for Smad4 and for BMP4 and BMP6 were gifts from Prof. Dr Rolf Zeller (University of Basel, Switzerland) and Dr Kapil Bharti (Ocular and Stem Cell Translational Research Unit, National Eye Institute, Bethesda, MD, USA), respectively. *In situ* hybridization was performed as described previously (Forni et al., 2013) and visualized by immunostaining with an alkaline phosphatase-conjugated anti-DIG (1:1000) and NBT/BCIP developer solution (Roche Diagnostics).

### Whole-male urine exposure

Two-month-old male Smad4^flox/flox^ control and conditional KO mice were single caged 2-3 days before the experiment. Male urine was collected and pooled from mice of mixed backgrounds. Male control and experimental mice were exposed to whole-male urine, then perfused and collected 90 min after exposure. The brains were sectioned parasagittally and the noses were sectioned coronally, then immunostained for Fos and pS6, respectively. BS-Lectin I conjugated to Rhodamine (Vector) was used in order to distinguish between anterior and pAOB (Prince et al., 2013).

### Quantification and statistical analyses of microscopy data

Data were collected from mice kept in the same housing conditions. Measurements of areas, thickness and cell counts were performed on digital pictures using FIJI/ImageJ. For some of the antigens that have different expression from the tips of the VNO to the center of the epithelium (where cells are mostly mature neurons), cell counts were made by overlapping a mask to equally divide the VNO into seven 36° angled zones (de la Rosa-Prieto et al., 2010).

For all AOB quantifications, the most medial three parasagittal sections per AOB were used. We used confocal images of triple staining against VGlut2, Npn2 and Robo2 to trace the VGlut2-positive glomeruli in both Npn2-positive aAOB and Robo2-positive pAOB. Using the Fiji imaging tool, we generated maximum intensity projection images from the 3D stack to increase signal-to-noise ratio and manually traced each glomerulus. We analyzed the average number and glomeruli area in anterior and pAOB for each section. This was then used to determine the overall average of all technical replicates from each biological replicate. Number of glomeruli within area ranges were calculated and then compared between genotypes.

In P15 and older animals, the most medial six to eight VNE sections were quantified for each series and averaged. Data from each genotype were grouped and used for statistical analysis. Statistical analysis was performed using GraphPad, Prism 7.0b. A two-tailed unpaired *t*-test was used for statistical analyses and *P*<0.05 was considered statistically significant. Sample sizes and *P*-values are indicated in figure legends or in each graph.

### Analysis of the dendritic knobs using Imaris

Confocal images from OMP, GFP and villin triple immunostaining on genetically lineage traced AP-2εCreRYFP control and AP-2εCre Smad4^Flox/Flox^ RYFP were analyzed using Imaris software (version 9.5, Bitplane). To quantify Tmem16a expression levels in basal knobs, we selected the YFP channel as the input for spots object creation. Objects were generated using background subtraction with thresholding automatically calculated in Imaris. We then isolated only spot objects corresponding to basal knobs and recorded the mean intensity of Tmem16a immunofluorescence of all the voxels contained in each spot. These values were used to calculate the average TMEM16a intensity of basal dendritic knobs, three or four sections/VNO were quantified. To quantify OMP, villin and YFP knobs, we selected the channel corresponding to villin to extract the apical region of the epithelium where the knobs reside. Then, to identify the knobs, we set a colocalization threshold between OMP and villin (the mean intensity of OMP and villin within the region of interest). We then built a new colocalization channel to generate the objects corresponding to the knobs. Spot objects were filtered to discriminate between YFP-positive and YFP-negative knobs using an intensity of at least half the maximum mean intensity of all the knobs. We used the average of the cutoff values of the controls as a parameter to identify comparable knobs in conditional KOs (see Movies 1 and 2). This method of quantification provided the total number of knobs (OMP+; Villin+) and the number of YFP-positive knobs according to our cutoff. Based on these results, we calculated the percentage of ‘normal’ basal knobs in control and cKO.

### RT-PCR

cDNA was synthesized from 1000 ng of RNA extracted from whole VNO of P21 Smad4^flox/flox^ animals (*n*=3) using the Super ScriptIII First Strand kit (Invitrogen, 18080400). RT-PCR for BMP2, BMP3, BMP4, BMP6, BMP7, TGFβ1, TGFβ2 and GDF10 was carried out using cDNA generated from RNA isolated from dissected VNO of Smad4^flox/flox^ mice using the primers indicated in Table S1.

### qPCR

cDNA was synthesized from 500 ng of RNA extracted from whole VNO of control animals (P21) (Smad4^flox/flox^ and AP-2εCre+/− or Smad4^flox/flox^ and OMPCre+/−) and cKOs (P21) (AP-2εCre+/−;Smad4^flox/flox^ or OMPCre+/−;Smad4^flox/flox^) using the Invitrogen Super Script III First Strand kit. The expression of Nrxn1, Unc13c, Tenm2 and Robo2 was validated by qRT PCR using primers listed in Table S2. Three technical replicates of each sample were run and a standard curve was used to get relative quantities, which were then normalized to ubiquitin C.

### Transcriptome analysis

Total RNA was isolated using PureLink RNA mini kit (12183018A) from dissected VNO of control (Smad4^flox/flox^, AP-2εCre^+/−^ and OMPCre^+/−^) and Smad4cKOs (AP-2εCre^+/−^/Smad4^flox/flox^ and OMPCre^+/−^/Smad4^flox/Flox^). RNA with a RIN number higher than 8 on an Agilent Bioanalyzer was used for further experiments. Libraries for mRNA-seq were prepared using NEXTflex Rapid directional mRNA-seq Bundle (5138-10). To prepare libraries, PolyA^+^ RNA was isolated from 1 µg of total RNA using two rounds of selection with poly dT magnetic beads (BioO Scientific) and used as the template for first strand synthesis using random hexamers. Second-strand synthesis was performed using the standard RNAseH-mediated nicking with dUTP for preserving strandedness. Double-stranded cDNA was then used as the template for library construction following the manufacturer's recommendations for 1 µg of starting total RNA (BioO Scientific NextFlex). Resulting libraries were quantified using the NEBNext Library Quant Kit for Illumina (New England Biolabs) and sizes were confirmed using an Agilent Bioanalyzer. Libraries were sequenced on an Illumina NextSeq 500 instrument for 75 cycles in single-read orientation. The resulting raw sequencing files were quantified using salmon (v 0.14.0) in quant mode and the validateMappings flag using the ENSMBL mm10 GRC38 mouse CDS assembly. 

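Each of the 19 deposited files lists 116248 transcripts with a length, an estimated count and a TPM value. Of these transcripts, 115995 are among the GENCODE vM21 transcript sequences of GRCm38, and all 115995 have the length of the full transcript, untranslated regions included. The annotation pairs 116072 transcripts with a gene. The other 176 held at most 0.032% of the counts of a library and were left out of the gene totals.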

Raw read counts per gene were imported into R and differential gene expression was determined using DESeq2 (v 1.22.2) (Love et al., 2014). 

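DESeq2 (version 1.42.0), run on the same gene totals, gave 309 genes with an adjusted p under 0.05 in the AP-2εCre line, 51 higher and 258 lower in cKO. All 7 genes called by edgeR were among them. For the OMPCre line it gave 43 genes, 25 higher and 18 lower. On simulated counts with 200 changed genes, DESeq2 recovered 125 with 28 false calls in the AP-2εCre design and 115 with 29 false calls in the OMPCre design. On the same counts edgeR recovered 112 with 7 false calls and 104 with 6. The simulated spread of a gene followed from its mean alone, with no library series and no difference between the kinds of control. These numbers therefore need not hold for the real libraries.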

Gene Ontology was performed using the MetaScape package (Zhou et al., 2019). The transcriptome data are available in GEO under accession number GSE134492.

## Supplementary Material

Supplementary information

Reviewer comments

## References

[DEV184036C1] AlbeanuD. F., ProvostA. C., AgarwalP., SoucyE. R., ZakJ. D. and MurthyV. N. (2018). Olfactory marker protein (OMP) regulates formation and refinement of the olfactory glomerular map. *Nat. Commun.* 9, 5073 10.1038/s41467-018-07544-930498219PMC6265328

[DEV184036C2] BallR. W., Warren-PaquinM., TsurudomeK., LiaoE. H., ElazzouziF., CavanaghC., AnB.-S., WangT.-T., WhiteJ. H. and HaghighiA. P. (2010). Retrograde BMP signaling controls synaptic growth at the NMJ by regulating trio expression in motor neurons. *Neuron* 66, 536-549. 10.1016/j.neuron.2010.04.01120510858

[DEV184036C3] BanerjeeS. and RiordanM. (2018). Coordinated regulation of axonal microtubule organization and transport by Drosophila Neurexin and BMP pathway. *Sci. Rep.* 8, 17337 10.1038/s41598-018-35618-730478335PMC6255869

[DEV184036C4] BeitesC. L., KawauchiS. and CalofA. L. (2009). Olfactory neuron patterning and specification. *Dev. Neurobiol.* 7, 145-156. 10.1016/B978-008045046-9.01046-924817923PMC4015351

[DEV184036C5] BelluscioL., KoentgesG., AxelR. and DulacC. (1999). A map of pheromone receptor activation in the mammalian brain. *Cell* 97, 209-220. 10.1016/S0092-8674(00)80731-X10219242

[DEV184036C6] BenazetJ.-D., PignattiE., NugentA., UnalE., LaurentF. and ZellerR. (2012). Smad4 is required to induce digit ray primordia and to initiate the aggregation and differentiation of chondrogenic progenitors in mouse limb buds. *Development* 139, 4250-4260. 10.1242/dev.08482223034633

[DEV184036C7] BerkeB., WittnamJ., McNeillE., Van VactorD. L. and KeshishianH. (2013). Retrograde BMP signaling at the synapse: a permissive signal for synapse maturation and activity-dependent plasticity. *J. Neurosci.* 33, 17937-17950. 10.1523/JNEUROSCI.6075-11.201324198381PMC3818560

[DEV184036C8] BernsD. S., DeNardoL. A., PederickD. T. and LuoL. (2018). Teneurin-3 controls topographic circuit assembly in the hippocampus. *Nature* 554, 328-333. 10.1038/nature2546329414938PMC7282895

[DEV184036C9] BrannJ. H. and FiresteinS. (2010). Regeneration of new neurons is preserved in aged vomeronasal epithelia. *J. Neurosci.* 30, 15686-15694. 10.1523/JNEUROSCI.4316-10.201021084624PMC3393108

[DEV184036C10] BrignallA. C. and CloutierJ.-F. (2015). Neural map formation and sensory coding in the vomeronasal system. *Cell. Mol. Life Sci.* 72, 4697-4709. 10.1007/s00018-015-2029-526329476PMC11113928

[DEV184036C11] BrignallA. C., RajaR., PhenA., PrinceJ. E. A., DumontierE. and CloutierJ.-F. (2018). Loss of Kirrel family members alters glomerular structure and synapse numbers in the accessory olfactory bulb. *Brain Struct. Funct.* 223, 307-319. 10.1007/s00429-017-1485-028815295

[DEV184036C12] BudiE. H., HoffmanS., GaoS., ZhangY. E. and DerynckR. (2019). Integration of TGF-beta-induced Smad signaling in the insulin-induced transcriptional response in endothelial cells. *Sci. Rep.* 9, 16992 10.1038/s41598-019-53490-x31740700PMC6861289

[DEV184036C13] BuntS., HooleyC., HuN., ScahillC., WeaversH. and SkaerH. (2010). Hemocyte-secreted type IV collagen enhances BMP signaling to guide renal tubule morphogenesis in Drosophila. *Dev. Cell* 19, 296-306. 10.1016/j.devcel.2010.07.01920708591PMC2941037

[DEV184036C14] ChameroP., KatsoulidouV., HendrixP., BufeB., RobertsR., MatsunamiH., AbramowitzJ., BirnbaumerL., ZufallF. and Leinders-ZufallT. (2011). G protein G(alpha)o is essential for vomeronasal function and aggressive behavior in mice. *Proc. Natl. Acad. Sci. USA* 108, 12898-12903. 10.1073/pnas.110777010821768373PMC3150917

[DEV184036C15] ChameroP., Leinders-ZufallT. and ZufallF. (2012). From genes to social communication: molecular sensing by the vomeronasal organ. *Trends Neurosci.* 35, 597-606. 10.1016/j.tins.2012.04.01122658923

[DEV184036C16] CloutierJ.-F., GigerR. J., KoentgesG., DulacC., KolodkinA. L. and GintyD. D. (2002). Neuropilin-2 mediates axonal fasciculation, zonal segregation, but not axonal convergence, of primary accessory olfactory neurons. *Neuron* 33, 877-892. 10.1016/S0896-6273(02)00635-911906695

[DEV184036C17] ColemanJ. H., LinB., LouieJ. D., PetersonJ., LaneR. P. and SchwobJ. E. (2019). Spatial determination of neuronal diversification in the olfactory epithelium. *J. Neurosci.* 39, 814-832. 10.1523/JNEUROSCI.3594-17.201830530861PMC6382982

[DEV184036C18] de la Rosa-PrietoC., Saiz-SanchezD., Ubeda-BañonI., Argandoña-PalaciosL., Garcia-MuñozgurenS. and Martinez-MarcosA. (2010). Neurogenesis in subclasses of vomeronasal sensory neurons in adult mice. *Dev. Neurobiol.* 70, 961-970. 10.1002/dneu.2083820848614

[DEV184036C19] Del PuntaK., PucheA., AdamsN. C., RodriguezI. and MombaertsP. (2002). A divergent pattern of sensory axonal projections is rendered convergent by second-order neurons in the accessory olfactory bulb. *Neuron* 35, 1057-1066. 10.1016/S0896-6273(02)00904-212354396

[DEV184036C20] DulacC. (2000). Sensory coding of pheromone signals in mammals. *Curr. Opin. Neurobiol.* 10, 511-518. 10.1016/S0959-4388(00)00121-510981622

[DEV184036C21] EnomotoT., OhmotoM., IwataT., UnoA., SaitouM., YamaguchiT., KominamiR., MatsumotoI. and HirotaJ. (2011). Bcl11b/Ctip2 controls the differentiation of vomeronasal sensory neurons in mice. *J. Neurosci.* 31, 10159-10173. 10.1523/JNEUROSCI.1245-11.201121752992PMC3394408

[DEV184036C22] ForniP. E., ScuoppoC., ImayoshiI., TaulliR., DastruW., SalaV., BetzU. A., MuzziP., MartinuzziD., VercelliA. E.et al. (2006). High levels of Cre expression in neuronal progenitors cause defects in brain development leading to microencephaly and hydrocephaly. *J. Neurosci.* 26, 9593-9602. 10.1523/JNEUROSCI.2815-06.200616971543PMC6674592

[DEV184036C23] ForniP. E., BhartiK., FlanneryE. M., ShimogoriT. and WrayS. (2013). The indirect role of fibroblast growth factor-8 in defining neurogenic niches of the olfactory/GnRH systems. *J. Neurosci.* 33, 19620-19634. 10.1523/JNEUROSCI.3238-13.201324336726PMC3858631

[DEV184036C24] FranciaS., PifferiS., MeniniA. and TirindelliR. (2014). Vomeronasal receptors and signal transduction in the vomeronasal organ of mammals. In *Neurobiology of Chemical Communication* (ed. Mucignat-CarettaC.), Chapter 10. Boca Raton, FL https://www.ncbi.nlm.nih.gov/pubmed/2483003824830038

[DEV184036C25] Fuentes-MedelY. and BudnikV. (2010). Ménage à Trio during BMP-mediated retrograde signaling at the NMJ. *Neuron* 66, 473-475. 10.1016/j.neuron.2010.05.01620510851PMC3499985

[DEV184036C26] GaramszegiN., GaramszegiS. P., Samavarchi-TehraniP., WalfordE., SchneiderbauerM. M., WranaJ. L. and ScullyS. P. (2010). Extracellular matrix-induced transforming growth factor-β receptor signaling dynamics. *Oncogene* 29, 2368-2380. 10.1038/onc.2009.51420101206

[DEV184036C82] GerrowK., RomoriniS., NabiS. M., ColicosM. A., SalaC. and El-HusseiniA. (2006). A preformed complex of postsynaptic proteins is involved in excitatory synapse development. *Neuron* 49, 547-562. 10.1016/j.neuron.2006.01.01516476664

[DEV184036C27] GiacobiniP., BenedettoA., TirindelliR. and FasoloA. (2000). Proliferation and migration of receptor neurons in the vomeronasal organ of the adult mouse. *Brain Res. Dev. Brain Res.* 123, 33-40. 10.1016/S0165-3806(00)00080-811020548

[DEV184036C28] HegartyS. V., O'KeeffeG. W. and SullivanA. M. (2013). BMP-Smad 1/5/8 signalling in the development of the nervous system. *Prog. Neurobiol.* 109, 28-41. 10.1016/j.pneurobio.2013.07.00223891815

[DEV184036C29] HillC. S. (2016). Transcriptional control by the SMADs. *Csh Perspect. Biol.* 8, a022079 10.1101/cshperspect.a022079PMC504669827449814

[DEV184036C30] HodgeL. K., KlassenM. P., HanB.-X., YiuG., HurrellJ., HowellA., RousseauG., LemaigreF., Tessier-LavigneM. and WangF. (2007). Retrograde BMP signaling regulates trigeminal sensory neuron identities and the formation of precise face maps. *Neuron* 55, 572-586. 10.1016/j.neuron.2007.07.01017698011

[DEV184036C31] HöferD., ShinD. W. and DrenckhahnD. (2000). Identification of cytoskeletal markers for the different microvilli and cell types of the rat vomeronasal sensory epithelium. *J. Neurocytol.* 29, 147-156. 10.1023/A:102654802085111428046

[DEV184036C32] HongW., MoscaT. J. and LuoL. (2012). Teneurins instruct synaptic partner matching in an olfactory map. *Nature* 484, 201-207. 10.1038/nature1092622425994PMC3345284

[DEV184036C33] HovisK. R., RamnathR., DahlenJ. E., RomanovaA. L., LaRoccaG., BierM. E. and UrbanN. N. (2012). Activity regulates functional connectivity from the vomeronasal organ to the accessory olfactory bulb. *J. Neurosci.* 32, 7907-7916. 10.1523/JNEUROSCI.2399-11.201222674266PMC3483887

[DEV184036C34] HuynhL. K., HipolitoC. J. and Ten DijkeP. (2019). A perspective on the development of TGF-β inhibitors for cancer treatment. *Biomolecules* 9, 743 10.3390/biom9110743PMC692100931744193

[DEV184036C35] IshiiT. and MombaertsP. (2008). Expression of nonclassical class I major histocompatibility genes defines a tripartite organization of the mouse vomeronasal system. *J. Neurosci.* 28, 2332-2341. 10.1523/JNEUROSCI.4807-07.200818322080PMC6671199

[DEV184036C36] IsogaiY., SiS., Pont-LezicaL., TanT., KapoorV., MurthyV. N. and DulacC. (2011). Molecular organization of vomeronasal chemoreception. *Nature* 478, 241-245. 10.1038/nature1043721937988PMC3192931

[DEV184036C37] JiS.-J. and JaffreyS. R. (2012). Intra-axonal translation of SMAD1/5/8 mediates retrograde regulation of trigeminal ganglia subtype specification. *Neuron* 74, 95-107. 10.1016/j.neuron.2012.02.02222500633PMC3328135

[DEV184036C38] KoJ., ZhangC., AracD., BoucardA. A., BrungerA. T. and SüdhofT. C. (2009). Neuroligin-1 performs neurexin-dependent and neurexin-independent functions in synapse validation. *EMBO J.* 28, 3244-3255. 10.1038/emboj.2009.24919730411PMC2771087

[DEV184036C39] KumarA., DudleyC. A. and MossR. L. (1999). Functional dichotomy within the vomeronasal system: distinct zones of neuronal activity in the accessory olfactory bulb correlate with sex-specific behaviors. *J. Neurosci.* 19, RC32 10.1523/JNEUROSCI.19-20-j0003.199910516334PMC6782749

[DEV184036C40] KuschelS., RütherU. and TheilT. (2003). A disrupted balance between Bmp/Wnt and Fgf signaling underlies the ventralization of the Gli3 mutant telencephalon. *Dev. Biol.* 260, 484-495. 10.1016/S0012-1606(03)00252-512921747

[DEV184036C41] Le DreauG., Garcia-CampmanyL., RabadanM. A., FerronhaT., TozerS., BriscoeJ. and MartiE. (2012). Canonical BMP7 activity is required for the generation of discrete neuronal populations in the dorsal spinal cord. *Development* 139, 259-268. 10.1242/dev.07494822159578PMC3243093

[DEV184036C42] LeeK. J., DietrichP. and JessellT. M. (2000). Genetic ablation reveals that the roof plate is essential for dorsal interneuron specification. *Nature* 403, 734-740. 10.1038/3500150710693795

[DEV184036C43] LiaoE. H., GrayL., TsurudomeK., El-MounzerW., ElazzouziF., BaimC., FarzinS., CalderonM. R., KauweG. and HaghighiA. P. (2018). Kinesin Khc-73/KIF13B modulates retrograde BMP signaling by influencing endosomal dynamics at the Drosophila neuromuscular junction. *PLoS Genet.* 14, e1007184 10.1371/journal.pgen.100718429373576PMC5802963

[DEV184036C44] LiemK. F.Jr., TremmlG., RoelinkH. and JessellT. M. (1995). Dorsal differentiation of neural plate cells induced by BMP-mediated signals from epidermal ectoderm. *Cell* 82, 969-979. 10.1016/0092-8674(95)90276-77553857

[DEV184036C45] LiemK. F.Jr., JessellT. M. and BriscoeJ. (2000). Regulation of the neural patterning activity of sonic hedgehog by secreted BMP inhibitors expressed by notochord and somites. *Development* 127, 4855-4866.1104440010.1242/dev.127.22.4855

[DEV184036C46] LimD. A., TramontinA. D., TrevejoJ. M., HerreraD. G., García-VerdugoJ. M. and Alvarez-BuyllaA. (2000). Noggin antagonizes BMP signaling to create a niche for adult neurogenesis. *Neuron* 28, 713-726. 10.1016/S0896-6273(00)00148-311163261

[DEV184036C47] LinJ. M., TarocE. Z. M., FriasJ. A., PrasadA., CatizoneA. N., SammonsM. A. and ForniP. E. (2018). The transcription factor Tfap2e/AP-2ε plays a pivotal role in maintaining the identity of basal vomeronasal sensory neurons. *Dev. Biol.* 441, 67-82. 10.1016/j.ydbio.2018.06.00729928868

[DEV184036C48] LoveM. I., HuberW. and AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550 10.1186/s13059-014-0550-825516281PMC4302049

[DEV184036C49] MassaguéJ. (2012). TGFβ signalling in context. *Nat. Rev. Mol. Cell Biol.* 13, 616-630. 10.1038/nrm343422992590PMC4027049

[DEV184036C50] MombaertsP., WangF., DulacC., ChaoS. K., NemesA., MendelsohnM., EdmondsonJ. and AxelR. (1996). Visualizing an olfactory sensory map. *Cell* 87, 675-686. 10.1016/S0092-8674(00)81387-28929536

[DEV184036C51] MontaniG., TonelliS., SanghezV., FerrariP. F., PalanzaP., ZimmerA. and TirindelliR. (2013). Aggressive behaviour and physiological responses to pheromones are strongly impaired in mice deficient for the olfactory G-protein γ-subunit Gγ8. *J. Physiol.* 591, 3949-3962. 10.1113/jphysiol.2012.24752823836683PMC3764639

[DEV184036C52] MoscaT. J., HongW., DaniV. S., FavaloroV. and LuoL. (2012). Trans-synaptic Teneurin signalling in neuromuscular synapse organization and target choice. *Nature* 484, 237-241. 10.1038/nature1092322426000PMC3326183

[DEV184036C53] MünchJ., BilligG., HübnerC. A., Leinders-ZufallT., ZufallF. and JentschT. J. (2018). Ca(2+)-activated Cl(−) currents in the murine vomeronasal organ enhance neuronal spiking but are dispensable for male-male aggression. *J. Biol. Chem.* 293, 10392-10403. 10.1074/jbc.RA118.00315329769308PMC6028972

[DEV184036C54] ParalkarV. M., VukicevicS. and ReddiA. H. (1991). Transforming growth factor β type 1 binds to collagen IV of basement membrane matrix: implications for development. *Dev. Biol.* 143, 303-308. 10.1016/0012-1606(91)90081-D1991553

[DEV184036C55] ParalkarV. M., WeeksB. S., YuY. M., KleinmanH. K. and ReddiA. H. (1992). Recombinant human bone morphogenetic protein 2B stimulates PC12 cell differentiation: potentiation and binding to type IV collagen. *J. Cell Biol.* 119, 1721-1728. 10.1083/jcb.119.6.17211469059PMC2289768

[DEV184036C56] PiccioliZ. D. and LittletonJ. T. (2014). Retrograde BMP signaling modulates rapid activity-dependent synaptic growth via presynaptic LIM kinase regulation of cofilin. *J. Neurosci.* 34, 4371-4381. 10.1523/JNEUROSCI.4943-13.201424647957PMC3960475

[DEV184036C57] PrinceJ. E. A., ChoJ. H., DumontierE., AndrewsW., CutforthT., Tessier-LavigneM., ParnavelasJ. and CloutierJ.-F. (2009). Robo-2 controls the segregation of a portion of basal vomeronasal sensory neuron axons to the posterior region of the accessory olfactory bulb. *J. Neurosci.* 29, 14211-14222. 10.1523/JNEUROSCI.3948-09.200919906969PMC2821732

[DEV184036C58] PrinceJ. E. A., BrignallA. C., CutforthT., ShenK. and CloutierJ.-F. (2013). Kirrel3 is required for the coalescence of vomeronasal sensory neuron axons into glomeruli and for male-male aggression. *Development* 140, 2398-2408. 10.1242/dev.08726223637329PMC3653560

[DEV184036C59] RamzyM. M., AbdelghanyH. M., ZenhomN. M. and El-TahawyN. F. (2018). Effect of histone deacetylase inhibitor on epithelial-mesenchymal transition of liver fibrosis. *IUBMB Life* 70, 511-518. 10.1002/iub.174229601129

[DEV184036C60] ResslerK. J., SullivanS. L. and BuckL. B. (1994). Information coding in the olfactory system: evidence for a stereotyped and highly organized epitope map in the olfactory bulb. *Cell* 79, 1245-1255. 10.1016/0092-8674(94)90015-97528109

[DEV184036C61] RoosJ., RoosM., SchaefferC. and AronC. (1988). Sexual differences in the development of accessory olfactory bulbs in the rat. *J. Comp. Neurol.* 270, 121-131. 10.1002/cne.9027001103372734

[DEV184036C62] RossS., CheungE., PetrakisT. G., HowellM., KrausW. L. and HillC. S. (2006). Smads orchestrate specific histone modifications and chromatin remodeling to activate transcription. *EMBO J.* 25, 4490-4502. 10.1038/sj.emboj.760133216990801PMC1589990

[DEV184036C83] ScheiffeleP. (2003). Cell-cell signaling during synapse formation in the CNS. *Annu. Rev. Neurosci.* 26, 485-508. 10.1146/annurev.neuro.26.043002.09494012626697

[DEV184036C63] SchmidtJ. E., SuzukiA., UenoN. and KimelmanD. (1995). Localized BMP-4 mediates dorsal/ventral patterning in the early Xenopus embryo. *Dev. Biol.* 169, 37-50. 10.1006/dbio.1995.11247750652

[DEV184036C64] ShiY. and MassaguéJ. (2003). Mechanisms of TGF-β signaling from cell membrane to the nucleus. *Cell* 113, 685-700. 10.1016/S0092-8674(03)00432-X12809600

[DEV184036C65] ShiY., WangY.-F., JayaramanL., YangH., MassaguéJ. and PavletichN. P. (1998). Crystal structure of a Smad MH1 domain bound to DNA: insights on DNA binding in TGF-β signaling. *Cell* 94, 585-594. 10.1016/S0092-8674(00)81600-19741623

[DEV184036C66] SilvottiL., CavaliereR. M., BellettiS. and TirindelliR. (2018). *In-vivo* activation of vomeronasal neurons shows adaptive responses to pheromonal stimuli. *Sci. Rep.* 8, 8490 10.1038/s41598-018-26831-529855521PMC5981476

[DEV184036C67] SojiK., DoiS., NakashimaA., SasakiK., DoiT. and MasakiT. (2018). Deubiquitinase inhibitor PR-619 reduces Smad4 expression and suppresses renal fibrosis in mice with unilateral ureteral obstruction. *PLoS ONE* 13, e0202409 10.1371/journal.pone.020240930114247PMC6095583

[DEV184036C68] StowersL., HolyT. E., MeisterM., DulacC. and KoentgesG. (2002). Loss of sex discrimination and male-male aggression in mice deficient for TRP2. *Science* 295, 1493-1500. 10.1126/science.106925911823606

[DEV184036C69] StrittmatterS. M., ValenzuelaD., KennedyT. E., NeerE. J. and FishmanM. C. (1990). G0 is a major growth cone protein subject to regulation by GAP-43. *Nature* 344, 836-841. 10.1038/344836a02158629

[DEV184036C70] StrittmatterS. M., VartanianT. and FishmanM. C. (1992). GAP-43 as a plasticity protein in neuronal form and repair. *J. Neurobiol.* 23, 507-520. 10.1002/neu.4802305061431834

[DEV184036C71] SüdhofT. C. (2017). Synaptic neurexin complexes: a molecular code for the logic of neural circuits. *Cell* 171, 745-769. 10.1016/j.cell.2017.10.02429100073PMC5694349

[DEV184036C72] TadokoroT., GaoX., HongC. C., HottenD. and HoganB. L. M. (2016). BMP signaling and cellular dynamics during regeneration of airway epithelium from basal progenitors. *Development* 143, 764-773. 10.1242/dev.12665626811382PMC4813333

[DEV184036C73] TarocE. Z. M., PrasadA., LinJ. M. and ForniP. E. (2017). The terminal nerve plays a prominent role in GnRH-1 neuronal migration independent from proper olfactory and vomeronasal connections to the olfactory bulbs. *Biol Open* 6, 1552-1568. 10.1242/bio.02907428970231PMC5665474

[DEV184036C74] TimmerJ. R., WangC. and NiswanderL. (2002). BMP signaling patterns the dorsal and intermediate neural tube via regulation of homeobox and helix-loop-helix transcription factors. *Development* 129, 2459-2472.1197327710.1242/dev.129.10.2459

[DEV184036C75] VassarR., ChaoS. K., SitcheranR., NuñezJ. M., VosshallL. B. and AxelR. (1994). Topographic organization of sensory projections to the olfactory bulb. *Cell* 79, 981-991. 10.1016/0092-8674(94)90029-98001145

[DEV184036C76] WakabayashiY. and IchikawaM. (2007). Distribution of Notch1-expressing cells and proliferating cells in mouse vomeronasal organ. *Neurosci. Lett.* 411, 217-221. 10.1016/j.neulet.2006.09.08817123719

[DEV184036C77] WangF., NemesA., MendelsohnM. and AxelR. (1998). Odorant receptors govern the formation of a precise topographic map. *Cell* 93, 47-60. 10.1016/S0092-8674(00)81145-99546391

[DEV184036C78] WangX., HarrisR. E., BaystonL. J. and AsheH. L. (2008). Type IV collagens regulate BMP signalling in Drosophila. *Nature* 455, 72-77. 10.1038/nature0721418701888

[DEV184036C79] WeilerE., McCullochM. A. and FarbmanA. I. (1999). Proliferation in the vomeronasal organ of the rat during postnatal development. *Eur. J. Neurosci.* 11, 700-711. 10.1046/j.1460-9568.1999.00476.x10051771

[DEV184036C84] YamagataM., SanesJ. R. and WeinerJ. A. (2003). Synaptic adhesion molecules. *Curr. Opin. Cell Biol.* 15, 621-632. 10.1016/s0955-0674(03)00107-814519398

[DEV184036C80] YangX., LiC., HerreraP.-L. and DengC.-X. (2002). Generation of Smad4/Dpc4 conditional knockout mice. *Genesis* 32, 80-81. 10.1002/gene.1002911857783

[DEV184036C81] ZhouY., ZhouB., PacheL., ChangM., KhodabakhshiA. H., TanaseichukO., BennerC. and ChandaS. K. (2019). Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. *Nat. Commun.* 10, 1523 10.1038/s41467-019-09234-630944313PMC6447622

# Supplementary material for: Smad4-dependent morphogenic signals control the maturation and axonal targeting of basal vomeronasal sensory neurons to the accessory olfactory bulb
**Source:** Development. 2020 Apr 27;147(8):dev184036. doi: 10.1242/dev.184036
**Supplement:** Supplementary information

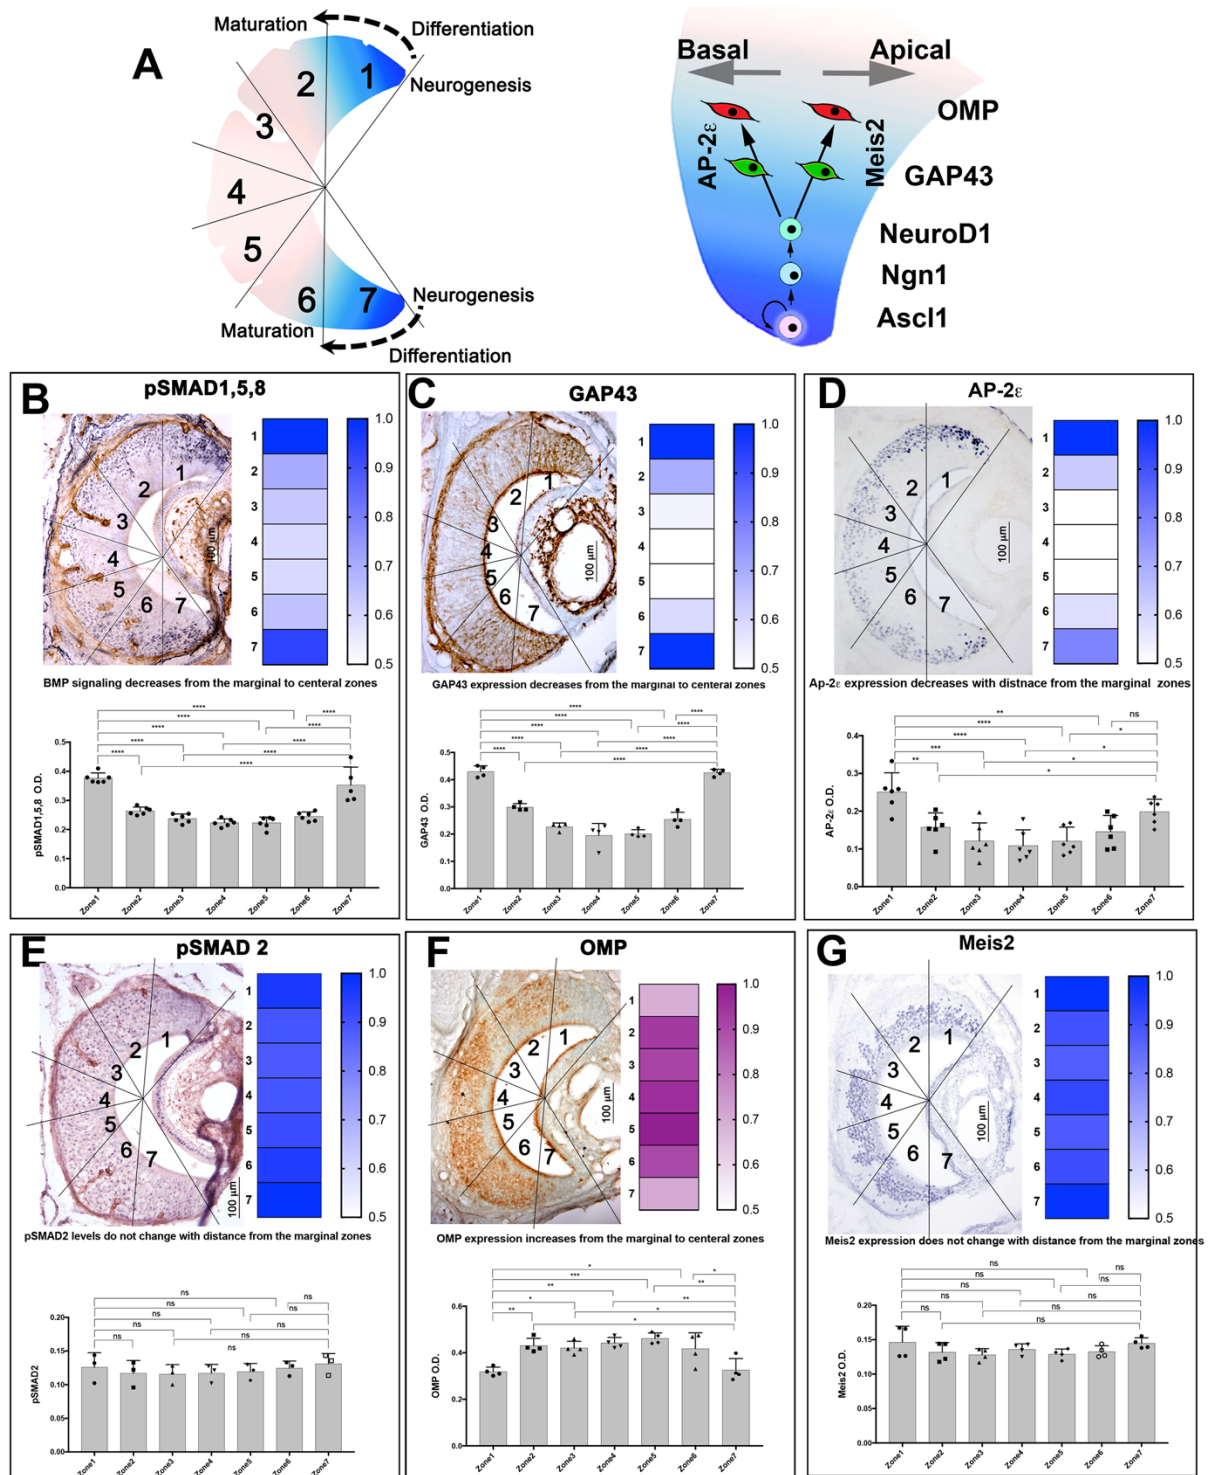

**Fig. S1: Spatial correlation between the ability to transduce BMP and express AP-2 $\epsilon$  and GAP43.**

A) Cartoon illustrating neurogenesis, differentiation and maturation in the VNE. Most neurogenesis occurs at the margins followed by differentiation into apical or basal VSNs

which then undergo maturation. The *Ascl1* neuronal progenitor cell self-renews and divides to form first *Ngn1* and then *NeuroD* positive precursors. These then differentiate into *AP-2 $\epsilon$*  positive basal VSN or *Meis2* positive apical VSN. These immature neurons begin expressing *GAP43*. Upon reaching functional maturity, they express olfactory marker protein (OMP). B) Immunohistochemistry for pSmad 1,5,8 and its densitometric analysis along the marginal, intermediate and central zones of VNE. Graph and heat map showing cells strongly positive for pSmad1,5,8 are confined to marginal zones with immunoreactivity significantly decreasing towards the central zones. C) Immunohistochemistry for the immature marker *GAP43* and its densitometric analysis along the VNE. Graph and heat map show immature neurons are largely present in the marginal zones of VNE. D) Immunohistochemistry for *AP-2 $\epsilon$*  and its densitometric analysis. Graph and heat map show strong *AP-2 $\epsilon$*  expressing cells in the marginal zones on VNE. E,F,G) Immunohistochemistry and densitometric analysis of pSmad2, OMP and *Meis2*. Graph and heat map show equal distribution of cells expressing these markers in all the zones of the VNE. OD measured in each zone following DAB staining after dividing the VNE in 7 zones, unpaired t-Test p (\*<0.05), +/- SEM, (N=3 animals;3-4 sections per animal).

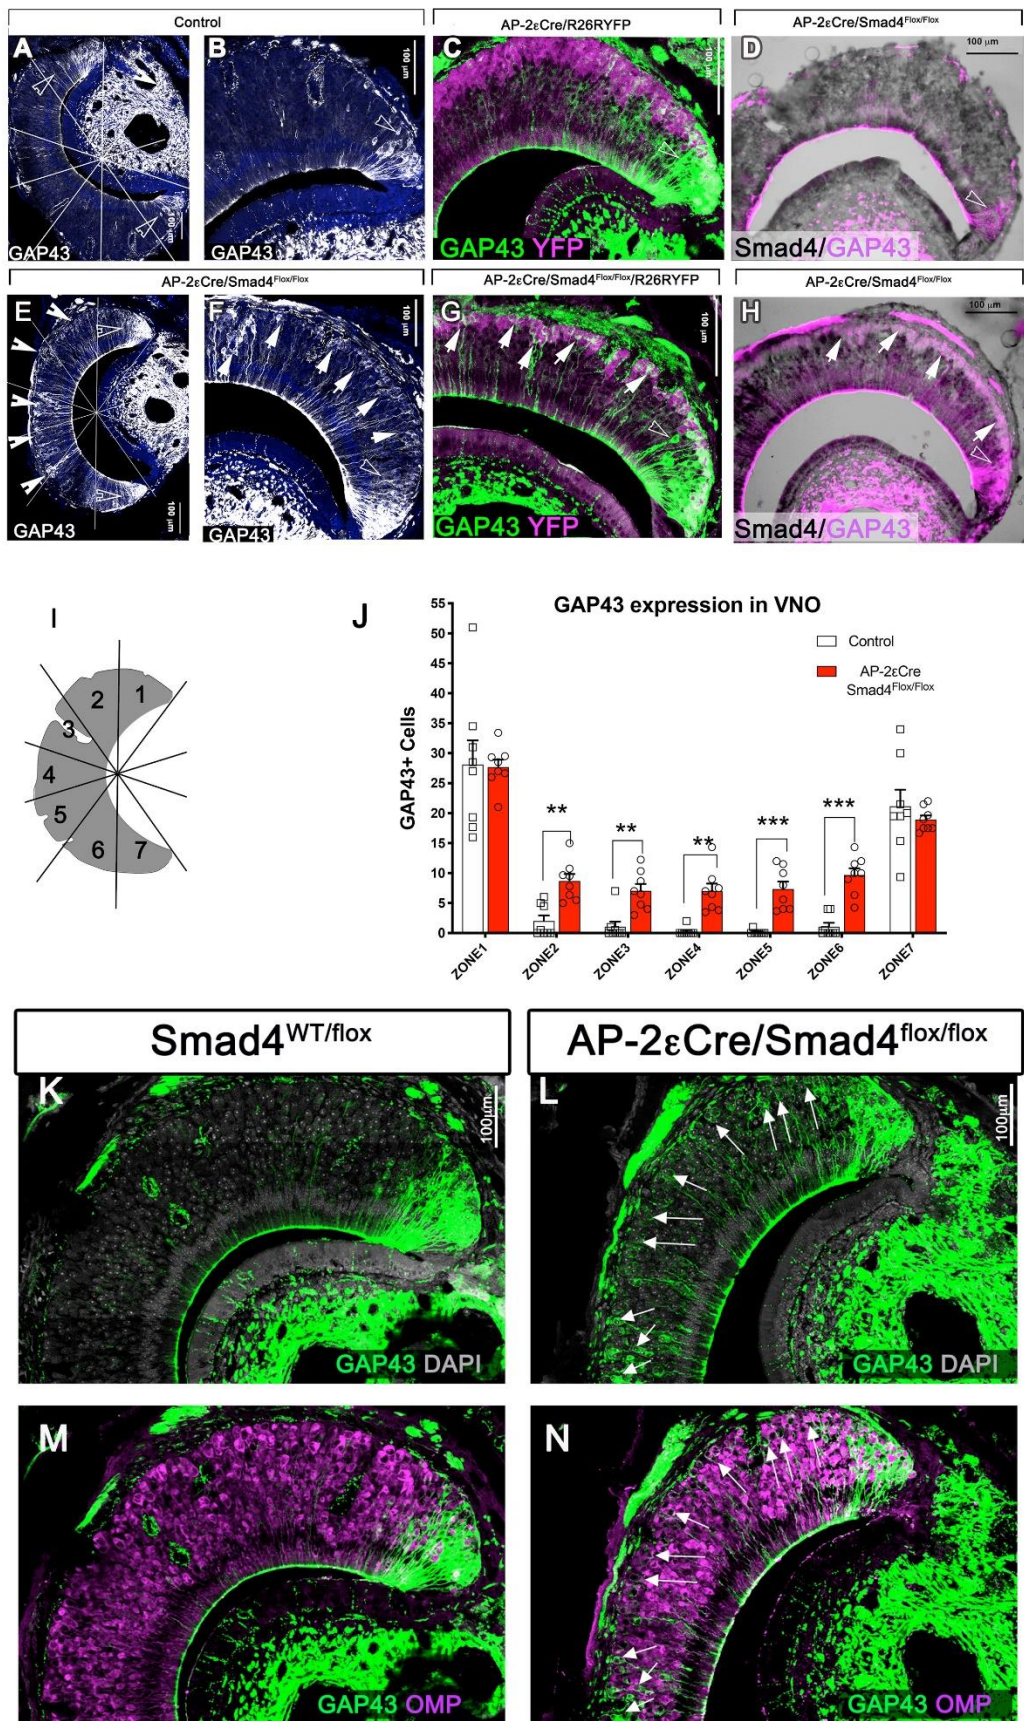

**Fig. S2. Increased GAP43 expression after early Smad4 conditional ablation.** A,E) GAP43 immunostaining in control (A) and cKO (E). White notched arrows point at GAP43 positive cells in the medial regions of VNE in the cKO (E), while in control GAP43 positive cells are mostly restricted to the marginal regions, empty notched arrows(A). B,F) magnification of A and E respectively. C,G) Immunostaining for AP-2 $\epsilon$  driven recombination (YFP, magenta) and GAP43 (green) in control (C) and cKO (G). White arrows point to positive GAP43 positive cells in the medial regions of VNE in cKO. Empty arrows point to non-traced GAP43 positive cells, which are restricted to marginal zones (G). D,H) Immunostaining for GAP43 (magenta) and Smad4 (black) in control (D) and cKO (H). I) Cartoon illustrating how the VNE was divided in 7 zones for quantification purposes. J) Graph shows a significant increase in GAP43 positive cells in the medial regions of VNE in CKO and a comparable number of GAP43 positive cells in marginal regions in control and cKO (n=6). K,L) Immunostaining against GAP43 (green) on P60 control (K) and on P60 cKO (L). White arrows point to GAP43 positive VSNs in medial regions of VNE of the cKO. M,N) Immunostaining against GAP43 (green) and OMP (magenta) on P60 control (M) and cKO (N). White arrows point to the GAP43/OMP double positive VSNs in cKO (N).

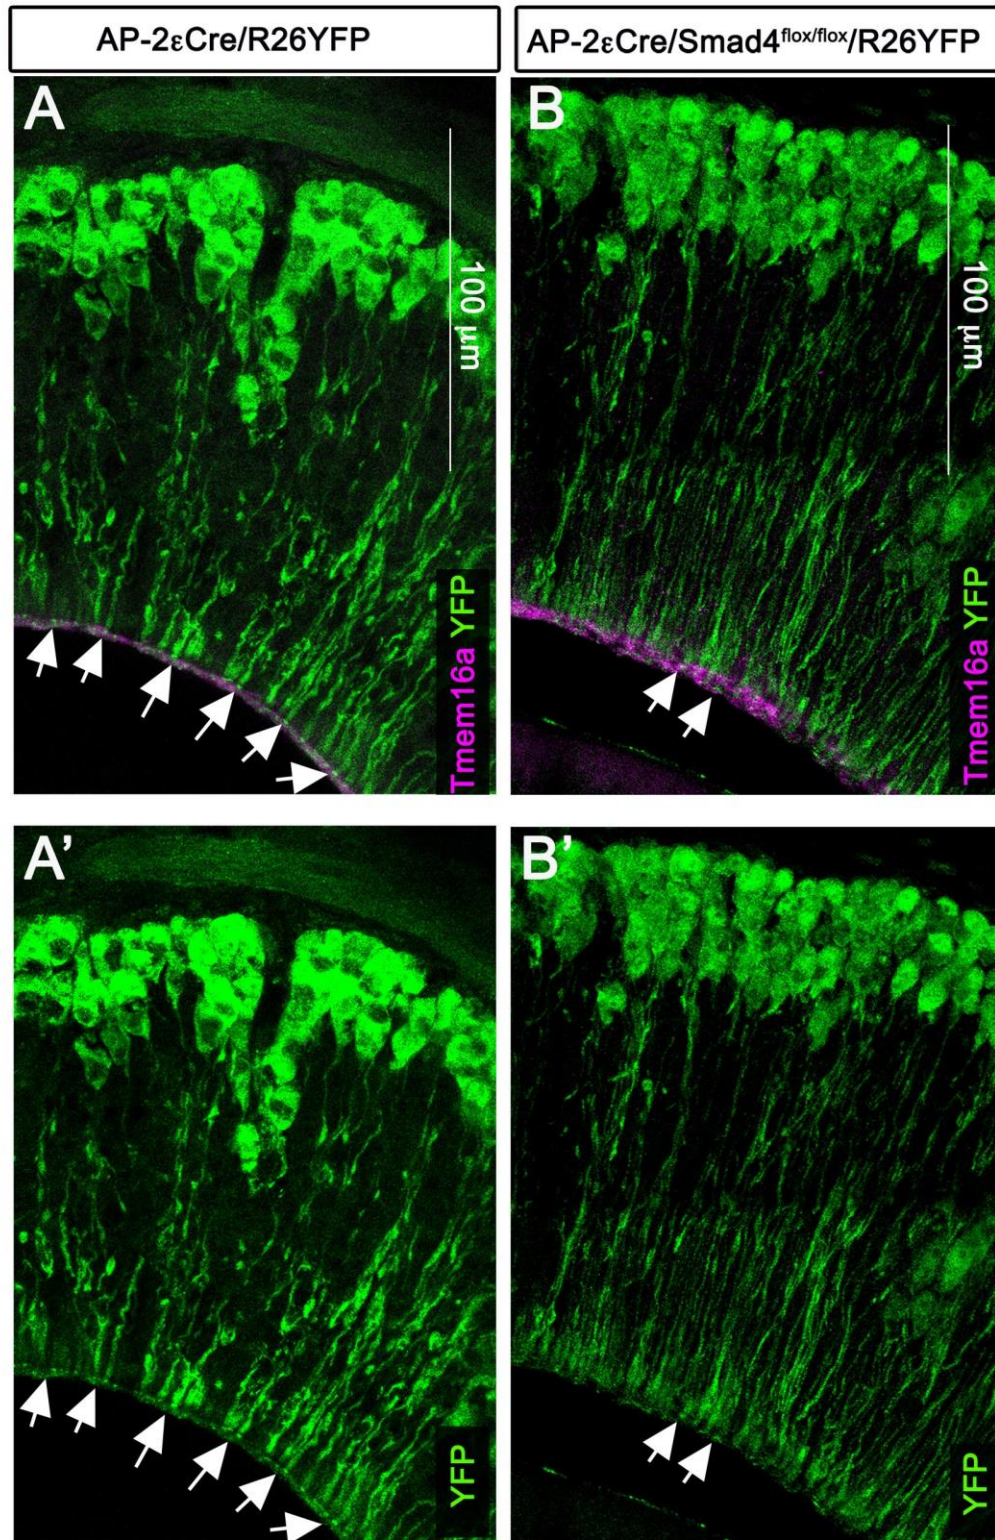

**Fig S3. C)** A,B) Immunostaining against Tmem16a (magenta) and YFP tracing (green) on P18 AP-2εCre/R26YFP control (A) and AP-2εCre/Smad4<sup>flox/flox</sup>/R26YFP cKO (B). A',B') YFP tracing (green) only. White arrows point to many recognizable dendritic knobs (bright spots in the apical region) in control while few identifiable knobs were found in cKO.

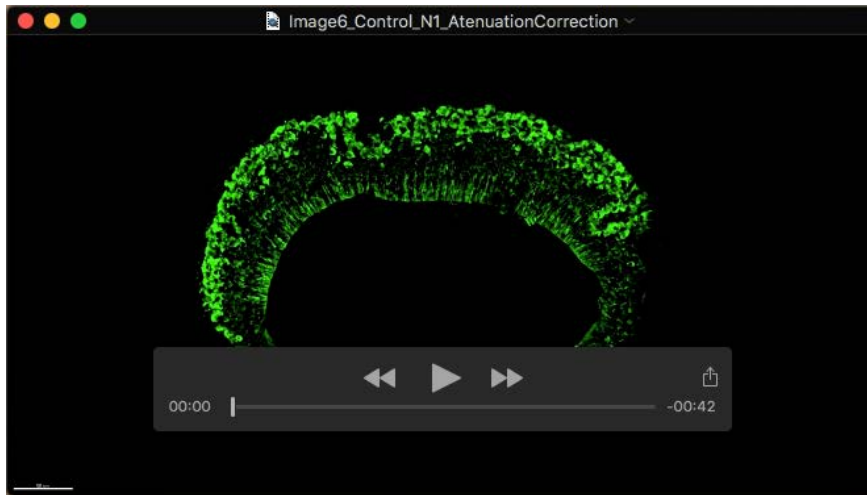

**Movie 1.** illustrating the method used to quantifying dendritic knobs. AP- 2 $\epsilon$ Cre<sup>+/-</sup>/R26R<sup>YFP<sup>+/+</sup></sup> control. Movie shows AP-2 $\epsilon$ Cre traced basal neurons (green), OMP (purple), Villin (red). Red and green objects respectively highlight apical and basal knobs based on YFP fluorescence threshold.

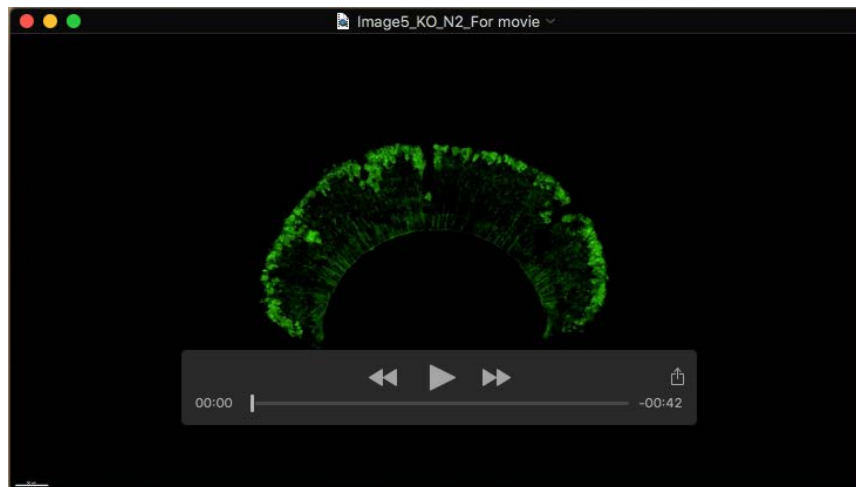

**Movie 2.** illustrating the method used to quantifying dendritic knobs. AP- 2 $\epsilon$ Cre<sup>+/-</sup>/R26R<sup>YFP<sup>+/+</sup></sup>/Smad4<sup>flox/flox</sup>. AP-2 $\epsilon$ Cre traced basal neurons (green), OMP (purple), Villin (red). Red and green objects respectively highlight apical and basal knobs, in this sample no basal dendritic knobs had YFP fluorescence threshold comparable to controls.

| <b>S. Table 1. Primers used for RT-PCR</b> |                   |           |                              |
|--------------------------------------------|-------------------|-----------|------------------------------|
| <b>Oligo sequence 5'-3'</b>                | <b>Oligo name</b> | <b>Tm</b> | <b>Amplification product</b> |
| CAGCCCGATCACCTCTCTTC                       | BMP 2_fwd         | 59.9      | 573 bp                       |
| TCCACGGCTTCTTCGTGATG                       | BMP2_rev          | 60.39     |                              |
| AACCAATGAGACACCATGATTCC                    | BMP4_fwd          | 58.98     | 730 bp                       |
| CCTCAATGGCCAGCCATAA                        | BMP4_rev          | 60.11     |                              |
| TGGTGACTCGGGATGGACTC                       | BMP6_fwd          | 60.97     | 722 bp                       |
| AAAAGCCTCCGTGGGTAAGG                       | BMP6_rev          | 59.96     |                              |
| GGCCTGCAAGAAACATGAGC                       | BMP7_fwd          | 60.11     | 170 bp                       |
| AGTGAACCAAGTGTCTGGACGA                     | BMP7_rev          | 61.03     |                              |
| CGCAACAACGCCATCTATGAG                      | TGFB1_fwd         | 60        | 295 bp                       |
| TTCCGTCTCCTTGGTTCAGC                       | TGFB1_rev         | 59.97     |                              |
| TGCTCTGTGGGTACCTTGATG                      | TGFB2_fwd         | 59.72     | 444 bp                       |
| TAGAGGTGCCATCAATACCTGC                     | TGFB2_rev         | 59.9      |                              |
| AAGCCAGCTCTTGGGTCATC                       | BMP3_fwd          | 60.03     | 782 bp                       |
| TTTCAAAGAACTTAGCATACTCCTC                  | BMP3_rev          | 57.09     |                              |
| AAGACGCTGAACCTGTGCGGA                      | BMP10_fwd         | 59.61     | 152 bp                       |
| AACAGATCTTCGTTCTGAAGC                      | BMP10_Rev         | 57        |                              |
| CCCCATGCCAAGATTGTCC                        | GDF10_fwd         | 61.04     | 386 bp                       |
| TACCACCAGCACGGAAGAAC                       | GDF10_rev         | 59.97     |                              |

| <b>S. Table 2. Primers used for qPCR</b> |                   |
|------------------------------------------|-------------------|
| <b>Oligo sequence 5'-3'</b>              | <b>Oligo name</b> |
| TCACCGACCAGCCTCACAT                      | Nrxn1 Fwd         |
| AGTTCTGAATATGGCAGCAGAGAA                 | Nrxn1 Rev         |
| AGTTTGCTGAGCGAGTAGTCGAT                  | Tenm2 Fwd         |
| CGGGACGGCCTATGCA                         | Tenm2 Rev         |
| GAGACGCATCATCAAAGAAAACC                  | Unc13c Fwd        |
| AAGTGAAGTCTAATGGCAGTGTAATAAT             | Unc13c Rev        |
| CCCTTTCTCCACCATATTGGT                    | Robo2 Fwd         |
| GGAAGCTGATGATCTCTAATACTAGGAAAA           | Robo2 Rev         |
| ACAGACGTACCTTCCTCACCA                    | UBC Fwd           |
| CCCCATCACACCCAAGAACAA                    | UBC Rev           |

S. Table 3

| Downregulated in OMPCre Smad4FloxFlox vs controls (Smad4floxflox and OMPCre +/-)     |                                                                       |             |                  |                          |                  |                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |       |        |
|--------------------------------------------------------------------------------------|-----------------------------------------------------------------------|-------------|------------------|--------------------------|------------------|--------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------|--------|
| Term                                                                                 | Description                                                           | P value     | Log <sub>2</sub> | Log <sub>2</sub> (value) | InTerm_InList    | Genes                    | Symbol                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |       |        |
| R-MMU-217                                                                            | TGF-beta receptor signaling activates SMADs                           | 0.007285685 | -2.1375395       | -0.046                   | 4/21             | 17126,17128              | Smad2,Smad4,Tgfb1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |       |        |
| R-MMU-111                                                                            | Apoptotic cleavage of cellular proteins                               | 4.8008E-06  | -5.1186864       | -1.359                   | 7/36             | 12370,16905              | Casp8,Lmna,Odn,Plec,Satb1,Slnk26,Gsn,Casp8,Mapk8                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |       |        |
| R-MMU-885                                                                            | Cleavage mediated endocytosis                                         | 0.004680007 | -2.3297535       | -0.126                   | 8/135            | 13855,14269              | Epn2,Fhlp1,Ldr,Phylocl,Paccin2,Amb1,D130043K22,Rik,Arfgap1                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |       |        |
| mmu04110                                                                             | Cell cycle                                                            | 2.83801E-05 | -4.5469863       | -0.888                   | 11/124           | 12236,12448              | Bub1b,Ccnb2,Mad111,Smad2,Smad4,Mcm3,Mcm5,Cdk6,Skp2,Cdc20,Esco2,Mapk8,Poli,Chaf1a,Tsipy2,Fancm                                                                                                                                                                                                                                                                                                                                                                                                                                 |       |        |
| GO:0051056                                                                           | regulation of small GTPase mediated signal transduction               | 4.5913E-05  | -4.3880465       | -0.869                   | 16/259           | 11517,11857              | Adcyap11,Arhgdib,Eps8,Cytlh,Vav1,Jcm1,Stambp,Ralgap3,Amb1,Mfn2,Ppar2,P2ryb3,Cdc42bpa,Mapkap1,Arfgap1,Arhgap25,Plat11,Scn5b1,Rab15                                                                                                                                                                                                                                                                                                                                                                                             |       |        |
| R-MMU-287                                                                            | FCER1 mediated MAPK activation                                        | 5.18957E-05 | -4.2848886       | -0.869                   | 5/22             | 17444,22324              | Grp2,Vav1,Map2k7,Mapk10,Mapk8,Pdpk1,Fbw11,Ctla,Casp8,Casp11,Ltr11,Loftb1,DnaK,Lmna,Splan1,Mapk7,Igfb2,Arhgdib,Ntf3,Tapi,Shp2,Gntf2nd1,Itih1,Taf15,Mav                                                                                                                                                                                                                                                                                                                                                                         |       |        |
| GO:0003032                                                                           | response to reactive oxygen species                                   | 0.005748264 | -2.2404633       | -0.090                   | 10/201           | 18391,19229              | Sigmar1,Phk3b,Sirpa,Sphk1,Mapk7,Mapk8,Sltk26,Plekha1,Prkaa1,Pk3                                                                                                                                                                                                                                                                                                                                                                                                                                                               |       |        |
| GO:0010688                                                                           | positive regulation of organelle organization                         | 0.000241309 | -3.6174266       | -0.635                   | 25/395           | 11733,13168              | Ank1,Daxk1,Lmna,Smad4,Ntf3,Phk3b,Sphk1,Tgfb1,Majp87,Mapk8,Serpb,Ctpr,Lnav1,Cnnt2,Ccnd1,Selbst1,Phkx1,Arb1,Mfn2,Arid5a,Henbaw1,Gsn,S330417C22,Rik,Sept7,Nav1b,Rub1b,Mad111,Mcm2,Tcp2a,Cdk6,Naa10,Kmrc                                                                                                                                                                                                                                                                                                                          |       |        |
| GO:0030029                                                                           | actin filament-based process                                          | 0.00098629  | -3.2228422       | -0.439                   | 28/743           | 11519,11857              | Adcyap11,Arhgdib,Eps8,Kcnc8,Kl,Smad4,Myp7a,Ntf3,Plk2b,Sirpa,Splan1,Tgfb1,Fmn13,Paccin2,Satb1,Arb1,Mfn2,Shroom1,Wipf1,Cdc42bpa,Mapkap1,Gsn,Fhdc1,Fap1gpi1,Arhgap25,Scn3b,Gas2l3,Wipf3                                                                                                                                                                                                                                                                                                                                          |       |        |
| R-MMU-125                                                                            | PI3P activates AKT signaling                                          | 0.009531022 | -2.0208605       | -0.024                   | 9/184            | 12371,16596              | Casp8,Casp1,Pdpk1,Pyk5k1,Cnf2,Vav1,Ppp2r5c,Mapkap1,Npcc                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |       |        |
| Upregulated in OMPCre Smad4FloxFlox vs controls (Smad4floxflox and OMPCre +/-)       |                                                                       |             |                  |                          |                  |                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |       |        |
| GroupID                                                                              | Category                                                              | Term        | Description      | P value                  | Log <sub>2</sub> | Log <sub>2</sub> (value) | InTerm_InList                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 | Genes | Symbol |
| GO:0006904                                                                           | vesicle docking involved in exocytosis                                | 0.000669149 | -3.1743018       | -0.118                   | 3/64             | 17967,20910              | Ncam1,Stebp1,Unc13c                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |       |        |
| GO:0030534                                                                           | adult behavior                                                        | 6.32573E-06 | -5.079578        | -1.120                   | 7/187            | 12288,12919              | Cacna1c,Chbp,Slc1a2,Homer2,Rnf182,Zmpste24,Sd13,Ncam1,Adcyap11,Atg18a1,NH2C,Foxo6                                                                                                                                                                                                                                                                                                                                                                                                                                             |       |        |
| GO:0051722                                                                           | calcium-mediated signaling                                            | 0.00016476  | -3.7831474       | -0.336                   | 6/209            | 11938,17967              | Atg3a2,Ncam1,Ternm2,Homer2,Camta1,Zmpste24,Adcyap1                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |       |        |
| GO:0061055                                                                           | membrane fusion                                                       | 0.000177061 | -3.7518777       | -0.336                   | 5/134            | 20362,20910              | Sept8,Stebp1,Gor2,Mymk,Traap2,Atg1a1,Epba1b,Zmpste24,Unc13c                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |       |        |
| GO:0051968                                                                           | positive regulation of synaptic transmission, glutamatergic           | 0.000433612 | -3.362899        | -0.118                   | 3/38             | 11516,20910              | Adcyap1,Stebp1,Unc2c,Unc13c                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |       |        |
| GO:0043289                                                                           | regulation of ion transport                                           | 0.002999797 | -2.6778228       | 0.000                    | 9/731            | 11516,11982              | Adcyap1,Atg1a1,Cacna1c,Chbp,Stebp1,Homer2,Tesc,Sytl3,Zmpste24                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |       |        |
| GO:1990778                                                                           | protein localization at cell periphery                                | 0.002196785 | -2.6582124       | 0.000                    | 6/343            | 13823,20910              | Ep4b13,Stebp1,Tesc1,Idrap1,Traup,Unc2c,Nup54                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |       |        |
| GO:0070509                                                                           | calcium ion import                                                    | 0.00460171  | -2.3370807       | 0.000                    | 3/86             | 11938,12288              | Atg3a2,Cacna1c,Zmpste24,Chbp,Ncam1,Mymk,Tnfrsf21                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |       |        |
| GO:0006486                                                                           | protein glycosylation                                                 | 0.007078303 | -2.1500708       | 0.000                    | 4/195            | 14538,76483              | Gen12,Umf1,Galnt16,Fkn                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |       |        |
| GO:0070372                                                                           | regulation of ERK1 and ERK2 cascade                                   | 0.007310688 | -2.1800417       | 0.000                    | 3/311            | 11516,14538              | Adcyap1,Gor2,Camk1a1,Alkap12,Arb1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |       |        |
| Downregulated in AP-2eCre Smad4FloxFlox vs Controls (Smad4floxflox and AP-2eCre +/-) |                                                                       |             |                  |                          |                  |                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |       |        |
| GroupID                                                                              | Category                                                              | Term        | Description      | P value                  | Log <sub>2</sub> | Log <sub>2</sub> (value) | InTerm_InList                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 | Genes | Symbol |
| GO:0035082                                                                           | axosome assembly                                                      | 1.5095E-06  | -5.8211681       | -1.938                   | 13/68            | 19888,21821              | Rpl1,IF88,Cdc39,Dnaic1,Spaq17,Cdc151,AAK7,DnaH5,Zmynd10,Ckap44,DnaH7a,Ckap4,DnaH7Cmve,DnaH10,Bkaf,Reps11,Ctspka,Ang2,Slt1,Sept9,Fam153a,Cd1s3,Cdc88a,Dync2H1,Nudec3,Uben10,Iqub,Gsn,Cdk14a,Abcc6,Abim3,Tmem67,Ckap1,Pct1,Capn3,Grb7,Mef2c,Ndc80p,Phk3a,Rfx5,Csk1,Cdk5,Mapk8,SprcC,hmp4c,Map1k3a,Stx17,Washc1,Mypn,Stx18,Cnnt2,Tudgcp2,Vmpo1,Mfn2,Shank2,Pacc2,Rab7b,Cdc136,NF1C,Bn2,Cttn,Lpar1,Pmp22,Sytn13,Lgpn,Tp53,Ep8B1,Apb1,Cnp,Dgaph1,Klc2,Ktn1,Met,Camsap3,Cdk12,Irhl3,Ckap2,Skap1,Cdc42bp,Med9,DnaH9,Nav1b,Cac1,Smao2 |       |        |
| GO:0006888                                                                           | ER to Golgi vesicle-mediated transport                                | 0.007544669 | -2.1223598       | -0.184                   | 11/123           | 12068,20384              | Be11,Sec23a,Preb,Tmed12,Stx17,Rab43,Lman1,Stx18,Tmed5,Sec18b,Mia2                                                                                                                                                                                                                                                                                                                                                                                                                                                             |       |        |
| GO:0042573                                                                           | retinoic acid metabolic process                                       | 0.000176642 | -3.7529053       | -0.746                   | 6/23             | 11522,11529              | Ahr1,Ahr7,Ahr1a1,Rb1b,Ahr1c18,Ohv19,Act11,Dab2,Kcnma1,Pecr,Napep6d,Nuc1                                                                                                                                                                                                                                                                                                                                                                                                                                                       |       |        |
| GO:0072659                                                                           | protein localization to plasma membrane                               | 0.000183044 | -3.7374442       | -0.746                   | 24/278           | 11651,12986              | Ahl1,Csk,Dab2,Igfb3,Rab43,Rfx,Sec23a,Stx3b,Paccin1,Pgrmc1,Plq2,Rab13,Washc1,Nlk2,Grip1,Ahrk9,Cla sp2,Skap1,Sytl2,Camk2,Pacc2,Scn3b,Rab26,Prsm1,Apoe,Cacna1c,Capn3,Fah1,Igfb2,Cdc42b,Smad25,Igfb1,Sir3,Tram1,Paw26,Tm9b1,Cis,Fmpg1                                                                                                                                                                                                                                                                                             |       |        |
| GO:0034330                                                                           | cell junction organization                                            | 0.000302464 | -3.915267        | -0.690                   | 22/253           | 12340,12988              | Capea1,Csk,Cttn,Cdtn,Pdcd6ip,Plec,Pmp22,Ptprk,Rdx,Abcc6,Actn4,Plq2,Rab13,Camsap3,Mavnlc3,Whrn,Vmp1,Ckap2,Ckap1,Pdpk,Plekha7,Gnt2                                                                                                                                                                                                                                                                                                                                                                                              |       |        |
| GO:0010498                                                                           | proteasomal protein catabolic process                                 | 0.000364713 | -3.4380484       | -0.690                   | 33/456           | 11651,11816              | Ahl1,Apoe,Amt1,Btrc,Dab2,Pmp22,Sytn1b,Psmc2A,mf1,Mapk8,Pp2r5c,Dagp1b,Pab1,Erfec1,Utl1,Slt1b,Rmnd5a,Dnf1a,Ambk1,Dabg7,Usp19,Nlk2,Rhbd1,Tnni2,Kat5,Cd4a,Iqem2,Msa1,Ube4a,Dgapi1,Tnfrsf1,Tmem67,Nvhl,Ckap2,Pdcd6ip,Igfb13,Cnnt4,Chmp4c,Tnni32,Cacul1,Usp43,Cnnt7b,Zranb1,Dnaq3,Rdx,Banp,Paccin1,Rab26,Pp3b                                                                                                                                                                                                                       |       |        |
| GO:0016050                                                                           | vesicle organization                                                  | 0.000396505 | -3.4017516       | -0.677                   | 22/258           | 12068,14398              | Be11,Atg9,Phk3b,Pp3b,Plq2,Rab13,Sec23a,Smad25,Stx3,Sytl3,Preb,Sirpa,Stx17,Washc1,Nlk2,Vps16,Sec18b,Mta1,Vps8,Rab7b,Stx16,Cdc136,Mypn,Rfx,Akl1,Apoe,Idc11,Cdk5,Cnp,Igfb3,Igfb2,Atg9,Pmp22,Pmp22,Pp ap,Sirpa,Paccin1,Paccin2,Sytl4,Chmp4c,Tat,Apoc1,Tl ccl,Stx18,AlkB4,Grip1,Immt,Paccin3,Cdc88a,Mfn2,Gsn,Amyb1b,Lpar2,Nfnt1,Sytn13,Mg1                                                                                                                                                                                         |       |        |
| GO:0030029                                                                           | actin filament-based process                                          | 0.000523344 | -3.2811227       | -0.677                   | 47/743           | 11519,12288              | Adcyap11,Arhgdib,Eps8,Capn3,Capex1,Cttn,Diaph1,Lpar1,Mef2c,Met,Phk3b,Pdcd6ip,Pmp22,Sirpa,Rfx,Sma,Fmn1b,Dnajb,Paccin1,Paccin2,Uben10,Cnnt2p,Nvax,Rub1b,Ep n,Actn4,Plq2,Rab13,Washc1,Mypn,Tnni32,AlkB4,R hph,Ckap2,Ckap1,Rfx4,Camk2,Cdc88a,Cdc42bp,Gsn,Scn3b,Atg1a1,Mypn,AlkB4,Grip1,Fmpg4,Myp18a,Arhgap1b,Apoe,Cdk8,Kr14,Kp1,IF88,Mapk8,Ca msap1,Tudgcp2,Vipax39,Nvhl                                                                                                                                                          |       |        |
| GO:0005030                                                                           | intracellular estrogen receptor signaling pathway                     | 0.008641718 | -2.0639999       | -0.147                   | 6/47             | 18600,20061              | Phk27,Tp53,Ube3a,Utl1,Ufn1,Cnnt2                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |       |        |
| GO:0098656                                                                           | axon transmembrane transport                                          | 0.000560231 | -3.2516328       | -0.677                   | 17/180           | 11651,11988              | Ahl1,Slc7a2,Ctfr,Fah1,Clahe1b,Slc12a2,Slc1a1,Slc1a5,Slc33a1,Slc7a7,Slc25a22,Anc1,Slc3a8,Slc35c2,Slc36 a4,Slc1b12,Slc17a1,Apoe,Cacna1a,Cdk9,Cdca3a1,Pla p,Tp53,Reps1,Plq217a,Slc13a3,Slc1a3,Cdk6,Gdr p,Slc4a7,Ahcy1,Atg1b1,Tmem30b,Abcc6,Plq2g4f                                                                                                                                                                                                                                                                               |       |        |
| Upregulated in AP-2eCre Smad4FloxFlox vs Controls (Smad4floxflox and AP-2eCre +/-)   |                                                                       |             |                  |                          |                  |                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |       |        |
| GroupID                                                                              | Category                                                              | Term        | Description      | P value                  | Log <sub>2</sub> | Log <sub>2</sub> (value) | InTerm_InList                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 | Genes | Symbol |
| GO:0001944                                                                           | vasculature development                                               | 0.000485684 | -3.3136458       | -0.686                   | 14/751           | 11350,11481              | Ahl1,Acor2b,Aif2,Ccl18a1,Lgpr,Hdc5c,Igf2,Igfb3,Jun,Nrxn1,Soc4,Mcam,Unc5b,Robo2                                                                                                                                                                                                                                                                                                                                                                                                                                                |       |        |
| GO:0010770                                                                           | positive regulation of cell morphogenesis involved in differentiation | 3.97554E-06 | -5.4000643       | -1.532                   | 9/184            | 11350,13829              | Ahl1,Dmtm,Igfb3,Map6,Ntn1,Pak1,Caprin1,Trak1,Robo2,Cttn,Eprn,Ezh2,Rfx11,Map6,Nrxn1,Mapkap4,Ent1,Ahl1,Brd1b,Dapb1,Unc13a,Mapk1a,Ccl18a1,Parva1,Hfp15,Spag9,Slc8b2,Pp3b19b,Gna12,Gas2,Jun                                                                                                                                                                                                                                                                                                                                       |       |        |
| GO:0030036                                                                           | actin cytoskeleton organization                                       | 8.42226E-06 | -5.0745712       | -1.465                   | 16/661           | 11308,11350              | Ahl1,Cnnt2,Cttn,Dmtm,Fhl3,Igfb3,Pak1,Ptprg1,Tl r1,hf2,Cnnt3,Bcr,Panb,Pp3b19b,Slc3b2p23,Mapkap4,Ent1,Gnt2,Igfb11,Map6,Nrxn1,Nrxn1,Ent1,Arna5,Ezh2,Gnt2c,Jun,Dusp10,Cdkn2c,Rptor,Usp47,Map6b,Bmwhb,Bn2d                                                                                                                                                                                                                                                                                                                         |       |        |
| GO:0007229                                                                           | integrin-mediated signaling pathway                                   | 2.85755E-05 | -4.5440056       | -1.193                   | 6/89             | 11350,13829              | Ahl1,Dmtm,Igfb3,Thn1,Fyhd2,Igfa11,Jun,Pak1,Parva,Anxa5,Igf2                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |       |        |
| GO:0023061                                                                           | signal release                                                        | 4.64461E-05 | -4.3393004       | -1.152                   | 13/522           | 11481,11747              | Acor2b,Arna5,Brd21,Dn2,Znfx1,Nrxn1,Pak1,Soc4,Mkpk4,Ptd11,Igpr,Znfx2,Unc13c,Igf2,Stat5b,Srt5a1,Cnnt2,Dmtm,Gna12,Igfb3,Kcnab1,Sfrrp4,Bcr,Abi1                                                                                                                                                                                                                                                                                                                                                                                   |       |        |
| GO:0008637                                                                           | apoptotic mitochondrial changes                                       | 9.88211E-05 | -4.0051503       | -1.067                   | 6/111            | 11909,12048              | Af2,Brd21,Jun,Plau,MtM11,Nvhl1,Cttn,hf2,Ahl1,Acor2b,Ccl18a1,Ezh2,Phn1,Pp3b,Soc4,Stat5b,Hfp3a,na5,Unc5b,Trak1,Gna12,Usp47                                                                                                                                                                                                                                                                                                                                                                                                      |       |        |
| GO:0045859                                                                           | regulation of protein kinase activity                                 | 0.000137017 | -3.8632255       | -0.979                   | 14/663           | 11350,11481              | Ahl1,Acor2b,Cdkn2c,Ezh2,Igfb3,Nrxn1,Dusp1b,Pak1,Mypn,Hdusp10,Spag9,Rptor,Magp3,Cnpy1,Igf2,Sfrrp4,f2,Jun                                                                                                                                                                                                                                                                                                                                                                                                                       |       |        |
| GO:0071277                                                                           | cellular response to calcium ion                                      | 0.000162421 | -3.7893585       | -0.944                   | 5/77             | 13829,16476              | Dmtm,Jun,Nrxn1,Sytl13,Lu,Arna5,Ahl1,Epor,Ezh2                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |       |        |
| GO:0006887                                                                           | exocytosis                                                            | 0.00017787  | -3.661969        | -0.919                   | 10/377           | 12048,13829              | Brd21,Dmtm,Gna12,Mn1,Nvhl1,Pak1,Pp3b12,Sytl3,Bcr,Unc13c,Cdkn2c,Rabep1,Pdcd11,Pp3b19b,Pak2,pd2b,Epor,Xbrsp,Slc29a1                                                                                                                                                                                                                                                                                                                                                                                                             |       |        |
| GO:0045785                                                                           | positive regulation of cell adhesion                                  | 0.000439636 | -3.3569067       | -0.719                   | 10/412           | 11350,13829              | Ahl1,Dmtm,Gnt2,Igf2,Igfb3,Kfap3,Stat5b,Mapkap4,Dusp10,Vav1,Nrxn1,Ntn1,Mcam,Rabob2,Zmpste24,Bcr                                                                                                                                                                                                                                                                                                                                                                                                                                |       |        |

How the deposited data were processed for this re-analysis (not part of the article)

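Whole vomeronasal organs (VNOs) of mice at postnatal day 21 were analysed in 18 mRNA-seq libraries. In each of the AP-2εCre and OMPCre lines, 3 libraries came from Smad4 conditional knockouts (cKO), 3 from heterozygous Cre controls and 3 from Smad4 flox/flox controls. Groups were taken from the sample labels together with the genotypes in the paper's methods. The labels and parts of the paper's Results call the Smad4 flox/flox controls wild type. A further AP-2εCre library has a title and a replicate number of a heterozygote and a genotype label of a cKO. It was left out of all comparisons and was used only in an alternative that adds it to the heterozygotes.

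The authors prepared stranded polyA+ libraries, sequenced them as single reads and quantified them with salmon against mouse transcripts. The deposited values used here are the estimated count of each transcript, which need not be a whole number and is not normalized for library size. The authors' salmon output also holds a TPM value per transcript, scaled to a sum of 1000000 per library, and this deposited TPM was used only in alternatives. The authors then used DESeq2 on counts per gene and Metascape for pathways, and the tables of those steps were not analysed here apart from the gene lists of Table S3.

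Each file lists the same 116248 transcripts. The GENCODE vM21 annotation of GRCm38 (mm10) pairs 116072 of them with a gene. The other 176 held at most 0.032% of a library's counts and were left out. Estimated counts were added over the transcripts of a gene and rounded to whole numbers, which gave 35596 genes, of which 44 symbols belong to more than 1 gene identifier. Total estimated counts ranged from 43385516 to 134042284 per library, with a median of 63096714 over the 18 libraries. The 10 genes with the most counts held 16.8% to 32.3% of a library, and 20175 to 21741 genes had at least 1 count. At the lowest total, a gene at the floor of 3 counts is well under 1 CPM, so genes at a few counts are reported as counts. Intervals between libraries, given as SD, include biological and technical spread.

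Each cKO group was compared with both kinds of control of its line together, as in the paper's Fig. 8. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on the gene counts, with TMM normalization, the filter filterByExpr and Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05. All edgeR and DESeq2 p-values are two-sided. Heterozygotes were compared with Smad4 flox/flox controls within each line, and the difference between the cKO effects of the lines was tested as an interaction over the 18 libraries. A mean cKO effect over both lines was added after the separate comparisons had been seen. Expression of single genes is given as TMM-normalized CPM, scaled to 1000000 counts per library, with a two-sided exact permutation test over the 84 splits of 3 libraries against 6 (smallest p 0.012) or the 20 splits of 3 against 3 (smallest p 0.1). Receptor gene families were tested by camera in limma 3.58.1 with an inter-gene correlation of 0.01, and their total CPM by the permutation test. Scores of marker gene sets are means of log2(CPM + 1) over genes with at least 10 counts in total. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

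The genes named are those the paper names for its transcriptome data, apart from 1 gene that is not reported here. To these were added, in each main comparison, up to 5 genes with the largest rise and 5 with the largest fall, among those called, with a mean of at least 1 CPM, and with all 3 cKO libraries on one side of all 6 controls. Genes named outside this rule are stated to be so. The called genes Gm9765, Gm16589, Itln1 and Pisd-ps2 are named because the number of called genes was small.

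Alternatives were DESeq2 1.42.0 with its own size factors, DESeq2's size factors in edgeR, a filter of at least 1 count in total or of at least 10 counts in every library, each transcript tested by DESeq2 with no sum per gene, counts from length-scaled TPM, either kind of control alone, a 3-group fit, all 18 libraries in 1 fit, the series of library names as a covariate, the replicate number as a block, an adjusted p under 0.001, and each library left out in turn. A robust prior in edgeR, each transcript tested with at least 1 count in total, and expression at 10 times CPM were chosen after seeing the data. Ranges of the adjusted p over the alternative settings leave out the fits that each left out 1 library and the tests of single transcripts. The replicate numbers come from the sample labels and belong to different animals. The library series comes from the form of the animals' names in the deposited data. In each line each series holds libraries of all 3 genotypes. In the OMPCre line replicate 3 of each genotype makes up 1 series, so the replicate number carries the series there.

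The tests were tested on simulated data before use. Counts were drawn from the means and sizes of the real libraries, with 200 genes changed by a log2 fold change of 1. The changed genes were taken from those with higher counts. Each gene had the spread of the trend for its mean, with no library series and no difference between the kinds of control. Recovery and false calls in the real libraries, and recovery of smaller changes, may therefore differ from those simulated. In the AP-2εCre design edgeR recovered 112 of these genes (56%) with 7 false calls among 18065 unchanged genes, and in the OMPCre design 104 (52%) with 6 false calls among 18132. The test of the mean effect recovered 162 with 8 false calls, and the test of the difference between lines recovered 59. A check for near copies compared the counts of all 171 pairs of the 19 libraries. Results for splits of the libraries used at most 100 splits per comparison. The qRT-PCR, immunostaining and behavioral experiments of the paper were not analysed here.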

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

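The tests of Y-linked genes, of skeletal muscle and skin genes, and of Sez6l and Vmn1r1 taken singly in this part were chosen only after the result was seen. The comparisons, the alternatives and the rule for naming genes were chosen before the data were examined, unless stated otherwise. A library was taken as far from the others when its gap to the nearest of the 6 controls of its line exceeded Dixon's critical value for the range. This held in 6 of 61 groups tested, where 3 would be expected by chance.

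Of these groups, 4 are single genes. Kirrel had 62.5 CPM in Smad4 flox/flox replicate 3 of the AP-2εCre line, against 83.5 to 91.6 CPM in the other controls. Without this library the log2 fold change of Kirrel was 0.30 in place of 0.37, with an adjusted p of 0.406 from edgeR's quasi-likelihood test. The adjusted p was 0.301 to 0.734 over the fits that each left out 1 library, and 0.145 to 0.555 over the alternative settings. Tenm2 had 53.4 CPM in heterozygote replicate 1 of the AP-2εCre line, against 73.6 to 83.0 CPM. Pisd-ps2 had 57.7 CPM in Smad4 flox/flox replicate 1 of the OMPCre line, against 34.8 to 39.3 CPM. Gm16589 had 0.112 CPM, or 6 counts, in Smad4 flox/flox replicate 3 of the OMPCre line and 0 in the other controls. No technical or biological explanation was tested for these values.

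The same AP-2εCre-line library, Smad4 flox/flox replicate 3, expressed Y-linked genes, although the sample labels give the sex of all animals as female. The mean of log2(CPM + 1) over Ddx3y, Eif2s3y, Uty and Kdm5d was 5.16, against 0.62 to 0.84 in the other controls of the line. These genes had 43.3, 36.1, 30.9 and 29.9 CPM, a sum of 140 CPM, and the next highest of the 19 libraries had a sum of 5.44 CPM. Ddx3y and Eif2s3y had at most 0.399 and 0.416 CPM in any other library, so a male animal, or tissue of one, is a candidate explanation. That all 4 genes were above 1 CPM adds nothing to this, because Kdm5d had 2.26 to 4.48 CPM in the other libraries. A mislabelled sample was not tested in any other way. Without this library 3 genes were called in the AP-2εCre comparison, 2 of them among the 7 called with it. No biological explanation was tested.

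Skeletal muscle marker genes had a mean of log2(CPM + 1) of 4.29 in Smad4 flox/flox replicate 3 of the OMPCre line, against 0.43 to 1.15 in the other controls of the line. All 8 muscle marker genes were highest in that library among the 19, such as Myh1 at 62.3 CPM (at most 1.10 elsewhere) and Acta1 at 40.1 CPM (at most 1.83). The same library had 156.7 CPM of Krt2 (at most 22.75 elsewhere) and 416 CPM of Flg (at most 13.34), genes of keratinized epithelium. Muscle tissue in the dissection, together with keratinized tissue, is a candidate explanation. Without the library, 0 genes were called in the OMPCre comparison, with 863 at an unadjusted p under 0.05. No biological explanation was tested.

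Proliferation marker genes differed in their cKO effect between the lines. The score of 9 genes rose by 0.41 in AP-2εCre cKO, where 1 of 3 libraries was above all 6 controls (two-sided exact permutation test, p = 0.14). It fell by 0.49 in OMPCre cKO, where 3 of 3 libraries were below all 6 controls (permutation p = 0.012, the smallest allowed, Benjamini-Hochberg adjusted p = 0.066 over 22 tests). The difference between the effects was 0.90 (permutation test over 7056 relabellings of cKO and controls within the lines, p = 0.0018, Benjamini-Hochberg adjusted p = 0.024 over 13 measures). With each library left out it was 0.74 to 0.99. After every library was thinned to the same depth, p was 0.0016. After each library series was centred within its line, p was 0.0011, and after regression on a score of motile cilia genes, which stands for surrounding nasal tissue, it was 0.013. All 9 marker genes had a higher cKO effect in the AP-2εCre line, so the difference did not rest on a few genes. None of these tests removed the difference, and other differences in dissection were not tested. The paper counted more Ki67-positive cells in cKO of both lines, at an earlier age for AP-2εCre and at a later age, in central regions, for OMPCre. The fall of the RNA score in OMPCre cKO has the opposite direction to that count. Cre is active in immature basal VSNs or in mature VSNs, so a direct effect of Smad4 loss on dividing cells does not follow from the design. That the difference depends on the stage at which Cre is active is a hypothesis found and tested on the same libraries.

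Sez6l and Vmn1r1, which the paper does not discuss, were higher in AP-2εCre cKO than in its controls. The log2 fold change of Sez6l was 2.01 and that of Vmn1r1 was 1.56, each with an adjusted p of 0.0353 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and with 3 of 3 cKO libraries above all 6 controls (two-sided exact permutation test, p = 0.012, the smallest allowed). Over the alternative settings the adjusted p ranged from 2.55e-09 to 0.206 for Sez6l and from 3.14e-09 to 0.258 for Vmn1r1. With each library left out in turn it was 0.029 to 0.249 for Sez6l and 0.042 to 0.249 for Vmn1r1. The explanations were tested first on the 7 called genes together. Of the 27 splits of the 9 libraries that take 1 library of each replicate number, 3 gave as many called genes, the real split included, and 1 of the other 2 set the 3 heterozygotes apart, which is a contrast of genotypes. With the motile cilia score as a covariate 2 genes were called, and with a score of nasal gland genes 0 genes (959 and 1723 genes at an unadjusted p under 0.05, against 1892 without a covariate), so that neither Sez6l nor Vmn1r1 was called in either fit. Without the library that expressed Y-linked genes 3 genes were called, all lower in cKO. After thinning to the lowest library total, the same 7 genes were called. The genes that rose were longer than those that fell, with a ratio of median lengths of 5.88, which compares 3 genes with 4 and has no bearing on the number called. Within 10 Mb of Smad4 lay 97 tested genes and within 10 Mb of Tfap2e 308, of which 0 were called (two-sided Fisher's exact test, p = 1 for each). The number of called genes can therefore not be told apart from other splits of the libraries, while depth and alleles carried along with Smad4 or AP-2εCre did not account for it. Alleles carried along with other loci were not tested. Among these is the locus of Gm9765 and Itln1, which lies on chromosome 1, as Vmn1r1 does. The fits with fewer calls decide little on tissue or on the animal with Y-linked expression, because Unc13c, Sez6l and Vmn1r1 lost their calls in 7 of the 9 fits that each left out 1 library and because effects moved less than calls. The log2 fold change of Unc13c, the third gene that rose, was 1.74 in the main fit, 1.76 with the motile cilia covariate, 1.75 with the nasal gland covariate and 1.69 without that library. Sez6l had a log2 fold change of 1.63 with the motile cilia covariate, 1.37 with the nasal gland covariate, 1.97 after thinning and 1.96 without that library, and Vmn1r1 one of 1.33, 0.756, 1.49 and 1.59. The adjusted p from edgeR's test was 0.88 for both with the motile cilia covariate, 0.6 and 0.673 with the nasal gland covariate and 0.0947 for both without that library. The nasal gland score was itself lower in all 3 cKO libraries than in all 6 controls, and with it as a covariate the standard errors rose from 0.25 to 0.73 for Sez6l and from 0.20 to 0.50 for Vmn1r1, so that this fit could not separate gland tissue from genotype for either gene. Sez6l also rose by 1.72 in OMPCre cKO (adjusted p = 0.119 from edgeR's test), with 3 of 3 libraries above all 6 controls (permutation p = 0.012), where the motile cilia score differed by −0.057 (permutation p = 0.89). Reads shared between Vmn1r1 and its paralogs were not tested.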

How the results depend on the processing

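The robust prior, the transcript test with at least 1 count in total, a scale of 10 times CPM and the mean effect over both lines were chosen only after the result was seen.

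For the AP-2εCre line, where 7 genes were called, DESeq2 in place of edgeR called 309 genes (51 higher, 258 lower) and DESeq2 on single transcripts 637 transcripts (84 higher, 553 lower), or 1047 (108 higher, 939 lower) with at least 1 count in total. The Smad4 flox/flox controls alone gave 24 genes (3 higher, 21 lower) and a 3-group fit 11 (7 higher, 4 lower). Counts from length-scaled TPM, the library series as a covariate and an adjusted p under 0.001 gave 2 each. Adding the library whose labels conflict to the heterozygotes gave 0, with 1942 genes at an unadjusted p under 0.05. The 9 fits that each left out 1 library gave 2 to 8, with 2 to 7 of the main 7 among them. The heterozygotes alone also gave 7, but only 2 of them, Gm9765 and Gm16589, were among the 7 of the main fit. DESeq2's size factors gave the same 7 genes, at least 1 count in total 8 (all 7 among them), at least 10 counts in every library 5 (all among the 7), all 18 libraries in 1 fit 10 (6 of the 7) and the robust prior 6 (all among the 7). For the OMPCre line, where 0 genes were called (735 at an unadjusted p under 0.05), DESeq2 called 43 (25 higher, 18 lower), and on single transcripts 288 (37 higher), or 825 (57 higher) with at least 1 count in total. The heterozygotes alone gave 11, all 18 libraries in 1 fit 8, a 3-group fit 6, a minimum of 10 counts in every library 2, the robust prior 2 and the library series 1. Leaving out each library gave 0 to 2, and the other alternatives gave 0. The cause of these differences was not tested.

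The replicate numbers belong to different animals. Same-numbered libraries of the AP-2εCre line had a mean correlation of −0.0565 (0.0284 for the others), and with the replicate number as a block 2 genes were called in that line, with 1696 at an unadjusted p under 0.05. Unc13c then had a log2 fold change of 1.75 and an adjusted p of 0.184 from edgeR's test. This was the highest over its alternatives for gene totals, apart from the fits that each left out 1 library, where the adjusted p reached 0.249. The block gave 0 genes in the OMPCre line, with 1018 at an unadjusted p under 0.05. For genes called in both lines the block gave 0, for the difference between the lines 0 (1012 at an unadjusted p under 0.05) and for the mean effect 21. For the heterozygotes against Smad4 flox/flox controls it gave 5 in the AP-2εCre and 2 in the OMPCre line. With the block, the p of camera was 1.63e-06 for V1r and 2.22e-08 for V2r genes in the AP-2εCre line (3.79e-07 and 5.82e-09 without it), and 4.14e-11 and 0.00505 in the OMPCre line (4.63e-12 and 0.00404 without it).

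Genes called in both lines numbered 0 with edgeR and 11 with DESeq2, and 0 to 1 over the 18 fits that each left out a library. The difference between the lines had 0 called genes with edgeR (956 at an unadjusted p under 0.05), 17 with DESeq2 and 0 to 1 with a library left out. The mean effect had 18 called genes with edgeR, 196 with DESeq2, 31 with the library series and 8 to 33 with a library left out. Heterozygotes against Smad4 flox/flox controls gave 4 genes in the AP-2εCre line, 168 with DESeq2, 8 with at least 1 count in total, 2 with the library series and 3 to 28 with a library left out. For the OMPCre line they gave 8 genes, 159 with DESeq2 and 0 to 15 with a library left out. The cause was not tested.

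With fry in place of camera, the p of the V1r family was 0.133 in the AP-2εCre and 0.0653 in the OMPCre line, and that of the V2r family 0.282 and 0.499. The OMPCre V2r result was 2.87e-06 to 0.527 with a library left out, and without cKO replicate 3, where it was 0.527, its direction reversed. The cause was not tested.

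Some log2 fold changes near 0 changed sign. For the AP-2εCre line, Adcy3 was −0.034 and Kirrel3 −0.038 with length-scaled TPM, and Kirrel2 was −0.15 and Kirrel3 −0.24 against the Smad4 flox/flox controls alone. Kirrel2 was −0.028 by single transcripts under both filters and −0.0068 with the library whose labels conflict. Smad4 was 0.020 against the heterozygotes alone. With a library left out, Kirrel2 ranged from −0.14 to 0.14, Kirrel3 from −0.14 to 0.11 and Smad4 from −0.25 to 0.17. In the OMPCre line against the heterozygotes alone, Vil1 was −0.012, Kirrel −0.032 and Kirrel2 −0.094. Vil1 was −0.018 by single transcripts and −0.019 with at least 1 count in total. Kirrel3 was −0.043 with length-scaled TPM, −0.026 against the Smad4 flox/flox controls alone and −0.0016 with the library series. With a library left out, Vil1 ranged from −0.093 to 0.089, Kirrel from −0.0089 to 0.21, Kirrel2 from −0.25 to 0.29 and Kirrel3 from −0.091 to 0.066. The cause was not tested.

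Of 404 values of single genes under other settings, 329 kept their direction and side of the threshold, 42 fell short of it, 17 passed it and 16 reversed. Of 234 with a library left out, these numbers were 177, 37, 1 and 19. Expression of the BMP/TGFβ family moved by less than 1 SD in 73 of 99 values, and 8 of 9 members had at least 1 CPM, or 1 unit of the scale used, in every library under each alternative. Depth limits what can be said of genes such as Syt13, at 0.398 CPM in AP-2εCre-line controls.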

Differences from the paper's values

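The scale of 10 times CPM, the transcript test with at least 1 count in total and the robust prior in this part were chosen only after the result was seen.

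The expression values of the BMP/TGFβ family in the paper's Fig. 1A, read by eye, were higher than those found here in the Smad4 flox/flox controls. Bmp2 was about 100 in Fig. 1A against 9.99 CPM here, Bmp3 about 510 in Fig. 1A against 47.0 CPM here, Bmp4 about 95 in Fig. 1A against 10.0 CPM here, and Bmp6 about 1200 in Fig. 1A against 115 CPM here. Bmp7 was about 780 in Fig. 1A against 78.9 CPM here, Gdf10 about 1100 in Fig. 1A against 113 CPM here, Tgfb1 about 560 in Fig. 1A against 50.4 CPM here, and Tgfb2 about 550 in Fig. 1A against 49.97 CPM here. None of the alternatives set before the data were examined closed the gap for any of the 8 genes: all 12 control libraries, all 18 libraries, counts divided by DESeq2's size factors and the deposited TPM. Values at 10 times CPM, a scale chosen after seeing the values, gave 99.9 for Bmp2 and 1149 for Bmp6 and were within 1.5 times the paper's value for all 8.

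The paper states a significant increase of Syt13, Dlg2, Adcy3 and Plcb2 and a significant reduction of Ano1 in AP-2εCre cKO. The adjusted p from edgeR's quasi-likelihood test was 0.257 for Syt13, 0.496 for Dlg2, 0.469 for Adcy3, 0.732 for Plcb2 and 0.317 for Ano1. DESeq2, the tool that the paper used, gave an adjusted p of 0.00451 for Syt13 (range over the alternative settings 0.00451 to 0.462) and 0.0451 for Ano1 (0.0451 to 0.487). With that tool Dlg2 (0.489), Adcy3 (0.405) and Plcb2 (0.794) stayed above the threshold. The paper also reports less TMEM16A, the protein encoded by Ano1, in immunostained basal dendritic knobs.

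DESeq2 on single transcripts called a transcript of Syt13 under both filters, and with at least 1 count in total, a filter chosen after seeing the values, it also called a transcript of Adcy3. Dlg2 and Plcb2 were called under none of the 16 alternatives. The paper also states a significant increase of Unc13c and a change of Tenm2 in OMPCre cKO, where the adjusted p from edgeR's test was 0.0503 and 0.306. DESeq2, the tool that the paper used, called Unc13c (adjusted p = 3.25e-11) and Tenm2 (adjusted p = 0.000114, range over the alternative settings 0.000114 to 0.999). With that tool the paper's statement on these genes was therefore found here as well. The paper also reports a rise of both by qRT-PCR in this line. Both were also called by DESeq2 on single transcripts under both filters. Unc13c was called as well with a minimum of 10 counts in every library, in the 3-group fit, with all 18 libraries in 1 fit, with the library series as a covariate and with the robust prior, over a range of 3.25e-11 to 0.263.

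In the paper's Fig. 8A,B the largest fold changes lie on the side of genes higher in cKO. Here, among transcripts called by DESeq2 with at least 1 count in total, 0 rose by more than 15 on the log2 scale in either line. A fall of more than 15 was found for 334 of 1047 called transcripts in the AP-2εCre line and for 486 of 825 in the OMPCre line. The largest changes of called genes in the AP-2εCre line were likewise falls, of Gm9765 and Gm16589, each with at most 2 counts in a cKO library.

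The paper's methods name a mouse CDS assembly as the reference of the quantification. The transcript lengths in the deposited data were those of full GENCODE vM21 transcripts for all 115995 transcripts that were compared.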

Other observations

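The tests of genes absent from AP-2εCre cKO libraries, of the genes beside Smad4, of single marker genes and paralogs among the nasal gland genes, of single genes of the mean effect under the motile cilia covariate, and of transcripts with large falls were chosen only after the result was seen, as was the mean effect over both lines. The tests of nasal tissue, depth, length and linked alleles were not run for the OMPCre comparison, because it had 0 called genes (735 at an unadjusted p under 0.05).

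The number of called genes was compared with other splits of the same libraries. Splits were counted when they took 1 library of each replicate number to one side, as the real split does, since the remaining splits join libraries of the same number. In the AP-2εCre line same-numbered libraries were no more alike than others (mean correlation −0.0565 against 0.0284), so the number gave little reason for this limit. The splits of that line were also not balanced for the library series. For AP-2εCre 3 of 27 splits gave at least the 7 genes of the real one, and the highest of the others gave 81. The split with 81 genes set 2 heterozygotes and 1 cKO library apart. The third, with 15 genes, set all 3 heterozygotes apart, which is a contrast of genotypes. For OMPCre, for both lines together and for the difference between the lines, the real split gave 0 genes, which every split must reach (27 of 27, 100 of 100 and 100 of 100), so the count of splits could show nothing there. For the difference, the highest of the other splits gave 14 genes. For the heterozygotes against the Smad4 flox/flox controls, 1 of 4 splits, the real one, gave as many genes in each line, a share that cannot fall under 0.05. The animals' names fall into 2 series, and in each line each series holds at least 1 library of each genotype. A split by this series gave 92 genes in the AP-2εCre line and 2021 in the OMPCre line, so that the series separated the libraries more than the genotype did. The series is crossed with the genotype, and with it as a covariate 2 and 1 genes were called.

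The mean cKO effect over both lines, with 18 called genes, was as large in 2 of 100 relabellings of the libraries, the real one included, and the highest of the others gave 97 genes. After thinning to the lowest library total, 17 genes were called, all among the 18. Within 10 Mb of Smad4 lay 104 tested genes, of which 1, Slc14a2, was called (two-sided Fisher's exact test, p = 0.092). The called genes had a median length 1.3 times that of the other tested genes. With a score of apical minus basal VSN genes as a covariate, 92 genes were called, all 18 among them. With the motile cilia score as a covariate, 10 genes were called, 9 of them among the 18, and the log2 fold changes of Unc13c and Sez6l were 1.63 and 1.75, against 1.72 and 1.86 without it. Genes that lost their call changed little as well, such as Syt13 (1.68 against 1.85) and Tmem104 (0.48 against 0.50), which is named after its values were seen. The smaller number of calls therefore does not show that different amounts of surrounding nasal tissue account for the mean effect. The score was lower by 0.49 in AP-2εCre cKO and by 0.057 in OMPCre cKO (two-sided exact permutation test, p = 0.024 and 0.89). Higher expression of most of the called genes in cKO was measured, while the loss of Smad4 as its cause is only a hypothesis. The genes called in all 18 fits that each left out 1 library were Unc13c, Sez6l, Slc14a2, Vmn1r1, Gcnt2, Trp53i11, Nhlh2 and Srd5a1, all among the 9 that stayed called, and apart from Unc13c, Sez6l and Vmn1r1 they are named after their values were seen. Only Vmn2r78 fell, with a log2 fold change of −1.0 (adjusted p = 0.00914 from edgeR's quasi-likelihood test).

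Vomeronasal receptor genes mark apical (V1r) and basal (V2r) VSNs, and reads of single receptor genes can be shared between paralogs, so families were tested as a whole. In AP-2εCre cKO 135 of 177 tested V1r genes were higher (adjusted p = 5.05e-07 over the 4 family tests, by camera in limma with Benjamini-Hochberg adjustment) and 100 of 120 V2r genes were lower (adjusted p = 1.16e-08). In OMPCre cKO 137 of 178 V1r genes were higher (adjusted p = 1.85e-11), and so were 78 of 120 V2r genes (adjusted p = 0.00404). The unadjusted values of the OMPCre line were 4.63e-12 and 0.00404, and with the replicate number as a block they were 4.14e-11 and 0.00505. With DESeq2's size factors all 4 directions were the same. The direction of the OMPCre V2r genes reversed without cKO replicate 3. The family total in the AP-2εCre line was 2424 ± 329 CPM (SD, n = 3) in cKO and 2069 ± 227 CPM (n = 6) in controls for V1r (two-sided exact permutation test, p = 0.12), and 2648 ± 380 and 3736 ± 1020 CPM for V2r (p = 0.12). Of these V2r controls, Smad4 flox/flox libraries had 4453 ± 501 CPM (n = 3) and heterozygotes 3019 ± 912 CPM (n = 3), so that the total in heterozygotes was closer to that of cKO than to that of the other controls. The OMPCre-line total was 2273 ± 157 and 2043 ± 203 CPM for V1r (permutation p = 0.14), and 4465 ± 635 and 4297 ± 473 CPM for V2r (p = 0.73). Other splits of the libraries gave as small a camera p in 8 of 27 for V1r and 11 of 27 for V2r in the AP-2εCre line, and in 3 of 27 and 10 of 27 in the OMPCre line. None of the 4 shifts can therefore be told apart from other splits of the same libraries. The V2r totals did not differ in their cKO effect between the lines (−0.51 on the log2 scale, permutation p = 0.14).

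Nasal gland genes were lower in AP-2εCre cKO. Their score fell by 1.22, with 3 of 3 cKO libraries below all 6 controls (two-sided exact permutation test, p = 0.012, the smallest allowed, Benjamini-Hochberg adjusted p = 0.066 over 22 tests). Obp1a had 41.4 CPM in cKO and 2770 CPM in controls. With Obp1a left out, and after thinning to equal depth, 3 of 3 cKO libraries were again below all controls. All 7 marker genes with enough counts for a test had a lower mean in cKO, with log2 fold changes from −6.06 to −0.53, among them Muc5b (−0.77, adjusted p = 0.71 from edgeR's test) and Bpifa1 (−0.53, adjusted p = 0.621), which are not lipocalins. Of all 8 marker genes, 3 had each cKO library below all controls. The total of the 4 lipocalins, which reads shared among them leave unchanged, was 63700 ± 15900 CPM (SD, n = 3) in cKO and 114000 ± 31900 CPM (n = 6) in controls, with 2 of 3 cKO libraries below all controls. Shared reads were therefore not excluded for single lipocalin genes, and no fall of a single gene outside that group was shown. Whether it came from the dissection or from the genotype cannot be told from these libraries. Motile cilia genes also fell by 0.49 in AP-2εCre cKO (permutation p = 0.024, adjusted p = 0.11, 2 of 3 libraries below all controls). Apical VSN genes rose in both lines, by 0.21 and 0.20, with 3 of 3 libraries above all controls in each (permutation p = 0.012, the smallest allowed, adjusted p = 0.066). Basal VSN genes were higher by 0.10 in AP-2εCre cKO (permutation p = 0.7). They were higher by 0.19 in OMPCre cKO (permutation p = 0.036, adjusted p = 0.13), with 2 of 3 libraries above all controls. The rise was therefore not shown to be specific to apical genes.

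Gm9765 and Gm16589 were at or under 3 counts in all AP-2εCre cKO libraries and expressed in all 6 controls. Gm9765 was at 0 in every library of the OMPCre line and Gm16589 at 0 to 6 counts. Of the 2 genes, 1 was at or under 3 counts in every OMPCre-line library, so a variant of the genetic background that segregates in the colony remains a candidate explanation. Likewise 1 was at or under 3 counts in every OMPCre-line control, and the other in all but 1 of them. Absence of these genes thus occurred in controls of the other line, where Smad4 was not removed, which favors a background variant, although an effect of Smad4 loss in the AP-2εCre line was not excluded. The library whose labels conflict had 0 counts of both genes, 0 counts of Gm14448 (328 to 489 in the 3 heterozygotes and 0 in the cKO and Smad4 flox/flox libraries of the line), 784 counts of AC129179.3 (202 to 535 in the heterozygotes and 0 in the others), 213 counts of Itln1, 87.4 CPM of Smad4, 6.82 CPM of Tfap2e and 5.09 CPM of Unc13c. It also had 387 counts of Vmn1r1, against 105 to 213 in the controls and 620 to 1200 in the cKO libraries of the line. Its 45 counts of Sez6l compare with 48 to 100 and 321 to 636. Gm14448 and AC129179.3 are named after their values were seen, and these values were not used to assign the library to a group. Itln1, which lies beside Gm9765, had 22 to 1207 counts per OMPCre-line library. Low counts of Itln1 thus also occurred in controls of that line, where Smad4 was not removed.

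Smad4 varied among the AP-2εCre-line libraries without regard to genotype, with a ratio of highest to lowest CPM of 2.4. The ratio was 1.19 for Elac1, 1.37 for Me2 and 1.30 for Mex3c, and 0 of these 3 neighbors reached that of Smad4, so a change shared by neighboring genes did not account for it. The cause was not found.

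In the test of single transcripts with at least 1 count in total, 820 called transcripts of both lines fell by more than 15 on the log2 scale. Of these, 735 were above 3 counts in fewer than 3 of the 6 controls, which is consistent with estimates at 0 in most libraries. The same test for rises over 15 had 0 transcripts and could show nothing.

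In OMPCre cKO, genes the paper discusses for microvilli changed little. Ano1 had 123 ± 8.07 CPM (SD, n = 3) in cKO and 135 ± 11.1 CPM (n = 6) in controls, a log2 fold change of −0.13 (standard error 0.08, adjusted p = 1 from edgeR's quasi-likelihood test; two-sided exact permutation test, p = 0.14). Vil1 (ENSMUSG00000026175.12, chromosome 1, 74409376 to 74435559) had 94.9 ± 11.8 and 93.9 ± 13.6 CPM, a log2 fold change of 0.01 (standard error 0.13, adjusted p = 1; permutation p = 0.95). The Ano1 effect of the AP-2εCre line minus that of the OMPCre line was −0.29 (standard error 0.15, adjusted p = 1), so the lines were not shown to differ.

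Heterozygous Cre controls were compared with Smad4 flox/flox controls for genes that the paper compares by qRT-PCR. For AP-2εCre heterozygotes the log2 fold change was −0.49 for Robo2 (standard error 0.14, adjusted p = 0.731 from edgeR's quasi-likelihood test) and 0.59 for Unc13c (standard error 0.24, adjusted p = 0.937). The two-sided exact permutation p was 0.1 for both, the smallest that 3 libraries against 3 allow. For OMPCre heterozygotes the log2 fold change was 0.03 for Tenm2 (standard error 0.15, adjusted p = 0.994; permutation p = 1) and 0.21 for Unc13c (standard error 0.25, adjusted p = 0.964; permutation p = 0.5). Robo2, which the paper compares in the AP-2εCre line, changed by 0.04 in OMPCre heterozygotes (standard error 0.10, adjusted p = 0.987; permutation p = 0.9). Omp fell by 0.74 in OMPCre heterozygotes (adjusted p = 0.572; permutation p = 0.1) and Tfap2e by 1.03 in AP-2εCre heterozygotes (adjusted p = 0.303; permutation p = 0.1). Over all genes, 4 were called in the AP-2εCre line (924 at an unadjusted p under 0.05, 891 expected by chance) and 8 in the OMPCre line (1004, with 906 expected).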
